# CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution

**DOI:** 10.1038/s41467-021-23549-3

**Published:** 2021-05-26

**Authors:** Qinchuan Wang, Erick O. Hernández-Ochoa, Meera C. Viswanathan, Ian D. Blum, Danh C. Do, Jonathan M. Granger, Kevin R. Murphy, An-Chi Wei, Susan Aja, Naili Liu, Corina M. Antonescu, Liliana D. Florea, C. Conover Talbot, David Mohr, Kathryn R. Wagner, Sergi Regot, Richard M. Lovering, Peisong Gao, Mario A. Bianchet, Mark N. Wu, Anthony Cammarato, Martin F. Schneider, Gabriel S. Bever, Mark E. Anderson

**Keywords:** Calcium signalling, Molecular evolution, Ageing

## Abstract

Antagonistic pleiotropy is a foundational theory that predicts aging-related diseases are the result of evolved genetic traits conferring advantages early in life. Here we examine CaMKII, a pluripotent signaling molecule that contributes to common aging-related diseases, and find that its activation by reactive oxygen species (ROS) was acquired more than half-a-billion years ago along the vertebrate stem lineage. Functional experiments using genetically engineered mice and flies reveal ancestral vertebrates were poised to benefit from the union of ROS and CaMKII, which conferred physiological advantage by allowing ROS to increase intracellular Ca^2+^ and activate transcriptional programs important for exercise and immunity. Enhanced sensitivity to the adverse effects of ROS in diseases and aging is thus a trade-off for positive traits that facilitated the early and continued evolutionary success of vertebrates.

## Abstract (web summary)

Natural selection may favor traits underlying aging-related diseases if they benefit the young. Wang et al. find that oxidative activation of CaMKII provides physiological benefits critical to the initial and continued success of vertebrates but at the cost of disease, frailty, and shortened lifespan.

## Introduction

Governments, insurers, and individuals devote enormous resources to mitigate the risks and consequences of cardiovascular disease and cancer, which are the major non-communicable causes of death in modern society^1^. The most important risk factor for these diseases, however, is aging-related deterioration^2^, and the leading evolutionary theory explaining such aging-related disease is antagonistic pleiotropy^3^. In general, the power of natural selection to either promote beneficial or remove detrimental effects from a population/lineage is thought to wane as the realization of those effects moves increasingly late in life. Evolution within this “selection shadow” is predicted to take on a more stochastic pattern with the unfortunate consequence that deleterious, aging-related mutations can accumulate with relative freedom^4^. A potential shortcoming of this mutation accumulation model is that the attenuation of selection’s negative influence fails to fully explain the seemingly entrenched nature of many aging-related diseases because it leaves intact the probability that drift can also remove these detrimental traits (especially when combined with even weak coefficients of negative selection). Antagonistic pleiotropy helps complete this theoretical structure by predicting that the genetic traits responsible for some or all aging-related diseases—and even aging itself—are maintained because at some level they are being actively promoted by positive selection. What then is the target of this positive selection? It seems unlikely that the selective advantage is to be found in the late-stage problems these traits incur. A more reasonable prediction is that the traits convey benefits to earlier stages of life when selection is more efficacious. Despite the firm theoretical foundation of antagonistic pleiotropy, the theory has long been hampered by a relatively low level of empirical support. This disparity perhaps reflects the tendency of natural selection to quickly eliminate the polymorphisms required to identify and test candidate genes^5^. And while established support certainly is growing^6^, when one considers the number of potentially relevant pathways and both the biological and societal implications of the theory, it is clear that more work is needed.

Reactive oxygen species (ROS) contribute to aging-related diseases by damaging cellular components and dysregulating ROS-sensitive proteins^7,8^. The fact that ROS contribute to aging and aging-related diseases, but are also capable of beneficial roles^9^ suggests that proteins responsible for ROS sensing might be part of an antagonistic pleiotropic genetic program that drives aging-related diseases, including cardiovascular disease and cancer^10^. The Ca^2+^-and calmodulin-dependent protein kinase II (CaMKII) is a prominent example of a ROS-sensitive signaling protein^11^. Oxidative activation of CaMKII is enabled by oxidation at cysteine 281 and methionine 282 (CM; CaMKIIα) or methionine 281 and 282 (MM; CaMKIIγ, δ and β) in the regulatory domain after the enzyme is initially activated by elevated Ca^2+^-bound calmodulin (Fig. 1a)^11^. CaMKII activity using the oxidative pathway (ox-CaMKII) is elevated in tissues of patients with cardiovascular diseases^12,13^, human cancer cell lines^14^, and asthmatic human pulmonary epithelium^15^. We have reported that mutant mice where CaMKIIδ was rendered insensitive to ROS, by knock-in replacement of methionines 281 and 282 with valines, were protected against a range of diseases that involve elevated oxidative stress, including cardiac arrhythmia, ischemia-reperfusion injury, sudden death, and asthma^12,13,16–18^. Given that the detrimental roles of ox-CaMKII are apparently tolerated by natural selection in humans and mice, we hypothesized that ox-CaMKII is a critically important, but heretofore unrecognized, molecular example of antagonistic pleiotropy, and thus predicted that ox-CaMKII would contribute to beneficial roles favorable to natural selection.

**Fig. 1:**
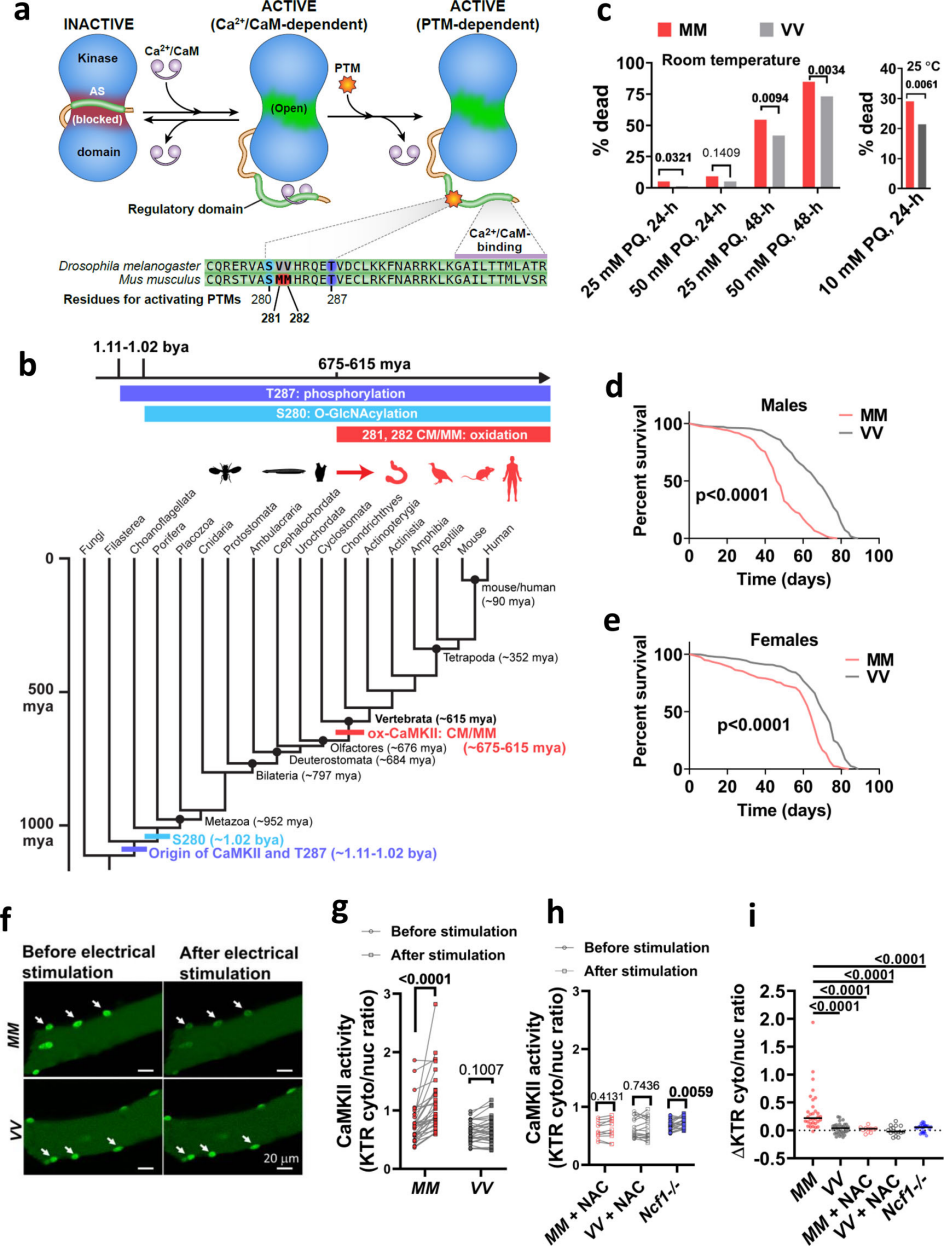
The MM motif in CaMKII arose in vertebrates, allowing CaMKII activation by ROS. **a** CaMKII activation is initiated by binding Ca^2+^/CaM, but Ca^2+^/CaM-independent CaMKII activity is sustained by oxidation (MM 281/282) and other post-translational modifications of the regulatory domain (S280 and T287). The CaMKII regulatory domain sequences of *Drosophila melanogaster* CaMKII and *Mus musculus* CaMKIIγ are shown. **b** Phylogenetic origin and conservation of key residues for the activating PTMs of CaMKII, divergence time estimates from^77^. mya million years ago, bya billion years ago. **c** Replacing the VV residues of *Drosophila melanogaster* CaMKII with MM increased mortality caused by exposure to 25 mM and 50 mM paraquat (PQ) incorporated in 5% sucrose solution at room temperature (21 °C, left panel) after 24 h (24 h) and 48 h (48 h), and by exposure to 10 mM paraquat at 25 °C after 24 h (right panel). *P* values from Fisher’s exact test, two-tailed, are shown above the square brackets. *N* = 216 and 217 respectively for MM and VV flies treated at room temperature; *n* = 510 for both genotypes of flies treated by either control or paraquat solutions under the 25 °C test condition. **d** Survival curves of MM (*n* = 239) and VV (*n* = 299) males and **e** MM (*n* = 270) and VV (*n* = 300) females at 25 °C, log-rank test, two-tailed. **f** Representative confocal micrographs of MM and VV mouse FDB muscle fibers expressing CaMKII-KTR before and after field electrical stimulation. Arrows indicate nuclei. **g** Quantification of CaMKII activity (cytosolic to nuclear CaMKII-KTR signal ratio) in MM and VV fibers before and after electrical field stimulation (paired, nonparametric Wilcoxon tests, two-tailed, *n* = 32 nuclei from 12 MM fibers and *n* = 33 nuclei from 11 VV fibers). **h** Quantification of CaMKII activity before and after electrical field stimulation in the presence of 2 mM NAC or *Ncf1* deletion (paired, nonparametric Wilcoxon tests, two-tailed. *n* = 11 nuclei from 5 MM fibers, *n* = 16 nuclei from 6 VV fibers, *n* = 24 nuclei from 9 *Ncf1-/-* fibers. **i** changes of CaMKII-KTR cytosolic to nuclear ratio due to electrical stimulation of individual nuclei from panel **g** and **h**, horizontal lines indicate median, Kruskal–Wallis test followed by Dunn’s nonparametric multiple comparisons test, two-tailed. Source data are provided in the Source Data file.

Here, we show that ox-CaMKII first evolved in the ancestral vertebrates and is highly conserved in vertebrate lineages. Removing ox-CaMKII in mice suppresses Ca^2+^-mediated signaling in skeletal muscles, leading to reduced exercise performance and dampened transcriptional response to exercise. The ox-CaMKII-deficient mice also show a reduced transcriptional response in mast cells after degranulation. Conversely, introducing ox-CaMKII to flies by CRISPR-mediated gene editing enhances their motor performance and cardiac contractility in a ROS-dependent fashion. However, gaining ox-CaMKII also sensitizes the flies to pathological ROS and shortens their lifespan. Our results suggest that ox-CaMKII is a performance/disease trade-off consistent with the precepts of antagonistic pleiotropy.

## Results

### MM/CM evolved as a concise ROS sensor in ancestral vertebrates

The evolutionary fixation of ox-CaMKII in humans and mice serves to obscure the processes responsible for that fixation, which can include drift, selective pressure, or some combination of the two. Phylogenetic variation, however, can help to reveal this history. Therefore, we surveyed all reported sequences of CaMKII for the presence or absence of the MM/CM module in the regulatory domain that is necessary for ox-CaMKII. The MM/CM module is extremely conserved among crown vertebrates, with 97.94% of vertebrate CaMKII possessing the CM/MM module (Supplementary Fig. 1 and Supplementary Table 1), and 100% of vertebrate species having at least one copy of CaMKII that has the MM/CM module (Supplementary Table 1). In contrast, only 2.23% of invertebrate CaMKII have the MM/CM module (Supplementary Fig. 1 and Supplementary Table 1). The phylogenetic distribution of the MM/CM module supports the inference that an oxidation-sensitive amino acid pair in the regulatory domain is a derived feature of vertebrates, one that emerged on the vertebrate stem lineage ~650 million years ago (Fig. 1b). The emergence of the MM/CM module in the vertebrate stem lineage is unique amongst regulatory domain residues of CaMKII capable of conferring CaMKII activity by post-translational modifications (see Fig. 1a). The other notable residues in the vicinity of MM/CM are threonine 287 (T287, numbered in accordance with CaMKIIγ isoform) for phosphorylation^19,20^, and serine 280 (S280) for *O*-GlcNAcylation^21^. Predating the MM/CM by about 400 million years, T287 appeared on the same branch as CaMKII itself, while the S280 pathway evolved slightly later (but still prior to the origin of Metazoa), and both residues are conserved since their first appearance (Fig. 1b). This clear phylogenetic demarcation between the vertebrate and invertebrate lineages by the MM/CM module provides us with a pivotal opportunity to experimentally test the predictions of antagonistic pleiotropy from the perspective of ox-CaMKII.

To ascertain that gaining MM/CM at positions 281 and 282 was sufficient to convert ancestral CaMKII into a ROS sensor^22^, we substituted the ROS-resistant VV residues in the sole copy of CaMKII in *Drosophila melanogaster* with MM (Supplementary Fig. 2). Since fly CaMKII structure has not been reported, we used comparative modeling based on the structure of an inactive human CaMKIIα to evaluate the impact of this substitution on fly CaMKII (Supplementary Fig. 3). The model showed that the VV-containing region of fly CaMKII shares a high structural similarity with human CaMKIIα, and similar to the ROS-sensing CM residues in human CaMKIIα, the VV residues in fly CaMKII are exposed to solvent (Supplementary Fig 3a). Substituting the VV residues by MM in fly CaMKII can be accommodated without structural perturbation; thus, the MM residues in the humanized fly CaMKII are also exposed to the solvent where they can be attacked by ROS (Supplementary Fig. 3a, b). Furthermore, hydrophobic cluster analysis^23^ showed that replacing VV with MM conserves the characteristics of the local environment (Supplementary Fig. 3c). Thus fly CaMKII shares a similar structure to human CaMKIIα, and substituting the VV with MM residues does not alter the structure of the CaMKII regulatory or catalytic domains (Supplementary Fig. 3d). Our model predicts that replacing the VV with MM residues in fly CaMKII should preserve the functions of CaMKII while conferring it with ROS-sensing ability. Consistent with the prediction that the MM residues do not render fly CaMKII inactive, the *CaMKII*^*MM*^*/CaMKII*^*MM*^ flies (referred to as MM flies hereafter) have similar fecundity (Supplementary Fig. 4a, b) as wild-type (WT) flies (referred to as VV flies), and are grossly indistinguishable from VV flies. Furthermore, the MM flies showed significantly higher mortality when fed sucrose solutions dosed with paraquat (Fig. 1c), a ROS-inducing toxin^24^, confirming a functional consequence to MM oxidation. The increased mortality of MM flies under paraquat treatment was not due to exaggerated oxidative stress compared to VV flies, because ROS levels indexed by ROS-liable aconitase activity^25^ showed no difference between MM and VV flies either before or after paraquat treatment (Supplementary Fig. 5). Therefore, replacing the VV with MM residues in fly CaMKII converts CaMKII into a ROS sensor that sensitizes flies to paraquat. Because paraquat induces a supraphysiological level of ROS, we further evaluated the consequence of CaMKII-mediated ROS sensing in the context of endogenous ROS. Endogenous ROS increases with aging and adversely contributes to aging-associated mortality through ROS-sensitive signaling pathways^9^. Strikingly, MM flies exhibited significantly shortened lifespan at both 25 °C (Fig. 1d, e) and 29 °C (Supplementary Fig. 6a, b), suggesting that the CaMKII oxidation in MM flies happens in the presence of endogenous ROS, and contributes to aging-associated mortality. We noted that male flies are more susceptible than females to the presence of the MM module at both 25 °C (Fig. 1d, e) and 29 °C (Supplementary Fig. 6a, b). Furthermore, under the condition of heat stress at 29 °C, the detrimental effects of the MM module further diminish in females. This sex difference may reflect the difference in ROS scavenging capacities between sexes. Specifically, females have a better ROS scavenging capacity during aging^26^. Thus, females may have less ROS to hyperactivate MM-CaMKII during aging and thus tolerate the MM module better. We speculate that because MM-CaMKII contributes less to aging in females, its detrimental effect is largely masked in females at 29 °C, where heat stress may accelerate aging through mechanisms in addition to oxidative stress.

Taken together, inserting the MM module in flies confers elevated and detrimental sensitivity to ROS in these invertebrates, which may be the reason that ox-CaMKII is underrepresented among invertebrate lineages as a whole. That MM-dependent sensitivity to ROS is shared between mouse and *Drosophila melanogaster* supports the inference that this sensitivity is homologous between the two species and was ultimately inherited from their most recent common ancestor—the ancestral crown bilaterian. Specifically, this evolutionary pattern represents a strong level I phylogenetic inference because the feature is shared by both sides of the extant phylogenetic bracket with no evidence from intervening lineages that would negate or significantly complicate the null hypothesis of homology^22^^,^^27^. It thus follows that ox-CaMKII-mediated detrimental sensitivity to ROS was in place when the oxidative pathway first evolved along the vertebrate stem lineage with its subsequent conservation among vertebrates serving as strong evidence that these sequences are not evolving randomly but are maintained by positive selection. Given that this conserved pattern extends across the entire breadth of the vertebrate crown clade, whatever fitness benefits are responsible for its underlying positive selection must have been in place before the origin of this crown and thus present along some length of the vertebrate stem lineage. It follows that these benefits are likely related to an emerging evolutionary scenario that set these vertebrate ancestors apart from their invertebrate relatives.

### Ox-CaMKII promotes exercise performance in mice by enhancing skeletal muscle function

The vertebrate stem lineage was witness to a major shift in behavioral ecology (from sessile filter feeders to active predators) that set the stage for the modern (crown) vertebrate radiation and eventually our own evolutionary origin^28^. At some level, all of these innovations promote an increasing level of activity that must be enacted through the skeletal (striated) musculature. CaMKII activity contributes to skeletal muscle function^29,30^, so we hypothesized that gaining the MM module allowed ROS to enhance skeletal muscle performance through ox-CaMKII. To determine the role of MM residues for ROS-induced CaMKII activity in muscle fibers, we developed a knock-in mouse where the MM residues of CaMKIIγ were replaced with VV (Supplementary Fig. 7a, b, homozygous *CaMKII*γ^*VV*^*/CaMKII*γ^*VV*^ mice are referred to as VV mice hereafter). We selected *Camk2g* as the background because we found that CaMKIIγ is the most abundant isoform in mouse skeletal muscle (Supplementary Fig. 8a). The knock-in mutation did not change the relative expression levels among the four CaMKII isoforms in the muscles, indicating that the predominant CaMKII isoform in VV muscles is the ROS-resistant, VV-containing CaMKIIγ (Supplementary Fig. 8b). To measure dynamic changes in CaMKII activity in muscle fibers, we developed a fluorescent reporter that translocates from the nucleus to the cytosol in response to increased activity of CaMKII (kinase translocation reporter, or KTR, Supplementary Fig. 9a–e and Methods)^31^. We introduced the CaMKII-KTR into the flexor digitorum brevis (FDB) skeletal muscles of MM (referring to WT mice) and VV mice by electroporating plasmids encoding the reporter (see “Methods”)^32^. In isolated FDB muscle fibers expressing the KTR, we found that the increase of CaMKII activity in response to electrical stimulation (see Fig. 2g for stimulation protocol) required the MM motif (Fig. 1f–i). Treatment with the antioxidant N-acetylcysteine (NAC) eliminated the rise in CaMKII activity in MM (WT) FDB fibers in response to stimulation but had no further effect in VV fibers (Supplementary Fig. 10 and Fig. 1h–i). We next used a genetic approach to reduce ROS by isolating muscle fibers from *Ncf1*^−/−^ mice that lack p47^33^, an essential protein cofactor for NADPH oxidases that are an important source of ROS in skeletal muscles^34–36^. Although CaMKII activity still increased in *Ncf1*^*−/−*^ fibers after stimulation (Fig. 1h), the magnitude of the increase was significantly smaller than that in the MM fibers (Supplementary Fig. 10 and Fig. 1i). The results showed that ROS contribute to the activation of myofiber CaMKII, a process dependent on the MM module of CaMKII.

**Fig. 2:**
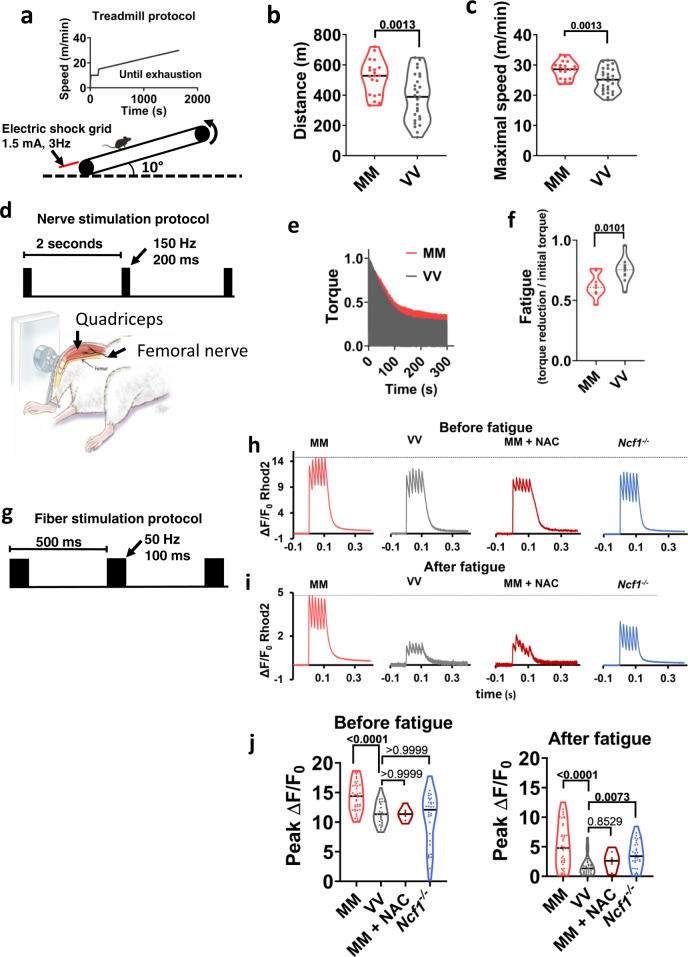
Ox-CaMKII supports exercise performance and enhances Ca^2+^ transients in mouse skeletal muscle fibers. **a** Protocol for treadmill exercise. **b** Running distance and **c** maximal speed attained prior to exhaustion. Unpaired Welch’s *t* test, two-tailed, *P* values shown above the square brackets, *n* = 20 MM (WT) mice and *n* = 27 VV mice. **d** Experimental apparatus and electrical stimulation protocol for assessing quadriceps muscle performance in vivo. **e** Averaged traces of quadriceps torque (normalized against maximum) from MM and VV mice during optimized nerve stimulation, *n* = 10 VV mice, and *n* = 11 MM mice. **f** Quantification of fatigue defined by torque reduction divided by initial torque of each individual mouse, as shown in **e**. Unpaired Welch’s *t* test, two-tailed, *P* value shown above the square bracket. **g** Protocol for field electrical stimulation of isolated FDB muscle fibers loaded with the Ca^2+^-sensitive fluorescent dye Rhod2. Rhod2 fluorescence during one cycle of electrical stimulation in MM and VV fibers, an MM fiber treated by NAC, and a *Ncf1*^−/−^ fiber, before **h** and after **i** fatigue. **j** Quantification of peak Ca^2+^ transients as measured in **h** and **i**. Both before and after fatigue: *n* = 42 MM, *n* = 27 VV, *n* = 8 MM + NAC, and *n* = 32 *Ncf1*^*−/−*^ fibers; after fatigue: *n* = 40 MM, *n* = 27 VV, *n* = 8 MM + NAC, and *n* = 32 *Ncf1*^*−/−*^ fibers; *P* values are shown above the brackets; Kruskal–Wallis test followed by Dunn’s nonparametric multiple comparisons tests, two-tailed, comparing all other groups to VV fibers in **j**. Horizontal lines in **b**, **c**, **f**, and **j** indicate medians. Source data are provided in the Source Data file.

To test for ox-CaMKII enhanced skeletal muscle performance, we subjected MM (WT) and VV mice to maximal coerced treadmill exercise (Fig. 2a). MM (WT) mice ran farther (Fig. 2b) and attained higher maximal speeds (Fig. 2c) compared to VV littermates. Although oxidative stress and the MM motif were necessary for normal CaMKII activity in stimulated muscle fibers (Fig. 1f–i and Supplementary Fig. 10), the reduced exercise performance in VV mice could be due to factors extrinsic to the muscles, such as metabolism or motivation. We found no significant differences in the body weight, lean mass, or fat mass between MM (WT) and VV mice (Supplementary Fig. 11a–c). Nor did we detect differences in blood lactate concentration at rest or after running (Supplementary Fig. 12a), blood glucose before or immediately after running (Supplementary Fig. 12b), or significant differences in glucose tolerance or insulin sensitivity in sedentary MM and VV mice (Supplementary Fig. 12c, d). Finally, MM and VV mice engaged in similar amounts of voluntary wheel running (Supplementary Fig. 12e), and exhibited similar oxygen consumption rates, respiratory exchange ratios and energy expenditures while accessing the running wheels (Supplementary Fig. 12f–h). These negative findings suggest that the reduction in forced running performance in VV mice was not due to muscle extrinsic factors including reduced motivation for running or changed metabolism.

To assess the potential consequences of ox-CaMKII on muscle function, we measured the reduction in quadriceps contractility in response to repeated maximal isometric contractions elicited by repetitive electrical stimulation of femoral nerves, a validated test of muscle fatigue (Fig. 2d) that allows for the direct examination of muscle function in vivo^37^. The VV mice exhibited earlier and enhanced fatigue compared to MM (WT) littermate mice (Fig. 2e, f). The reduced performance of the VV mice was unlikely due to developmental defects or gross pathological remodeling, as we found that the VV and MM (WT) mice have similar muscle weight to body weight ratios and grip strength (Supplementary Fig. 13a–g). In addition, the contents of mitochondrial complexes in muscles (Supplementary Fig. 14a), and oxidative phosphorylation and glycolysis capacities of isolated FDB muscle fibers were similar between MM (WT) and VV mice (Supplementary Fig. 14b, c). Furthermore, we found no significant change in the fatigue-resistant type I fibers and noted significant but subtle switches among type II fibers in VV quadriceps muscles, which were unlikely to explain the reduced endurance capacity (Supplementary Fig. 15a, b). Although these results do not rule out potential roles of ox-CaMKII extrinsic to muscle, they support a view that ox-CaMKII enhances dynamic responses to exercise and skeletal muscle performance, potentially by a muscle intrinsic factor(s).

Intracellular Ca^2+^ grades myofilament interactions, and fatigue is marked by reduced intracellular Ca^2+^ transients^38^. We used a validated in vitro model of skeletal muscle fiber fatigue^39^, under conditions where we monitored the intracellular Ca^2+^ transients (see “Methods” and Fig. 2g). The VV fibers had reduced Ca^2+^ transients under basal (Fig. 2h, j) and fatigued (Fig. 2i, j) conditions compared to MM (WT) counterparts. To test whether the exaggerated fatigue Ca^2+^ phenotype in VV muscle fibers was a consequence of ROS signaling, we treated MM (WT) fibers with the antioxidant NAC (N-acetylcysteine). The MM fibers exposed to NAC phenocopied the Ca^2+^ release profiles measured in VV fibers (Fig. 2h–j). Similar to NAC-treated MM (WT) fibers, the *Ncf1*^−/−^ fibers shared a phenotype of diminished Ca^2+^ transients resembling VV muscle fibers (Fig. 2h–j). Taken together, we interpret these data as supporting a model where ox-CaMKII contributes to enhanced skeletal muscle performance, at least in part, by connecting ROS to mobilization of intracellular Ca^2+^.

### Ox-CaMKII coordinates transcriptional responses to exercise, ROS, and immune activation

Exercise imposes metabolic, mechanical, and redox stress on skeletal muscle leading to transcriptional adaptation that is partly orchestrated by CaMKII^40,41^. We measured transcriptional responses to submaximal exercise in skeletal muscles, comparing poly(A)^+^ transcriptomes by RNA sequencing from MM (WT) and VV littermate mice under identical conditions of speed, time, distance, and feeding conditions (Fig. 3a and see “Methods”). 

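Whole quadriceps muscles of 16 male mice were sequenced, with 4 mice in each of 4 groups: sedentary MM (WT), exercised MM (WT), sedentary VV and exercised VV. MM mice carry wild-type CaMKIIγ, and VV mice carry a knock-in of Camk2g that replaces the oxidizable methionine pair with valines. The exercised mice ran 350 m on an inclined treadmill and their muscles were taken 3 h after the run. Polyadenylated RNA was read with a stranded kit as paired ends. The authors deposited 1 table of FPKM values, fragments scaled by transcript length and by the number of mapped fragments, for 18872 genes in the 16 mice. The submitters' processing notes name mm10, FastQC, TopHat, StringTie, Cuffdiff 2.2.1 and SAMtools, without saying which of them made the values. Mice are named here by the numbers in their sample titles, such as 2161-4, and what the number before the dash stands for is not given in the sources used here. No such number is shared by sedentary and exercised MM mice, so its effect cannot be separated from that of exercise there.
Read counts were not used here. The FPKM of a mouse summed to between 470634 and 513468, with medians of 486699 in sedentary MM, 491361 in exercised MM, 498670 in sedentary VV and 489762 in exercised VV. Depth was compared in relative terms from genes below 0.5 FPKM, whose values differ between mice by steps of single fragments. Relative to the shallowest mouse, the median depth was 1.10 (range 1.08 to 1.23) in sedentary MM, 1.11 (1.02 to 1.22) in exercised MM, 1.10 (1.05 to 1.18) in sedentary VV and 1.20 (1 to 1.23) in exercised VV. Genes with a mean of at least 1 FPKM over the 16 mice were tested, 10519 in all, on the scale of log2(FPKM + 0.1), which understates the change of low genes. A linear model with the 4 group means was fitted with limma and p values were adjusted by the Benjamini-Hochberg method. Both exercise effects and their difference come from this fit. Gene lists were compared with all other tested genes by limma's camera with a preset correlation between genes of 0.01. The groups, the model, the gene lists and the tests at each claim were fixed before the data were examined, except where a test is said to have been chosen later.
Camk2g, on chromosome 14 from 20734873 to 20794157 of GRCm38, had 64.6 ± 5.36 FPKM in MM and 57.6 ± 4.18 FPKM in VV muscle (SD, n = 8 mice each), a log2 difference of -0.17 (two-sided permutation test over the 12870 splits of the 16 mice, p = 0.0106, a test not among those fixed beforehand). This p value is not adjusted for the number of genes. By limma over all 16 mice the difference did not pass (adjusted p = 0.378). The knock-in changes codons and leaves the gene expressed, so its level is no check of the genotype labels.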

Principal components analysis showed that sedentary MM (WT) and VV muscles had very similar transcriptional profiles (Fig. 3b). In contrast, transcriptional responses to exercise by VV muscles were present but diminished compared to MM (WT) (Fig. 3b). 

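In sedentary muscle, VV and MM (WT) mice differed in the level of 1 gene, 1700112E06Rik, also named Lrmda, a gene of melanocyte differentiation. It is a protein-coding gene on chromosome 14 of GRCm38, from 22019504 to 23056093, the chromosome that also carries Camk2g. Its level was 2.54 ± 0.84 FPKM in sedentary MM and 0.389 ± 0.199 FPKM in sedentary VV muscle (SD, n = 4 mice each), a log2 difference of -2.45 (standard error 0.36, adjusted p = 0.037 from limma). The next genes by p value were Lphn2, which encodes an adhesion receptor of the latrophilin family, with a log2 difference of -0.77 (adjusted p = 0.54), the noncoding RNA A630019I02Rik, with 2.14, and Sox18, an endothelial transcription factor, with 0.74 (adjusted p = 0.84 for both). An unadjusted p under 0.05 was reached by 470 genes, where 526 would be expected if no gene differed.
Of 27 immediate early genes, which encode transcription factors and regulators induced within minutes of a stimulus, 24 had higher values in sedentary VV than in sedentary MM muscle and 0 passed limma's test by themselves. Their mean log2 difference was 0.21 (adjusted p = 0.028 from camera, 0.794 with an estimated correlation). Ribosomal protein genes had a mean difference of 0.11, with 18 of 25 above 0 (adjusted p = 0.00096), and phagocyte and complement genes one of 0.16, with 19 of 27 above 0 (adjusted p = 0.048). Both calls were also lost with an estimated correlation, at the adjusted p of 0.794 given above. Markers of macrophages and monocytes had a mean difference of 0.24 (adjusted p = 0.079).
Principal components were taken of the centred log2 values of the tested genes. On the first 3 components, which held 21.6%, 14.3% and 10.8% of the variance, the centres of sedentary VV and sedentary MM lay 11.6 log2 units apart (exact permutation test over 70 splits, one-sided, p = 0.457). This distance was 6.21 without the sedentary MM mouse 2032-3 (exact p = 0.83) and 18.2 without the sedentary VV mouse 2074-2 (exact p = 0.171). The call of 1700112E06Rik was kept when the mice 2127-3, 2161-9, 2297-3 or 2296-5 were left out singly and lost without any other mouse, 12 in all (adjusted p from 0.0655 to 0.272). Without the sedentary MM mouse 2127-3 A630019I02Rik also passed, 2 genes in all. It was also lost with a pseudocount of 1, without the filter on low values, after median-ratio or quantile scaling, with a plain eBayes step and in a fit of the groups compared alone (adjusted p = 0.225, 0.102, 0.0840, 0.670, 0.0659 and 0.0925).

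**Figure D1:**
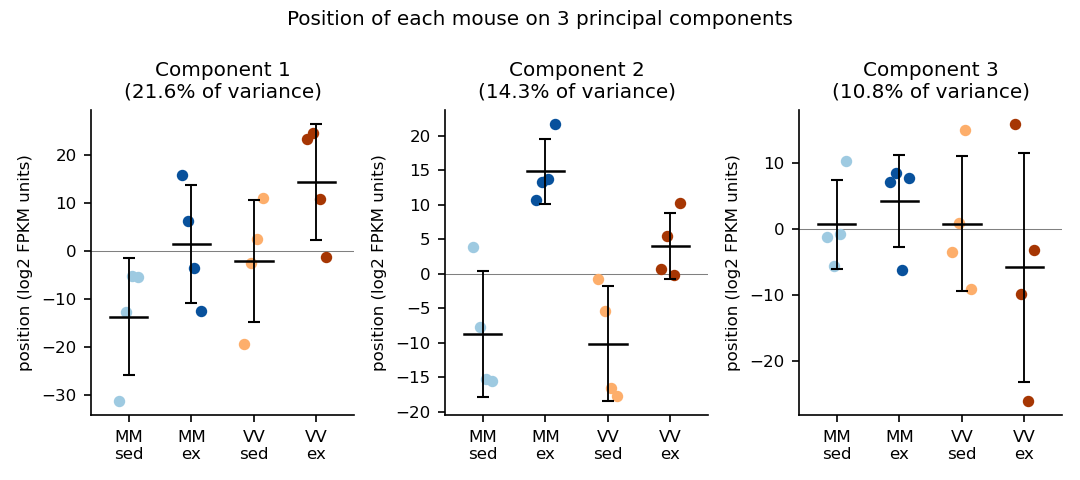
Position of each mouse on principal components 1 to 3 of log2(FPKM + 0.1), in log2 FPKM units, by genotype and treatment (sed, sedentary; ex, exercised), where points are mice, horizontal lines means and whiskers SDs of 4 mice. On component 2 the exercised MM mice lie between 10.7 and 21.7 and the sedentary VV mice between -17.7 and -0.824.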

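On the second component exercised and sedentary muscle differed in their means. The transcription factors Nr4a3 and Atf3, which respond to contraction and stress, had the largest weights on it, followed by the small RNAs Snord22 and Snora64. Hspa1b, Hspa1a, Ankrd1, Xirp1, Ppargc1a, Enah and the microRNA Mir717 were among the first 12. Exercised mice lay 18.8 units above sedentary mice on this component (two-sided permutation test over 12870 splits, p = 0.000622) and 15.8 units above them on the first component (p = 0.0312). The mice overlapped on the second component, where the sedentary MM mouse 2032-3 lay at 3.89, above the exercised VV mice 2161-5 and 2296-2 at 0.665 and -0.218. Small noncoding RNAs such as Rnu6, Snora64 and Snora30 also led the first component and Snord22, Rny1, Snora70 and Rmrp the third, on which exercised and sedentary mice differed by -1.53 (permutation p = 0.794). Ucp1 and Cidea, genes of brown fat, lay at the negative end of the first. VV and MM (WT) mice differed by 12.1 on the first component (permutation p = 0.108) and by -6.14 on the second (p = 0.329).
Over the 3 components the centres of exercised and sedentary muscle were 28.2 units apart in MM and 22.6 units apart in VV. The difference of 5.53 did not pass (exact permutation of genotype within sedentary and within exercised mice, 4900 assignments, two-sided, p = 0.211). Without the exercised VV mouse 2161-7 the distances were 29.4 and 19.4, and their difference of 10.0 passed (exact p = 0.0110). The difference also moved to 8.94 without the sedentary VV mouse 2126-4 (exact p = 0.0996) and to 3.46 without the sedentary VV mouse 2296-5 (exact p = 0.507). Exercised VV and exercised MM centres were 19.5 units apart (exact permutation test over 70 splits, one-sided, p = 0.114).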

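Exercise was followed by higher RNA levels of several genes of stress-induced transcription factors, chaperones and sarcomere proteins in both genotypes. Atf3, a stress-induced transcription factor on chromosome 1 from 191170296 to 191183333 of GRCm38, went from 1.79 ± 0.60 to 79.3 ± 23.8 FPKM in MM (WT) muscle and from 2.59 ± 1.35 to 47.2 ± 20.3 FPKM in VV muscle (SD, n = 4 mice each). These are log2 fold changes of 5.38 (standard error 0.41, adjusted p = 1.0e-05 from limma) and 4.2 (standard error 0.41, adjusted p = 0.0003). Nr4a3, an orphan nuclear receptor on chromosome 4 from 48045078 to 48086447, rose by 5.04 in MM (adjusted p = 0.00094) and by 4.73 in VV (adjusted p = 0.0044). Ppargc1a, the coactivator of mitochondrial biogenesis, on chromosome 5 from 51454249 to 52115853, rose from 11.9 ± 3.8 to 56.4 ± 17.6 FPKM in MM and from 10.5 ± 2.1 to 53.6 ± 25.0 FPKM in VV, log2 fold changes of 2.23 (adjusted p = 0.00066) and 2.27 (adjusted p = 0.0021). The exercised VV mouse 2161-7 stood above the rest of its group in 2 of these genes. It had 91.0 FPKM of Ppargc1a (others 39.3 to 43.1) and 87.3 FPKM of Nr4a3 (others 24.4 to 32.2).
Xirp1, which encodes an actin-binding protein of damaged sarcomeres, rose by 2.86 in MM and by 2.17 in VV (adjusted p = 0.00017 and 0.0044). The oxidative stress gene Srxn1, which encodes sulfiredoxin, rose by 2.24 and 1.56 (adjusted p = 0.00017 and 0.0074), and Tnfrsf12a, the receptor of the cytokine TWEAK, by 2.32 and 1.75 (adjusted p = 0.00035 and 0.0092). Ankrd1, a titin-binding protein of stretched muscle, rose by 3.03 in MM (adjusted p = 0.00095). In VV its log2 fold change was 2.01 (adjusted p = 0.055), which passed without the exercised MM mouse 2246-4 or the exercised VV mouse 2296-2 (adjusted p = 0.018 and 0.0032), with a mean of at least 5 FPKM (0.0424) and after median-ratio or quantile scaling (0.0229 and 0.0232). Hspa1b, an inducible HSP70 gene, had log2 fold changes of 3.6 in MM and 3.36 in VV (adjusted p = 0.0035 and 0.013). Its VV call was lost without the VV mice 2074-2, 2126-4, 2161-5 or 2161-7 (adjusted p = 0.059, 0.0873, 0.0673 and 0.0516), and its level is uncertain because the near-identical Hspa1a can share its reads.
Fewer genes fell. In MM these included Acot11, an acyl-CoA thioesterase, by -0.86 (adjusted p = 0.011), the zinc finger gene Zfp46 by -0.65 (adjusted p = 0.0083) and Lrrc38, an auxiliary subunit of BK potassium channels, by -0.73 (adjusted p = 0.0067). Dynlt1b, a dynein light chain gene with close paralogs that can share its reads, had the lowest log2 fold change in MM, -1.47 (adjusted p = 0.041). This call was lost without the sedentary MM mice 2032-3, 2074-1, 2127-1 or 2127-3 (adjusted p = 0.0933, 0.108, 0.129 and 0.0731), the exercised MM mice 2161-4, 2161-9 or 2246-4 (0.154, 0.136 and 0.0844) or the sedentary VV mice 2074-2 or 2074-5 (0.0585 and 0.0561), without the filter on low values (0.0587) and in a fit of the MM mice alone (0.0504).
At an adjusted p under 0.05, 129 genes passed in MM, 114 of them higher and 15 lower after exercise, and 29 passed in VV, 27 higher and 2 lower. At an unadjusted p under 0.05 the numbers were 1130 and 1060. The MM number was 77, 82, 69, 83 and 82 without the MM mice 2127-1, 2127-3, 2161-4, 2161-9 and 2297-3, and 235 with sample quality weights. The VV number was 18 and 16 without the VV mice 2126-4 and 2161-5, 53 and 48 after median-ratio and quantile scaling, and 5 in a fit of the 8 VV mice alone, where Nr4a3, Xirp1, Tnfrsf12a, Srxn1 and Hspa1b no longer passed (adjusted p = 0.0638, 0.0786, 0.195, 0.140 and 0.0786).

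**Figure D2:**
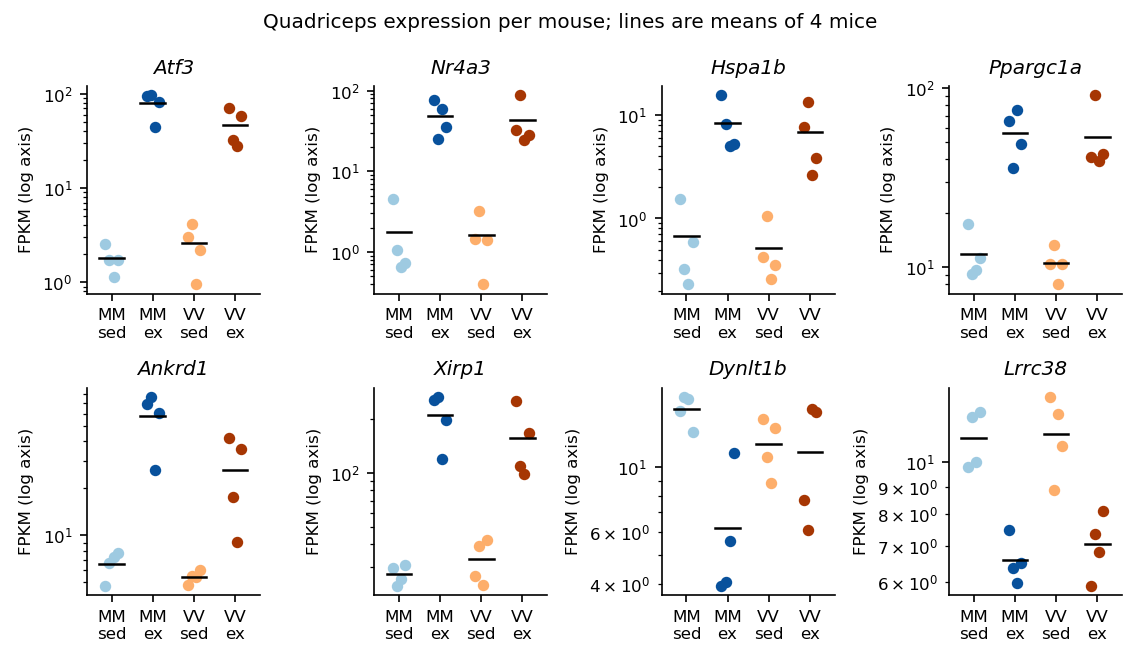
FPKM (log axis) of Atf3, Nr4a3, Hspa1b, Ppargc1a, Ankrd1, Xirp1, Dynlt1b and Lrrc38 in each mouse, by genotype and treatment (sed, sedentary; ex, exercised), where points are mice and lines are means of 4 mice. Mean Xirp1 is 27.4 and 209 FPKM in sedentary and exercised MM, and 33.0 and 156 FPKM in sedentary and exercised VV.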

We found that 582 genes were significantly up- or downregulated (multiple-test false discovery rate-adjusted *q*-value < 0.05) in the MM (WT) samples, whereas only 216 genes reached the same threshold of *q* < 0.05 in the VV muscles (Fig. 3c and Supplementary Table 2). Among the significantly changed genes in VV muscles, most (180 or 83%) were recapitulated by the MM (WT) muscles. 

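Of the 29 genes that passed in VV muscle, 27 also passed in MM (WT) muscle in the same direction, 93.1% (Wilson 95% interval 78.0 to 98.1%). The shared genes include Maff, a small Maf transcription factor that rose by 1.31 on the log2 scale in VV (adjusted p = 0.0099 from limma) and by 1.41 in MM (adjusted p = 0.0023). They rose in 26 cases and fell in 1. The shared fall was in Lrrc38, which went from 11.3 ± 1.9 to 7.04 ± 0.92 FPKM in VV (SD, n = 4 mice each; log2 fold change -0.66). The VV call of Lrrc38 was kept when the mice 2032-3, 2127-1, 2127-3, 2161-4, 2246-4, 2074-5 or 2296-3 were left out singly and lost without any of the other 9 (adjusted p from 0.0508 to 0.174). It was also lost without the filter on low values (0.0749), after median-ratio or quantile scaling (0.0733 and 0.0684), with a plain eBayes step (0.0584), with sample quality weights (0.0649) and in a fit of the VV mice alone (0.15). No gene passed in both genotypes in opposite directions. Independent lists of these sizes would share 0.293 rising and 0.00285 falling genes. The lists compared here contrast different mice but share 1 estimate of each gene's spread, taken over all 16 mice. They are therefore not independent.
The other 102 MM genes did not pass in VV, and 100 of them had the same sign there. Of all 129 MM genes, 109 reached an unadjusted p under 0.05 in VV. The shared part of the VV genes was 33 of 43 (76.7%) without the sedentary VV mouse 2296-5 and 16 of 16 without the exercised VV mouse 2161-5.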

To further compare the transcriptional responses of MM (WT) and VV muscles at the level of individual genes, we ranked the exercise-responsive genes identified in the MM (WT) muscles based on their log_2_ (fold change) values, as diagrammed (Fig. 3d, left panel), and plotted these genes in heat map palettes (Fig. 3d, middle panel). The changes of the same set of genes in the VV muscles were shown in separate palettes (Fig. 3d, right panel), but in the same order as that of the MM palettes. The results show that, in general, the MM module augmented the responses of individual genes to exercise. 

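Groups of genes that answer stress and contraction were higher after exercise in both genotypes, with smaller means in VV than in MM (WT). Of 27 immediate early genes, 24 had values above 0 in MM and 23 in VV, and the mean log2 fold change was 1.17 in MM and 0.81 in VV. In MM 8 rose (15 when adjusted over the list alone) and in VV 4 (10 when adjusted over the list alone), and none fell. Rrad, a small GTPase that inhibits calcium channels, rose by 2.12 in MM (adjusted p = 0.016 from limma; 1.87 and adjusted p = 0.084 in VV). Fos, a part of the AP-1 transcription factor, had 2.03 in MM and 1.02 in VV (adjusted p = 0.17 and 0.60). The MM call of Rrad was lost without the MM mice 2074-1, 2127-1, 2161-4, 2161-9 or 2297-3 (adjusted p = 0.0543, 0.0646, 0.0693, 0.0586 and 0.0503), and its VV value passed without 2246-4 or 2296-2 (0.0141 and 0.0152) and after median-ratio or quantile scaling (0.0482 and 0.0475). For the list, camera gave an adjusted p of 7.5e-20 in MM and 4.0e-19 in VV (adjusted p = 0.069 and 0.077 with an estimated correlation).
Of 29 genes of sarcomere and membrane stress, 9 rose in MM (14 when adjusted over the list alone) and 4 in VV (9 when adjusted over the list alone), with means of 0.55 and 0.37. Flnc, the muscle filamin, rose by 1.42 in MM (adjusted p = 0.0026), and Csrp3, the muscle LIM protein of the Z-disc, by 2.06 (adjusted p = 0.00057). This list passed camera in both genotypes (adjusted p = 2.5e-14 and 7.4e-14) and still passed with an estimated correlation (adjusted p = 0.028 and 0.023). Of 25 heat shock and chaperone genes, 7 rose in MM (9 when adjusted over the list alone) and 4 in VV (7 when adjusted over the list alone), with means of 0.56 and 0.40. The small heat shock gene Hspb1 rose by 1.49 in MM (adjusted p = 0.0062), the cochaperone gene Dnajb4 by 1.10 (adjusted p = 0.0033), and Hspb7, a small heat shock gene of muscle, by 0.76 in VV (adjusted p = 0.0044; 0.0624 in a fit of the VV mice alone). Its camera p was 1.0e-09 in MM and 2.4e-09 in VV (adjusted p = 0.123 and 0.113 with an estimated correlation). Of 30 NRF2 and antioxidant genes, 1 rose in each genotype, Srxn1 (5 in each when adjusted over the list alone), with means of 0.33 and 0.24 (adjusted p = 1.4e-07 and 1.2e-07 from camera, 0.069 and 0.076 with an estimated correlation). The metallothionein Mt2 had log2 fold changes of 1.87 in MM and 1.98 in VV (adjusted p = 0.18 and 0.25).
The difference of means between genotypes passed for the sarcomere list, at -0.18 (adjusted p = 0.030 from camera; 0.778 with an estimated correlation), and did not pass for the immediate early (-0.36, adjusted p = 0.057), heat shock (-0.16, adjusted p = 0.134) or NRF2 genes (-0.09, adjusted p = 0.526). Of the 129 genes that passed in MM, 127 had a smaller absolute log2 fold change in VV (98.4%), and the mean absolute change was 1.16 in MM and 0.781 in VV. These genes were chosen in MM, and that choice fixes much of the share, which therefore does not test a difference between the genotypes.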

While most exercise-responsive genes preserved their qualitative responses in VV muscles, these responses are quantitatively and heterogeneously depressed. 

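To compare response sizes without choosing genes in one genotype, genes were chosen on exercise alone with genotype left out, which gave 330 genes, 206 higher and 124 lower after exercise. Among the genes with a smaller response in VV than in MM (WT) were Enah, an actin regulator of the Ena/VASP family, with log2 fold changes of 2.38 in MM and 1.62 in VV, and Cyr61, a matricellular protein, with 1.69 and 0.93. Ubiquitin ligase genes of muscle atrophy were close to equal or larger in VV, with 1.52 and 1.45 for Trim63 and 0.49 and 0.75 for Fbxo32, as was Angpt2, a vascular growth factor, with 0.85 and 1.21. None of these 5 genes differed between the genotypes in its response at an unadjusted p under 0.05.
The absolute log2 fold change was larger in MM for 231 of the 330 genes, 70% (exact permutation of genotype within sedentary and within exercised mice, 4900 assignments, two-sided, p = 0.0796). The median ratio of VV to MM response was 0.816, with quartiles of 0.657 and 1.05, and the mean absolute change was 0.750 in MM and 0.608 in VV. The principal axis of VV on MM values had a slope of 0.838 (same permutation, p = 0.174). The difference between the responses had an unadjusted p under 0.05 in 8 of the 330 genes.
The share passed at 76.5, 78.5, 79.2 and 66.2% without the mice 2161-9, 2126-4, 2161-7 and 2296-2 (exact permutation p = 0.0486, 0.0135, 0.00939 and 0.0408), and at 71.4% after quantile scaling (p = 0.0498). It was lowest, 55.2%, without the sedentary VV mouse 2296-5.

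**Figure D3:**
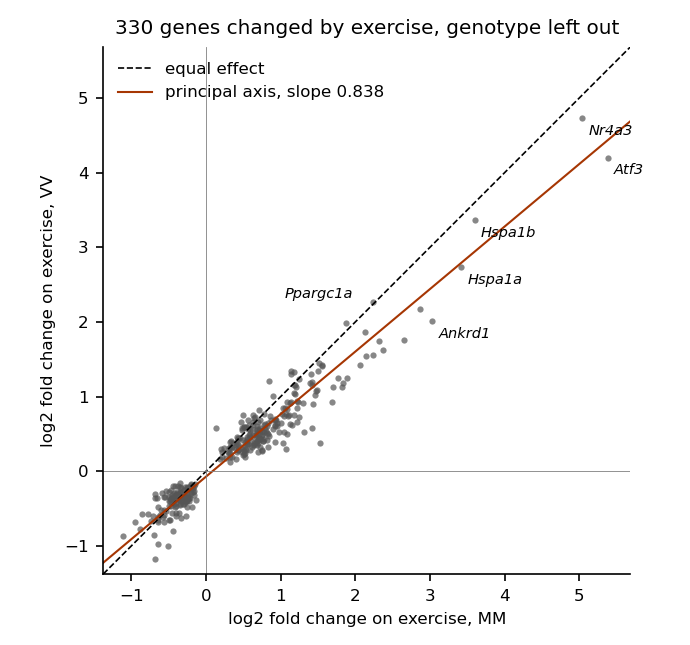
Log2 fold change on exercise in VV (vertical axis) against that in MM (horizontal axis) for the 330 genes, 1 point per gene, with a dashed line for equal effects and a solid line for the principal axis of slope 0.838. Most rising genes lie below the dashed line, Atf3 and Ankrd1 among them, and Ppargc1a lies on it.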

We then plotted the genes whose changes due to exercise reached statistical significance only in the VV muscles (Fig. 3e). Again, we found that the changes of most of these genes were qualitatively similar in the MM muscles. 

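Tbc1d1 and LOC100861855 passed in VV muscle and did not pass in MM (WT) muscle. Tbc1d1, a Rab GTPase-activating protein that governs GLUT4 traffic and is phosphorylated by AMPK, lies on chromosome 5 from 64156305 to 64351486 of GRCm38. It went from 12.5 ± 1.6 to 18.6 ± 0.8 FPKM in VV (SD, n = 4 mice each), a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.023 from limma), and from 14.8 ± 1.1 to 16.4 ± 2.5 FPKM in MM, a log2 fold change of 0.13 (adjusted p = 0.70). LOC100861855, an uncharacterized gene, fell by 0.98 in VV (standard error 0.16, adjusted p = 0.0099), and its log2 fold change in MM was -0.65 (adjusted p = 0.074). Both genes had the same sign in MM. The difference between genotypes had an unadjusted p of 0.00896 for Tbc1d1 and 0.17 for LOC100861855 (adjusted p = 0.9997 for both).
The Tbc1d1 call was lost without the VV mice 2074-2, 2074-5, 2161-5 or 2161-7 (adjusted p = 0.0846, 0.0814, 0.0736 and 0.0772) and in a fit of the VV mice alone (0.0786). That of LOC100861855 was lost without 2161-5 (0.055) and in the same fit of VV mice (0.0891).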

The results suggest that ox-CaMKII plays important roles in the acute transcriptional response of skeletal muscles to exercise. The global dampening of transcriptional response in VV muscles suggests that ox-CaMKII regulates exercise-responsive gene expression largely by augmenting the Ca^2+^ signals in muscles during exercise (Fig. 1h–j), which acts as an upstream second messenger for the global transcriptional response through a myriad of Ca^2+^ sensitive signaling pathways^41^. On the other hand, the heterogeneous effects from loss of ox-CaMKII on different genes (Fig. 3d, e) suggest that some genes may be more sensitive to the disturbance in Ca^2+^ signaling, or that they are direct downstream targets of ox-CaMKII.

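The genes with the smallest p values for a difference between the exercise responses were AI413582, with a log2 difference of -1.12 (VV minus MM, standard error 0.28, adjusted p = 0.9997 from limma), Ntn4, which encodes the basement membrane protein netrin-4, with -1.0, and Sigirr, an inhibitory member of the IL-1 receptor family, with -1.0. Lphn2, a latrophilin adhesion receptor, had a difference of 0.72 and Tsacc, a cochaperone of testis, one of 1.20. Of the genes with the largest responses, Atf3 had a difference of -1.18 (standard error 0.57), Srxn1 of -0.68, Xirp1 of -0.69, Hbegf, a growth factor of the EGF family, of -0.61 and Nr4a3 of -0.31, each at an adjusted p of 0.9997 from limma.
By limma 0 of the 10519 genes passed for the difference between the exercise responses (smallest adjusted p that of AI413582), with 195 at an unadjusted p under 0.05, where 526 would be expected if no response differed. Leaving out the sedentary MM mouse 2127-3 or the exercised MM mouse 2161-9 gave 1 gene each. A number below the expected one is no evidence that the responses are equal. In simulated data with independent noise, limma called 19.9% of genes whose responses differed by 0.5 log2 units. Most differences of that size would therefore be missed.
From the lower number of responding genes and the smaller responses in VV, the paper proposes that ox-CaMKII has important roles in the acute transcriptional response to exercise. It proposes that the broad dampening comes from weaker Ca2+ signals, which act upstream of many Ca2+-sensitive pathways. For this the paper also draws on its own measurements of Ca2+ transients, which were smaller in isolated VV than in MM muscle fibres. From the uneven effect on different genes, it proposes that some genes respond more to the disturbed Ca2+ signalling or are direct targets of ox-CaMKII.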

**Fig. 3:**
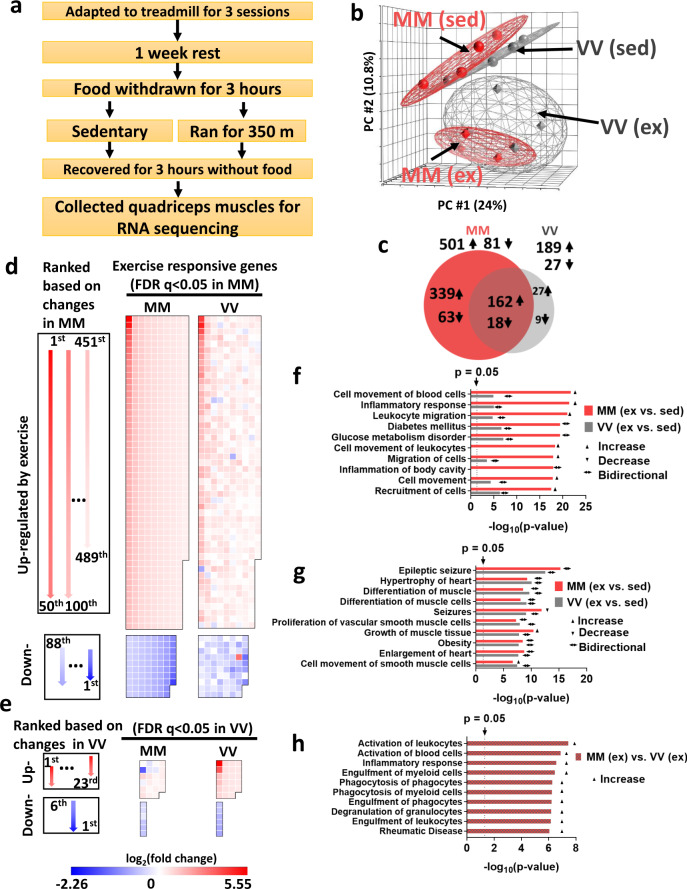
Ox-CaMKII is important for acute transcriptional responses to exercise. **a** Protocol for submaximal exercise and muscle collection. **b** Principal components analysis (PCA) of RNA sequencing results of sedentary (sed) and exercised (ex) muscle samples. The distance between samples in PCA corresponds to similarity (near) or difference (far) in their transcriptional profiles (*n* = 4 mice for each group). **c** Numbers and overlap of significantly changed (false discovery rate-adjusted *q*-value < 0.05) genes in response to exercise in MM and VV muscles. Arrows indicates up- (↑) or downregulation (↓) when comparing exercised muscles to sedentary muscles. **d** Left panel, diagram of the layouts for arranging genes in the middle and right panels; middle panel, genes whose expression was significantly (*q* < 0.05) changed in response to exercise in the MM (WT) muscles are ordered according to the diagram in the left panel, and their log_2_ (fold changes) are represented by color; right panel, the log_2_ (fold change) of the same genes in response to exercise in the VV muscles are shown. **e** Left panel, diagram of the layouts for arranging genes in the middle and right panels; right panel, genes whose exercise responses to exercise reached significance (*q* < 0.05) only in the VV muscles (excluding seven transcripts not consistently detected across samples due to low expression values), and these genes are ordered according to the diagram in the left panel, and their log_2_ (fold changes) are represented by color; middle panel, the log_2_ (fold change) of the same genes in response to exercise in the MM muscles are shown. **f** Top ten most significantly (smallest *P* values) changed functions comparing transcriptomes of exercised MM muscles to their sedentary counterparts identified by Ingenuity Pathway Analysis. Corresponding enrichment *P* values of the same functions in the exercised VV muscles are plotted for comparison. **g** Top ten most significantly (smallest *P* values) changed functions comparing transcriptomes of exercised VV muscles to their sedentary counterparts identified by ingenuity pathway analysis. Corresponding enrichment *P* values of the same functions in the exercised MM muscles are plotted for comparison. **h** Ingenuity pathway analysis directly comparing transcriptomes of exercised MM and VV muscles. In **f**–**h**, *P* values are from the right-tailed Fisher’s exact tests performed by ingenuity pathway analysis, not adjusted for multiple tests. Activation, depression or bidirectional changes of the biological functions are determined by the *z*-score of ingenuity pathway analysis for each pathway (z ≥ 2.0 for activation, z ≤ −2.0 for depression, otherwise for bidirectional changes). Source data are provided in the Source Data file.

We next used QIAGEN ingenuity pathway analysis^42^ to extract biological pathway information from genes that showed a large shift (more than ±2σ) in expression in response to exercise. 

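Of 76 tested genes in 4 joined lists of inflammation, 58 had higher values after exercise in MM (WT) muscle, and the mean log2 fold change was 0.35 (median 0.31; adjusted p = 1.3e-10 from camera, 0.218 with an estimated correlation). One by one 1 of them rose, Tlr4, the receptor of bacterial lipopolysaccharide, from 0.872 ± 0.255 to 1.60 ± 0.29 FPKM (SD, n = 4 mice each; log2 fold change 0.83, adjusted p = 0.045 from limma). When adjusted over the list alone 2 rose and none fell. The Tlr4 call was kept without the sedentary MM mouse 2032-3 and lost without any other of the 16 mice (adjusted p from 0.0500 to 0.166), without the filter on low values (0.0587), after quantile scaling (0.0622) and in a fit of the MM mice alone (0.138).
All 27 phagocyte and complement genes were above 0, with a mean of 0.58 (adjusted p = 4.8e-12, 0.218 with an estimated correlation), and 0 passed limma's test one by one. Cd163, the haemoglobin scavenger receptor of resident macrophages, went from 3.11 to 6.90 FPKM (log2 fold change 1.00, adjusted p = 0.37), and Fcgr2b, an inhibitory antibody receptor, had 1.11 (adjusted p = 0.40). Of 14 adhesion and migration genes 12 were above 0, with a mean of 0.38 (adjusted p = 0.00013, 0.218 with an estimated correlation), and 3 rose when adjusted over the list alone. Of 12 cytokine and chemokine genes 8 were above 0, with a mean of 0.33 (adjusted p = 0.0034, 0.223 with an estimated correlation), and 3 rose when adjusted over the list alone. The chemokine Ccl6 had 1.29 (adjusted p = 0.18; 0.0445 with sample quality weights). The 23 genes of innate receptors and NF-kB signalling had a mean of 0.07 and a median of -0.02 (adjusted p = 0.216). MHC class II genes, outside the joined lists, were above 0 in 6 of 6, with a mean of 0.69 (adjusted p = 8.1e-05, 0.218 with an estimated correlation).
Markers of some cells other than muscle fibres moved with these genes, while those of endothelium and of smooth muscle changed little (means of 0.06 for both). The 11 markers of macrophages and monocytes were all above 0, with a mean of 0.80 (adjusted p = 8.7e-07, 0.223 with an estimated correlation), as were the 16 markers of fibro-adipogenic cells and fibroblasts, with a mean of 0.46 (adjusted p = 2.0e-09, 0.218 with an estimated correlation). Lyve1, a marker of resident macrophages, had a log2 fold change of 1.13 (adjusted p = 0.35). Of 14 neutrophil markers 2 were high enough to be tested; S100a9 had 1.15 (adjusted p = 0.55). Genes beyond 2 SD of all log2 fold changes numbered 399, of which 316 were higher after exercise, and 26 of the 76 inflammation genes were among them, 25 higher, where 2.88 would be expected (Fisher's exact test, two-sided, p = 1.4e-18). Fisher's test, here and below, takes genes as independent and does not measure the spread between mice. As many inflammation genes lay beyond 2 SD in 2 of 35 splits of the 8 MM mice, the real one included. The per-mouse mean of the list went from 2.24 ± 0.15 to 2.59 ± 0.19 in log2 units, a step that did not pass (exact permutation test over 70 splits, two-sided, p = 0.0571, where the smallest possible is 0.0286).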

We found that in the MM (WT) muscles responding to exercise, eight out of the ten most significantly enriched biological function terms were related to inflammation (Fig. 3f). Strikingly, exercise-induced lesser changes of the same set of inflammatory responses in the VV muscles (Fig. 3f). Conversely, in the VV muscles, the top ten most enriched biological functions responding to exercise included terms such as “differentiation of muscle cells” and “growth of muscle tissue”, which were expected for the adaptive response to exercise^41^. 

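In VV muscle 29 of the 76 inflammation genes had higher values after exercise, with a mean log2 fold change of -0.03, although camera ranked the list slightly upward against all other genes (adjusted p = 0.111, 0.805 with an estimated correlation). The median log2 fold change of all tested genes in VV was -0.08, so most genes outside the list were lower too. No member of the list passed limma's test, also when adjusted over the list alone. Ripk2, a kinase downstream of NOD receptors, had -0.64 and S100a9 -0.04. The mannose receptor Mrc1 of macrophages had 2.56 FPKM in sedentary and 2.28 FPKM in exercised VV muscle, a log2 fold change of -0.24. Phagocyte and complement genes had a mean of -0.04 with 9 of 27 above 0 (camera upward, adjusted p = 0.264). Of the parts of the list, adhesion and migration genes passed in VV, with a mean of 0.06 (adjusted p = 0.032, 0.61 with an estimated correlation), and cytokines and chemokines had 0.03 with a median of -0.04 (adjusted p = 0.249). The innate receptor and NF-kB genes had -0.11 (adjusted p = 0.81) and MHC class II genes -0.16 with 1 of 6 above 0 (camera upward, adjusted p = 0.96). Macrophage and monocyte markers had a mean of -0.02 (camera upward, adjusted p = 0.278), and fibroblast markers one of 0.06 (adjusted p = 0.011, 0.786 with an estimated correlation).
The exercise response of the list was lower in VV than in MM (WT) by a mean log2 difference of -0.38, with 7 of 76 genes above 0 (adjusted p = 3.4e-08 from camera, 0.778 with an estimated correlation). For phagocyte and complement genes it was -0.62 with 0 of 27 above 0 (adjusted p = 2.3e-10), for MHC class II genes -0.85 with 0 of 6 (2.6e-05), for macrophage markers -0.82 with 0 of 11 (3.3e-05) and for fibroblast markers -0.41 with 0 of 16 (3.4e-05). Each of these was lost with an estimated correlation, at the adjusted p of 0.778 given above. Taken per mouse, the list's mean was 2.33 ± 0.31 in sedentary and 2.30 ± 0.27 in exercised VV muscle. The difference of -0.38 between the responses did not pass (exact permutation of genotype, 4900 assignments, two-sided, p = 0.131; Benjamini-Hochberg adjusted over 40 lists 0.585).
Of the genes beyond 2 SD in VV, 326 in all, 4 were inflammation genes, with Il6ra, Ripk2 and Tlr4 among them (Fisher's exact test, two-sided, p = 0.30). This number was 7, 6, 6 and 6 without the VV mice 2074-2, 2126-4, 2161-7 and 2296-3 (Fisher's exact p = 0.00713, 0.0290, 0.0229 and 0.0404) and 1 without 2161-5 (p = 0.727), 15 without the filter on low values (p = 0.0121) and 7 with sample quality weights (p = 0.0117). In camera the VV list passed without 2074-5, 2126-4, 2161-7, 2296-2 or 2296-3, with means of 0.03, 0.05, 0.03, 0.04 and -0.04 (adjusted p = 0.0120, 0.00374, 0.0143, 0.0297 and 0.0458).

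**Figure D4:**
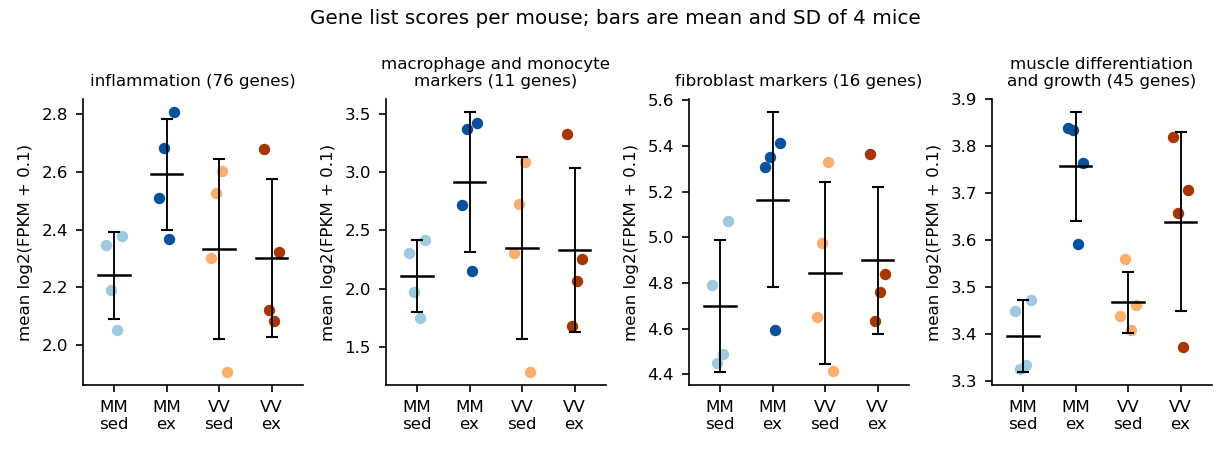
Mean log2(FPKM + 0.1) of 4 gene lists in each mouse, by genotype and treatment (sed, sedentary; ex, exercised), where points are mice, horizontal lines means and whiskers SDs of 4 mice. Macrophage and monocyte markers average 2.11 and 2.91 in sedentary and exercised MM, and 2.35 and 2.33 in sedentary and exercised VV.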

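Of 45 tested genes of muscle differentiation and growth, 26 had higher values after exercise in VV muscle, with a mean log2 fold change of 0.17 (adjusted p = 2.3e-05 from camera, 0.0911 with an estimated correlation). Csrp3, on chromosome 7 from 48830398 to 48848051 of GRCm38, rose in VV by 1.43 (standard error 0.26, adjusted p = 0.024 from limma), and no other member passed. When adjusted over the list alone 6 rose and 3 fell. The Csrp3 call was lost without the VV mice 2074-2, 2074-5, 2126-4, 2161-5 or 2296-3 (adjusted p = 0.0856, 0.0814, 0.134, 0.0853 and 0.0929) and in a fit of the VV mice alone (0.140). The EGF-family gene Hbegf had a log2 fold change of 1.54 (adjusted p = 0.063) and passed without 2296-5 or 2296-2 (0.0183 and 0.0113), and after median-ratio or quantile scaling (0.0374 and 0.0395).
Beyond 2 SD lay 12 of the 45 genes, 10 higher and 2 lower after exercise, where 1.39 would be expected (Fisher's exact test, two-sided, p = 7.4e-09). They were Ankrd1, Ankrd2, Csrp3, Cyr61, Ctgf, Rcan1, Hbegf, Klf5, Egr1, Nfatc1, Igf1 and Acvr2b. Several of them are early response or stretch-induced genes. The 2 lower genes were among Ctgf, Igf1 and Acvr2b. Without the exercised VV mouse 2161-7 the number was 7 (Fisher's exact p = 0.000287). At least as many genes of the list lay beyond 2 SD in 4 of 35 splits of the 8 VV mice, the real one included. The list's mean per mouse was 3.47 ± 0.0659 in sedentary and 3.64 ± 0.191 in exercised VV muscle (exact permutation test over 70 splits, two-sided, p = 0.143).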

Importantly, the MM (WT) muscles shared a similar degree of pathway enrichment for these biological functions (Fig. 3g). 

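In MM (WT) muscle 7 of the 45 genes of muscle differentiation and growth rose and 1 fell (8 and 4 when adjusted over the list alone). Besides Ankrd1, Hbegf, Cyr61 and Csrp3, these were Rcan1, a calcineurin regulator and target, with a log2 fold change of 1.44 (adjusted p = 0.043 from limma), Ankrd2, an ankyrin repeat protein of stretched muscle, with 1.22 (adjusted p = 0.0013), and the transcription factor gene Klf5 with 1.05 (adjusted p = 0.012). Hbegf rose by 2.15 (standard error 0.32, adjusted p = 0.0023). The mean over the list was 0.36 and the median 0.05, with 28 of 45 genes above 0 (adjusted p = 2.2e-05 from camera, 0.122 with an estimated correlation). Of the 45 genes, 9 lay beyond 2 SD, all higher after exercise (Fisher's exact test, two-sided, p = 3.9e-05).
The mean response of the list was lower in VV than in MM by -0.19 (adjusted p = 0.320 from camera), with 16 of 45 genes above 0. The difference passed without the exercised MM mouse 2246-4 (-0.24, adjusted p = 0.0470). The mean was -0.10 without the exercised VV mouse 2296-2. Taken per mouse, the difference did not pass (exact permutation of genotype, 4900 assignments, two-sided, p = 0.132). The MM response alone passed (3.40 ± 0.076 and 3.76 ± 0.116, SD, n = 4 mice each; exact permutation test over 70 splits, two-sided, p = 0.0286, the smallest that 4 against 4 mice allow).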

We then directly compared the transcriptomes of exercised MM (WT) and VV muscles to identify a list of genes that showed the most prominent differences (more than ±2σ) between genotypes under this post-exercise condition. When these differentially expressed genes were analyzed by ingenuity pathway analysis, the results (Fig. 3h) further supported the prominent difference in inflammatory responses between exercised MM (WT) and VV muscles: exercised MM (WT) muscles showed significant enrichments (*P* < 0.05) and activation (*z*-score ≥2.0) of multiple biological functions related to inflammation (Fig. 3h). 

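Phagocyte and complement genes had lower values in exercised VV than in exercised MM (WT) muscle in 27 of 27, with a mean log2 difference of -0.46 (adjusted p = 0.00078 from camera, 0.924 with an estimated correlation; exact permutation of the mean per mouse over 70 splits, two-sided, p = 0.143), and the joined inflammation list had a mean of -0.29 with 9 of 76 genes above 0 (adjusted p = 0.0019). Lyz1, a lysozyme gene whose reads can be shared with its neighbour Lyz2, had a log2 difference of -0.98, Mrc1 of -0.79 and Tlr4 of -0.48 (adjusted p = 0.63 from limma for each). Interferon response genes had a mean of -0.29 with 2 of 22 above 0 (adjusted p = 0.028). Over all tested genes the median log2 difference was -0.08, so most genes were below 0. The markers of macrophages and monocytes were lower in 11 of 11, with a mean of -0.58 that did not pass (adjusted p = 0.060; exact permutation per mouse, p = 0.257), and those of fibroblasts in 15 of 16, with a mean of -0.27 (adjusted p = 0.126). The calls of the inflammation and interferon lists were also lost with an estimated correlation (adjusted p = 0.924). Genes of muscle differentiation and growth had a mean of -0.12, against a camera direction upward (adjusted p = 0.79).
By limma 0 genes passed (smallest adjusted p = 0.124, for 1700112E06Rik at -2.22), with 745 at an unadjusted p under 0.05, where 526 would be expected if no gene differed. Among the next 7 by p value were Poglut1, which glucosylates Notch receptors, at -0.52 (adjusted p = 0.63), the cysteine protease gene Ctso at -0.54 and the antiproliferative gene Btg3 at -0.79. Without the exercised MM mouse 2161-9, 2 genes passed, 1700112E06Rik among them (-2.54, adjusted p = 0.00899), and among the exercised mice with title number 2161 1 gene passed.
Beyond 2 SD lay 334 genes, 155 higher and 179 lower in VV, and 14 of them were inflammation genes, where 2.41 would be expected (Fisher's exact test, two-sided, p = 9.3e-08). At least as many inflammation genes lay beyond 2 SD in 11 of 35 splits of the 8 exercised mice, the real one included (highest other 30). Among the 14, lower in VV were Anxa1, C2, C3, Cd163, Cd68, Ctss, Fcgr2b, Fcgr3, Lyz1, Lyz2, Mrc1, Plau and Tyrobp, and the cytokine gene Mif was higher. The number was 4, 5, 6, 8, 8 and 24 without the exercised mice 2161-9, 2161-7, 2296-2, 2297-3, 2296-3 and 2161-5, and the test no longer passed without 2161-9 or 2161-7 (Fisher's exact p = 0.171 and 0.0653). In camera the list no longer passed without the exercised VV mouse 2296-3 (-0.30, adjusted p = 0.148) or with a mean of at least 5 FPKM (-0.26, adjusted p = 0.0605). Of the muscle list 3 genes lay beyond 2 SD, Ankrd1, Egr1 and Hbegf, all lower in VV (Fisher's exact p = 0.171). The number was 6, 4, 5, 5 and 4 without 2246-4, 2297-3, 2161-5, 2161-7 and 2296-2 (Fisher's exact p = 0.00328, 0.0468, 0.0129, 0.00873 and 0.0293), and 6, 5 and 5 with a pseudocount of 1, a mean of at least 5 FPKM and sample quality weights (p = 0.00470, 0.000506 and 0.0178). The difference in the inflammation list's mean per mouse did not pass between the exercised genotypes (exact permutation test over 70 splits, two-sided, p = 0.114).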

Our results suggest that ox-CaMKII plays an important role in coupling ROS to the activation of physiological inflammatory response pathways, a well-established adaptive response to a single bout of unaccustomed exercise^43^. Under disease conditions, CaMKII has been shown to promote inflammation in the heart^44–46^ and airway^16^, and to function in mast cells^16^, macrophages^47–50^, and T cells^51^. Our new data established ox-CaMKII as a molecular connection between inflammatory responses and physiological ROS signaling.

Similar to exercise, degranulation of mast cells induces gene expression profile changes^52^, and mast cell degranulation in response to FcεRI ligation was attenuated by mutating the MM residues of CaMKIIδ to VV^16^. The WT (MMδ) mast cells had larger cytosolic Ca^2+^ transients than VVδ cells^16^, mirroring the observation that ox-CaMKIIγ potentiates Ca^2+^ transients in skeletal muscle fibers (Fig. 2h–j). Because transcriptional regulation is an important output of cellular signal transduction, we tested whether ox-CaMKIIδ contributed to gene expression in mast cells after their degranulation. We first compiled a list of 90 candidate genes that might be under the control of ox-CaMKIIδ in mast cells after degranulation (Fig. 4a and Supplementary Data 1). These candidate genes were selected based on two criteria (Fig. 4a): one, they were differentially regulated by exercise between MMγ and VVγ muscles, indicating that they were ox-CaMKIIγ dependent; and two, their orthologs were expressed in human mast cells and were significantly regulated by degranulation^52^. 

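Of the 90 genes of Supplementary Data 1, 85 were high enough to be tested, and all 85 had a smaller absolute response to exercise in VV than in MM (WT) muscle. They include the transcription factor genes Atf3, Nr4a3, Fos, Egr1 and Myc, the coagulation factor gene F3 and the cytokine receptor gene Il1r1. The median log2 fold change was 0.77 in MM and 0.49 in VV, and the median difference was -0.32. In MM 37 rose and none fell, and in VV 10 passed (76 higher and 2 lower in MM and 33 higher and 1 lower in VV when adjusted over the list alone). F3 rose by 1.08 in MM (adjusted p = 0.022 from limma), a call lost without the mice 2074-1, 2127-1, 2161-4, 2246-4 or 2297-3 (adjusted p = 0.0634, 0.0847, 0.0607, 0.0528 and 0.0722). The study chose this list on these mice, so neither the direction nor the counts over the list alone are independent evidence.
For the difference between the responses 0 of the 85 genes passed by limma, over all genes or over the list alone (smallest list-alone adjusted p = 0.495), and 5 had an unadjusted p under 0.05. These were F3, with a log2 difference of -0.84, Dse, an enzyme of dermatan sulfate synthesis, with -0.72, Eps8, Heg1 and Il1r1. As a mean per mouse the list went from 2.31 ± 0.12 to 3.30 ± 0.12 in MM and from 2.42 ± 0.12 to 3.03 ± 0.24 in VV (SD, n = 4 mice each), a difference between the responses of -0.37 that the choice of the list on these mice favours. The correlation of these log2 fold changes with the paper's values, across genes, which are not independent replicates, was 0.996 in MM and 0.995 in VV.

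**Figure D5:**
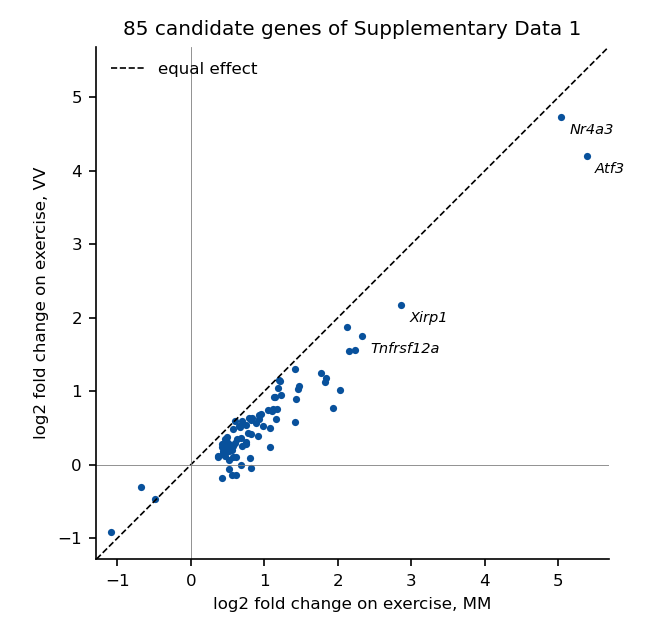
Log2 fold change on exercise in VV (vertical axis) against that in MM (horizontal axis) for the 85 tested genes of Supplementary Data 1, 1 point per gene, with a dashed line for equal effects. All 85 genes, with Atf3, Nr4a3, Xirp1 and Tnfrsf12a labelled, lie nearer to 0 on the VV axis than on the MM axis.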

We predicted that if these genes are regulated by ox-CaMKIIδ in mast cells, their expression would be different between degranulated MMδ (WT) and VVδ mast cells. Principal component analysis of RT-qPCR measurements of these genes showed that their expression could not distinguish MMδ (wild-type) from VVδ mast cells prior to degranulation (Fig. 4b). In contrast, their expression clearly distinguished degranulated MMδ (WT) mast cells from VVδ mast cells and showed that MMδ (WT) cells had stronger responses to degranulation (Fig. 4b). These results suggest that like ox-CaMKIIγ, ox-CaMKIIδ also plays important roles in regulating physiological gene expression.

**Fig. 4:**
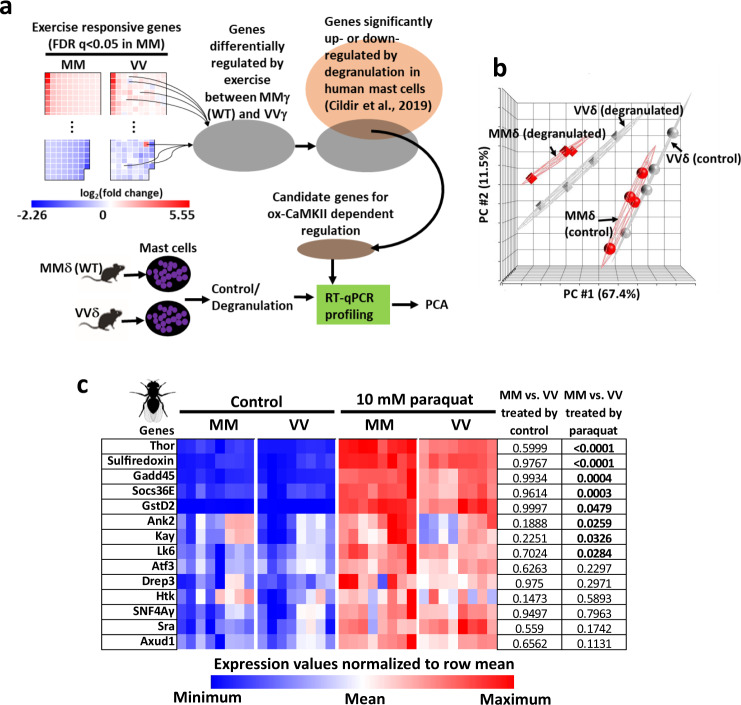
The MM modules of CaMKIIγ and CaMKIIδ in mice and of *Drosophila melanogaster* CaMKII couple ROS to gene expression. **a** Scheme for identifying candidate ox-CaMKII-regulated genes from exercising skeletal muscle for testing in mast cells. **b** Principal component analysis of expression profiles of genes in wild-type (MMδ) and VVδ mast cells. The mast cells were sensitized with ovalbumin (OVA)-specific IgE for overnight and then treated by vehicle (control) or OVA and harvested 4 h later for RT-qPCR analysis (*n* = 4 per condition). **c** Expression of a subset of paraquat responsive genes was quantified by RT-qPCR after RNA was extracted from flies ingesting control food (Control, 5% sucrose solution) or paraquat (10 mM of paraquat in 5% sucrose solution) for 24 h at 25 °C (*n* = 8 biological replicates per group, each containing 15 males and 15 females). All of these genes were significantly upregulated by paraquat (*P* < 0.05, two-way ANOVA). No genes showed significant differences between MM and VV flies fed control food, whereas a subset of genes had significantly higher expression in MM than in VV flies after exposure to paraquat (*P* values shown in the table. Sidak’s multiple comparisons test, two-tailed). Source data are provided in the Source Data file.

The finding that ox-CaMKΙΙδ and ox-CaMKIΙγ regulate gene expression suggests that this function might be gained by the ancestral vertebrate CaMKII because phylogenetic analysis indicated that CaMKIIδ and CaMKIIγ diverged at the first duplication event of the ancestral CaMKII^53^. To further test the possibility that bridging ROS to gene expression was one of the primordial functions of ancestral vertebrate CaMKII, we turned to the extant phylogenetic bracket established by MM flies and mice. Many mammalian transcription regulators targeted by CaMKII have orthologous counterparts in *Drosophila melanogaster* (http://flybase.org/). We fed MM and VV (WT) flies food with 10 mM paraquat for 24 h at 25 °C, a regimen that induced elevated mortality in MM flies (Fig. 1c), and is known to elicit a stereotyped transcriptional response in *Drosophila melanogaster*^54^. We focused on a subset of the paraquat-induced fly genes^54^ whose paralogues in mice were altered by exercise. We selected some of these genes and confirmed by RT-qPCR that all were significantly regulated by paraquat in MM and VV flies (Fig. 4c). Strikingly, none of these genes showed a difference in expression between MM and VV flies consuming control food, while a subset exhibited significant differences between MM and VV flies after paraquat feeding (Fig. 4c). The results showed that introducing the MM module to fly CaMKII bridges ROS to the expression of a specific set of genes, consistent with the concept that acquisition of MM in the ancestral vertebrate coupled ROS to gene expression.

### MM insertion to *Drosophila melanogaster* CaMKII recapitulates antagonistic pleiotropy

We next considered that if the MM module confers a performance benefit to flies, as it does for mice, then the cellular context necessary to produce such physiological benefits is likely homologous between these model organisms^22^, and would have been in place when MM was introduced to the CaMKII regulatory domain of stem vertebrates. We placed the flies into vertical racetracks to measure climbing velocity (Fig. 5a). The MM flies climbed at a significantly higher velocity than VV (WT) flies (Fig. 5b, control condition). The superior climbing performance conferred by the MM module was dependent on the physiological redox state, because ingesting food supplemented with NAC dose-dependently reduced the performance of MM but not VV (WT) flies (Fig. 5b, NAC-treated conditions). The MM flies climbed at similar velocities to VV (WT) flies after treatment by NAC (Fig. 5b). Since climbing performance could be affected by body weight/size, we measured the thoracic length of the flies as a surrogate for body size and found no difference between MM and VV flies (Supplementary Fig. 16a). Another factor that could influence climbing performance is metabolism^55^. Interestingly, MM flies had a significantly smaller triglyceride store (Supplementary Fig. 16b), suggesting that CaMKII activity might promote lipolysis and fatty acid utilization in flies to favor motor performance, similar to its suggested roles in mammalian cells^56,57^. To ascertain that muscles are directly involved in the superior performance of MM flies, we further evaluated the performance of denervated hearts in MM and VV (WT) flies (Fig. 5c). The hearts of MM flies had superior performance, evidenced by significantly higher shortening velocity and relaxation rates (Fig. 5d, e), but the performance advantage of MM hearts diminished in the presence of NAC (Fig. 5d, e).

**Fig. 5:**
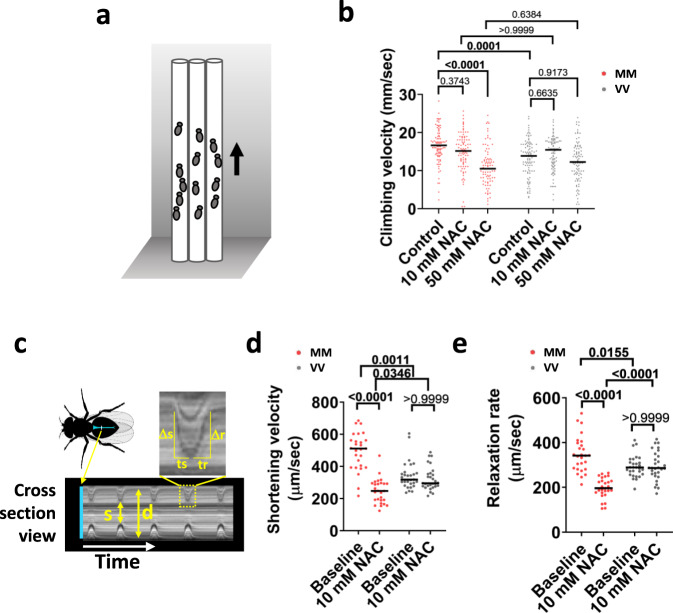
MM module couples ROS to improved performance in *Drosophila melanogaster*. **a** Diagram for the climbing test. **b** Vertical climbing velocity of flies treated by control food (5% sucrose) or food containing 10 mM or 50 mM NAC for 24 h; *n* = 93 control-treated MM, *n* = 90 10 mM NAC-treated MM, *n* = 86 50 mM NAC-treated MM, *n* = 94 control-treated VV, *n* = 91 10 mM NAC-treated VV, *n* = 94 50 mM NAC-treated VV. Horizontal lines indicate medians. *P* values shown above the brackets, Dunn’s nonparametric multiple comparisons tests, two-tailed. **c** Diagram of a fly heart (in blue color) and an example kymograph recording of heart dynamics. Arrows indicate systole (s) and diastole (d) of the heart. The boxed region of the kymograph was magnified to show that the shortening velocity was derived from Δs/ts, and the relaxation rate was derived from Δr/tr. **d** and **e** Cardiac performance indices of MM and VV hearts before and after 60-min treatment by 10 mM NAC. The shortening velocity **d** and relaxation rate **e** were assessed; *n* = 27 MM hearts per condition and *n* = 29 VV hearts per condition; horizontal lines indicate medians; *P* values shown about the brackets in **d** and **e**, two-tailed tests; Dunn’s nonparametric multiple comparisons tests for **d**, and Welch’s ANOVA test followed by Dunnett’s T3 multiple comparisons test for **e**; choice of tests was determined by data normality. Source data are provided in the Source Data file.

Frailty is a condition associated with pathological aging, linked to maladaptive actions of ROS^7,8^, and a plausible consequence of antagonistic pleiotropy^10^. Based on this, we examined the effects of a sublethal dose of paraquat (4 mM for 24 h) on climbing (Fig. 6a). After paraquat treatment, the MM flies exhibited significantly reduced climbing velocity, whereas VV (WT) flies were unaffected (Fig. 6a). We further examined the effects of very low dose paraquat feeding (1 mM for 3–6 days) on spontaneous ambulatory activity. We found that there was no difference in spontaneous ambulation between MM and VV (WT) flies at baseline, whereas exposure to food containing paraquat significantly reduced daily ambulatory activity counts only in MM flies (Fig. 6b). Similarly, the benefits of the MM module on the performance of denervated hearts were completely abrogated when the fly hearts were exposed to 10 mM paraquat for 90 min (Fig. 6c, d); and longer exposure (150 min) to paraquat disrupted the contraction of significantly higher portions of MM than VV hearts (Fig. 6e and Supplementary Movie 1). Taken together our inferential and experimental data align to support a view that ox-CaMKII, by virtue of the MM module, behaves according to the precepts of antagonistic pleiotropy, likely since its emergence in ancestral vertebrates.

**Fig. 6:**
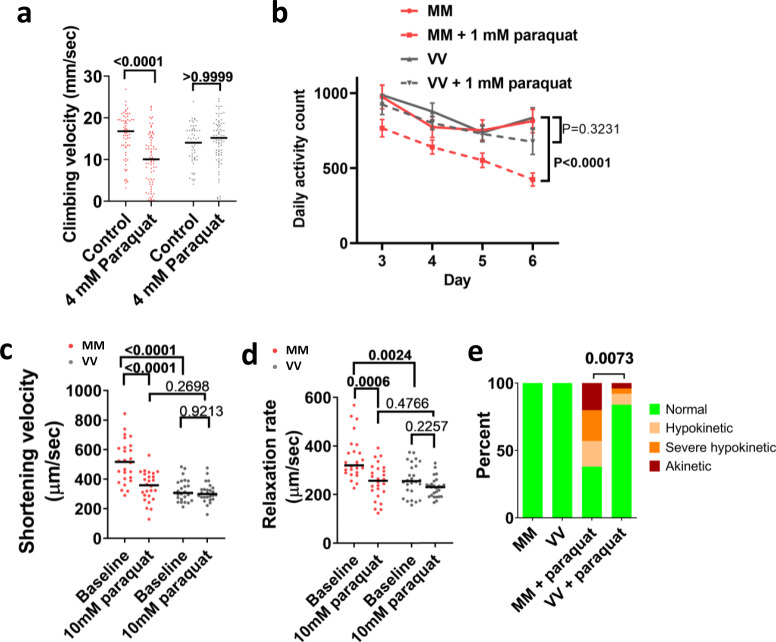
The MM module sensitizes flies to pathological oxidative stress. **a** Vertical climbing velocity of flies treated by control food or food containing 4 mM paraquat for 24 h at 25 °C; *n* = 68 control-treated MM, *n* = 74 paraquat-treated MM, *n* = 57 control-treated VV, *n* = 75 paraquat-treated VV flies. Horizontal lines indicate medians. *P* values from two-tailed Dunn’s multiple comparisons tests shown in the graph. **b** Daily activity counts of MM and VV flies consuming a control or paraquat (1 mM) diet. Diets started at day 1 and behavior monitoring occurred between days 3 and 6 (points and error bars are mean ± SEM. *P* values calculated using two-tailed Tukey’s multiple comparisons test for the effect of paraquat within the genotypes, *n* = 29 control MM, *n* = 21 paraquat-treated MM, *n* = 31 control VV, and *n* = 21 paraquat-treated VV flies). **c**, **d** Cardiac performance of hearts bathed first in control artificial hemolymph and then in hemolymph containing 10 mM of paraquat for 90 min; *n* = 26 hearts per genotype; horizontal lines indicate medians; *P* value from two-tailed Dunnett’s T3 multiple comparisons tests for **c** and two-tailed Dunn’s multiple comparisons tests for **d**; choice of tests was determined by data normality. **e** All MM and VV hearts showed normal contraction before paraquat treatment, however, after exposure to 10 mM paraquat for 150 min, significantly more MM hearts became hypokinetic, severely hypokinetic, or akinetic (examples of categorical cardiac performance are in Supplementary Movie 1). *n* = 26 hearts per genotype, *P* value from Chi-square test. Source data are provided in the Source Data file.

## Discussion

Antagonistic pleiotropy has been proposed as a major, and possibly ubiquitous, mechanism for aging-related diseases^6,58^. Well-documented examples of genes that meet the theory’s predictions of late-stage detrimental effects coupled with benefits to early life, however, are growing but still surprisingly few^6^. This may be because the fitness benefits of such alleles result in their rapid fixation, thereby eliminating the polymorphism that helps reveal their effects and eases their identification^5^. We overcame this difficulty with an integrated methodology that combined phylogenetic and experimental approaches. Our studies provide new in vivo and in vitro evidence that ox-CaMKII is an important antagonistic pleiotropic genetic trait that confers important fitness benefits, while also promoting disadvantageous sensitivity to ROS that contributes to aging-related diseases, and possibly to frailty. We found that ox-CaMKII directly orchestrates connections between ROS, intracellular Ca^2+^, and gene transcription that lead to physiological advantages in mice. Parallel experiments in *Drosophila*, combined with pattern-based phylogenomic data, support the inference that similar physiological benefits would have accompanied ox-CaMKII when it first evolved on the vertebrate stem lineage. The fixation of the MM/CM oxidative pathway among extant vertebrates represents strong evidence that the underlying sequences are not evolving randomly, as predicted under a mutation accumulation model, and are likely maintained by positive selection. A well-supported secondary conclusion is that ox-CaMKII was a key innovation in facilitating the heightened physiological output required of these derived anatomical systems and thus played a critical role in the initial establishment and continued evolutionary success of vertebrates.

Our observations and experiments indicate the MM/CM motif as a decisive, adaptation that established CaMKII as a conduit for oxidant stress to engage cytoplasmic Ca^2+^, gene transcription, cell survival^11,13,16,17^, and membrane excitation^12^. Together, these processes appear poised to collaborate to enhance physiological performance, but, unfortunately, contributed substantial vulnerability to promote ROS-triggered toxicity and disease (Fig. 7). Thus, ox-CaMKII provides a unique example for understanding the hormesis effects of ROS and suggests that beneficial and detrimental aspects of oxidative stress can be transacted by the same molecular mechanism (Fig. 7). While excessive oxidant stress is implicated in essentially all major diseases, to date there is scant evidence that antioxidant therapies are effective in preventing or treating disease^59^. Our findings suggest successful antioxidant therapies will require improved understanding, and more precise targeting of ROS engaged molecules and pathways. It is worth noting that this and a growing number of studies consistently linked CaMKII activity to inflammation^16,44–50^. Inflammation is a central feature of aging^60^, our finding that CaMKII oxidation can drive inflammatory gene expression suggests that ox-CaMKII might be a direct link between aging-associated oxidative stress and aging-associated inflammation. Due to the presence of four *CaMK2* paralogs in mammals, all of which are ROS-sensitive, the relative and combined roles of CaMKII isoforms in mammalian aging require further study.

**Fig. 7:**
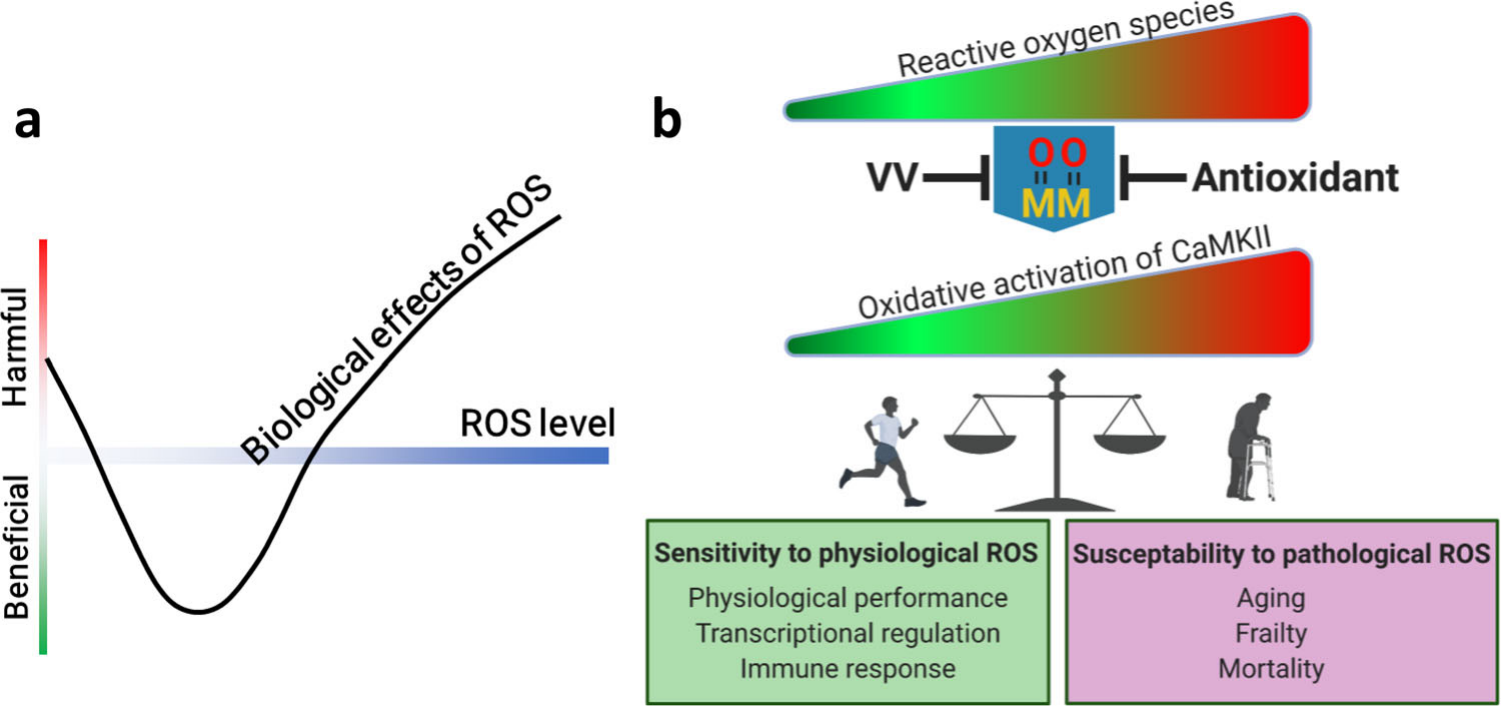
The double-edged roles of CaMKII oxidation. **a** ROS induces a hormesis dose response, where too little or too much ROS are harmful, and optimal biological effects are achieved with an intermediate level of ROS. **b** ROS dictates the activity of CaMKII by oxidizing the MM/CM module. A physiological level of ROS allows CaMKII activity required for optimizing physiological functions, which is the likely reason for the evolution of the MM/CM module. Excessive oxidative stress induced by disease and aging hyperactivates CaMKII, which in turn aggravates frailty, diseases, and aging. Blocking oxidative activation of CaMKII by mutating MM residues to VV or by antioxidants protects against pathological processes accompanied by excessive oxidative stress, but also negates the physiological benefits of CaMKII oxidation. Diagrams were created with BioRender.com.

The conservation of the MM/CM module in essentially all isoforms of vertebrate CaMKII further suggests that ox-CaMKII plays diverse physiological roles, beyond those uncovered by this study in the skeletal muscles and mast cells. The formative evolutionary role of the MM/CM module is paired with considerable irony, given the well-recognized contributions of ox-CaMKII to major chronic and life-threatening human diseases. The striking observation that the MM/CM module enacts the performance/disease trade-off in flies, whose most recent common ancestor with vertebrates lived well over half-a-billion years ago is particularly worth noting. It suggests that the MM/CM module is a concise but highly impactful ROS sensor, and once it was obtained by CaMKII in the stem vertebrate, the MM/CM module was sufficient to couple ROS to a wide range of CaMKII targets important for enhanced performance, gene expression, disease, and death. The fact that ox-CaMKII can confer a performance advantage to flies, but ox-CaMKII is absent in invertebrate lineages suggests that the detriments of ox-CaMKII outweigh its benefits in invertebrates. Possibly, invertebrates may not be equipped to regulate CaMKII oxidation effectively. Furthermore, invertebrates may lack the full suite of physiological traits, such as adaptive immunity, to fully benefit from ox-CaMKII. The totality of our study strongly supports the conclusion that the MM/CM module is an evolutionary trade-off in vertebrates that uses ROS to enhance physiological performance, while simultaneously bestowing sensitivity to ROS for promoting multiple, common chronic diseases, many of which transpire late in life, beyond the reach of natural selection^3,5^.

## Methods

### Animal use

All animal handling procedures were in accordance with National Institutes of Health guidelines and were approved by the Institutional Animal Care and Use Committees of Johns Hopkins University School of Medicine. All mice were housed in the Johns Hopkins animal facility under 12-h light, 12-h dark cycles and fed 2018 Teklad global 18% protein rodent diets ad libitum. The room temperature was kept at 22 + /− 1 °C, and humidity at 40 + /− 10%. We used only male mice in this study because most of the studies supporting the role of the MM module in contributing to disease severity were performed in male mice, and because there is a large difference in physiological performance between males and females. Based on these considerations, we decided that it would be appropriate to focus on male mice to evaluate the role of MM-CaMKII in physiological performance. We acknowledge the possibility that ox-CaMKII may have different effects in females, especially considering that females and males have different susceptibility to aging-related diseases.

All flies were cultured in polypropylene, wide fly *Drosophila* vials (Genesee Scientific, #32–121) containing Nutr-Fly BF food (Genesee Scientific, #66–112) at 25 °C. To produce flies for experiments, we set up crosses with eight females and four males in each vial for 2 days.

We used both males and females for most fly experiments. However, the climbing assay accompanying heart tube performance assays, and the spontaneous activity assay were performed using only females. We chose females instead of males for these assays because males sleep significantly more than females during the day^61^, which may confound assays related to motor functions.

### Comparative modeling of *Drosophila melanogaster* CaMKII structure

Details of modeling are presented in Supplementary Fig. 3. In addition to evidence from modeling suggesting that MM- fly CaMKII is a hyperactive enzyme in the presence of ROS, we recently reported a different line of flies harboring a hypomorphic CaMKII mutation^62^. Flies with the hypomorphic CaMKII show reduced activity and exhibit a striking reduction in heart tube contractility^62^, the opposite of the phenotype we observed in MM flies without NAC treatment. Taken together, these findings provide strong support that the MM module augments CaMKII activity in the presence of ROS.

### Generation of *CaMKII*^*MM*^ point mutation in *Drosophila melanogaster* by CRISPR-mediated gene editing

The genomic sequence of the *Drosophila melanogaster CaMKII* gene was used in the CRISPR guide design tool (http://crispr.mit.edu/) to create the CRISPR guides. Guide #1 (GTTACAGCAACGCGAACGTG) was chosen due to its close proximity to the codons encoding V281 and V282 and its lack of high probability off-targets. Guide #1 was ordered as complementary oligomeric DNA (Integrated DNA Technologies) and cloned into the pU6-BbsI-ChiRNA plasmid^46^ (the pU6-BbsI-chiRNA was a gift from Melissa Harrison & Kate O’Connor-Giles & Jill Wildonger (Addgene plasmid # 45946; http://n2t.net/addgene:45946; RRID:Addgene_45946)). A single strand 176 nt ultramer DNA oligo (ssODN-1R) was designed as the template for HDR-mediated point mutations and was ordered from Integrated DNA Technologies (Supplementary Fig. 2). The sequence of ssODN-1R is “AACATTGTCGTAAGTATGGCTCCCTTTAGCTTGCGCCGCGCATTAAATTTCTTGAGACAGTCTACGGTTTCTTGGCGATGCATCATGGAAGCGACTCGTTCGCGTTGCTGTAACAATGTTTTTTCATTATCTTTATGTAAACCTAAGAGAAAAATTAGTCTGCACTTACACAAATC”. Injection of the ssODN-1R and the guide RNA encoding plasmids into fly embryos was carried out by Rainbow Transgenic Flies, Inc (3251 Corte Malpaso Unit 506 Camarillo CA). Genotyping was carried out by PCR amplification from genomic DNA, extracted from the wings of the flies, with primer-F (GTCGGTTATCCACCCTTTTG), and primer-R (GACGCCAAGTATATTGATGTGG) followed by Sanger sequencing and NsiI/NsiI-HF digestion. The flies with the correct *CaMKII*^*MM*^ allele were backcrossed with iso31 flies^63^ for five generations to minimize the possibility of carrying off-targets from the CRISPR-mediated gene editing.

### Phylogenetic survey of CaMKII

Most CaMKII orthologues listed in Supplementary Fig. 1 and Supplementary Table 1 were identified in the Interpro database (http://www.ebi.ac.uk/interpro/entry/IPR013543/taxonomy), based on the criteria that the sequences have the conserved CaMKII association domain, and a kinase domain. Additional sequences were uncovered by BLAST in the NCBL nucleotide database and translated into proteins (https://blast.ncbi.nlm.nih.gov/Blast.cgi). All sequence files with accession numbers are available in Supplementary Data 2. The CaMKII sequences were aligned using the Molecular Evolutionary Genetics Analysis software MEGA-X^64^ (https://www.megasoftware.net/). The evolution of an oxidation-sensitive amino acid pair at loci 281/282 of the CaMKII regulatory domain is an unambiguous synapomorphy of crown-clade vertebrates among Deuterostomata. The initial identity of this pair was CM, with the 281 cysteine likely being subsequently replaced by a methionine in one of the two paralogs that resulted from a full round of genome duplication that occurred prior to the origin of the vertebrate crown clade. Our phylogenetic survey did recover a small number of non-deuterostome taxa that also exhibit oxidizable residues at those same regulatory loci (Supplementary Table 1). The large phylogenetic separation between these taxa, both individually and collectively, from Deuterostomata leaves it clear that they evolved independently of the vertebrate condition; they are also MM rather than the CM of the earliest vertebrates. As a greater taxonomic diversity of metazoan genomes become available, a meaningful probabilistic analysis of ox-CaMKII evolution outside of Deuterostomata will be possible. But that analysis is highly unlikely to question the evolutionarily unique nature of vertebrate ox-CaMKII.

### Generation of *CaMKII*^*VV*^ knock-in mutation in mice

*CaMKII*^*VV*^ knock-in mice were generated by GenOway (https://www.genoway.com/) with mouse embryonic stem cells of the C57BL/6 background as specified in Supplementary Fig. 7. The mice used in experiments had been further backcrossed to C57BL/6 J mice (The Jackson Laboratory, 000664) and all experiments were carried out with littermates.

### *Ncf1*^*−/−*^*mice*

Ncf1^−/−^ mice were purchased from the Jackson Laboratory (Cat #004742) and maintained on a C57BL/6J background.

### Western blotting for mitochondrial complexes

Protein extracts were prepared from frozen tissue with T-PER Tissue Protein Extraction Reagent (Thermo Scientific, #78510) in the presence of protease (Sigma-Aldrich, P8340) and phosphatase (Sigma-Aldrich, P0044) inhibitors. The mice were 14-week-old at the time of sacrifice. The primary antibodies were the Total OXPHOS Rodent WB Antibody Cocktail from Abcam (ab110413, 1:1000), and GAPDH (D16H11) XP^®^ Rabbit mAb (Cell Signaling, #5174, 1:2000). Data were collected by LI-COR Odyssey Fc (Lincoln, Nebraska 68504, USA).

### Skeletal muscle fiber typing

Skeletal muscle fiber composition was determined by immunostaining following a standard method^65^ from a cohort of 14-week-old mice The primary antibodies BA-F8-c (myosin heavy chain, slow, 1:50), SC-71-c (Myosin Heavy Chain Type IIA, 1:600), BF-F3-c (Myosin Heavy Chain Type IIB, 1:100), 6H1-s (myosin heavy chain, fast, IIX, 1:50) were obtained from Developmental Studies Hybridoma Bank (University of Iowa).

### Paraquat, and NAC treatment and behavior study of flies

To determine the effects of paraquat on mortality, newly eclosed flies were sorted under CO_2_ anesthetization and placed into individual vials, and each vial received ten males and ten females. When the flies reached 5–7 days old, they were transferred into vials containing a filter paper pad (cut from Bio-Rad #1704085) soaked with 600 μL of 5% sucrose solution (control) or 5% sucrose solutions containing 10 mM, 25 mM or 50 mM paraquat (Sigma-Aldrich, # 856177). Mortality of flies was recorded at 24 and 48 h after initiation of the treatment.

To test the negative geotaxis (climbing), females were collected and aged, as above, and kept in vials in groups of ten flies; we tested six to ten groups per condition in the geotaxis assay, resulting in sample sizes between 60 and 100. For paraquat or NAC treatment prior to the negative geotaxis test, the flies were treated with 5% sucrose, 5% sucrose + 4 mM paraquat, 5% sucrose + 10 mM NAC, or 5% sucrose + 50 mM NAC for 24 h at 25 °C. They were then transferred into vertical test tracks made from 25-mL serological pipette tubes using a funnel without anesthetization. During the climbing test, the flies were dislodged to the bottom of the tubes by rapidly tapping the vials on the desktop ten times and climbing was video recorded for subsequent analysis. Each group of flies was tested for ten consecutive trials at 30 s intervals. The vertical distances the flies climbed in 6 s since the last tap (time 0) were used to calculate the vertical velocity of climbing. Flies that initiated flight or paused during the 6-s time window were excluded from the analysis. Because of this exclusion criterion, the final sample sizes were different from multiples of ten, and the specific *n* is shown in the figure legends. We found that the flies performed reproducibly from the second to tenth trials and presented data from trial 2 in Figs. 5b and  6a.

To determine the effects of very low dose paraquat (1 mM) on daily ambulatory activity, individual 1-week-old female flies were anesthetized by CO_2_ and loaded into tubes containing control or paraquat-containing food and monitored by *Drosophila* Activity Monitoring System (Trikinetics). Fly behavior was recorded from day 3 to 6.

### Lifespan of flies

Newly eclosed flies were collected under CO_2_ anesthetization and housed in 6 oz flasks containing 25 ml of standard food at a density of about 330 flies per flask. For 4 days, the flies were allowed to mature and copulate. On day 4, they were anesthetized by CO_2_, sorted into males and females, and placed into individual vials as groups of 30 flies. The vials were placed in environmental chambers at 25 °C or 29 °C with 12-h light/12-h dark cycles. The flies were counted and flipped into fresh vials every 2 days until all flies in the vials died. The mortality data were analyzed in GraphPad Prism; a few flies that escaped during handling were excluded from the analysis.

### Measurement of the thoracic length of flies

Newly eclosed female flies were housed at a density of 30 flies per vial containing standard food until 5 days post eclosure. The flies were anesthetized by FlyNap (Catalog #173010, Carolina Biological Supply Company, Burlington, NC) and imaged under a Leica M165 FC stereomicroscope. The images were analyzed in Fiji ImageJ^66^ to derive the thoracic length.

### Triglyceride content of flies

Newly eclosed female flies were housed at a density of 30 flies per vial containing standard food until 5 days post eclosure. The flies were harvested and randomly assigned into groups of eight flies for sample processing and measurement of triglyceride content with a commercial kit (Triglyceride Assay Kit—Quantification, catalog # ab65336, Abcam). Each group was homogenized in 1 ml of lysis buffer containing 5% NP40 and processed according to the kit protocol. 25 μl of lysate from each sample was measured for triglyceride content by colorimetric approach in 96-well plates. Readings from wells that omitted the lipase were subtracted as background from corresponding samples.

### Aconitase activity of flies

Newly eclosed flies were sorted into groups of 30 flies (15 males and 15 females per vial) and cultured until 4 days post eclosure. They were then treated with either 5% sucrose solution (control) or 5% sucrose solution plus 4 mM paraquat for 24 h. The flies were then snap-frozen in liquid nitrogen and saved at −80 °C. We measured aconitase activity in the flies with an Aconitase Activity Assay kit (Catalog # MAK051, Sigma-Aldrich) following the kit protocol. Briefly, each group of 30 flies was homogenized in 400 μl of Assay Buffer, sonicated for 20 s, and then centrifuged at 20,000 × *g* for 15 min at 4 °C. We measured the aconitase activity in 8 μl of lysate from each sample.

### Fecundity tests

To assess the lifetime fecundity of females, each newly eclosed female and two 4-day-old males were placed into a vial for 6 days at 25 °C. The female was then transferred to a new vial together with two new 4-day-old males. Although female flies store sperms and do not require additional copulation to remain productive, we kept the presence of young males throughout the experiment to keep the experimental condition constant. The new generation of flies was tallied from the vial on the 11th day after the egg-producing female was transferred away into a new vial. This procedure was repeated every six days until the female died or stopped producing eggs.

### *Drosophila* cardiac physiological analysis

Dorsal cardiac tubes of 10-day-old female *CaMKII*^*WT*^ (denoted VV (WT)) and *CaMKII*^*MM*^ (denoted MM) flies were dissected in oxygenated artificial hemolymph^67^. Myogenic contractions of cardiac tissue were recorded using the Hamamatsu Orca Flash 2.8 CMOS camera on a Leica DM5000B TL microscope with a ×10 immersion lens at ~120 frames per second at baseline and after 90 and 150 min following the addition of 10 mM paraquat, or 60 min after the addition of 10 mM NAC. Cardiac physiological indices were determined using the semi-automated optical heartbeat analysis program^68,69^. Significant differences between genotypes before and after paraquat treatment for 90 min were determined by two-tailed Mann–Whitney tests. After 150 min in paraquat, many of the MM hearts no longer contracted and the cardiac indices could not be meaningfully derived. We, therefore, categorized the contractions as normal, hypokinetic (part of the heart contracting), severe hypokinetic (only twitching could be observed in part of the heart), and akinetic (no movement). Representative videos for each category are shown in Supplemental Video 1. The categorical data were assessed using a Chi-square test.

### Construction and validation of a CaMKII activity sensor CaMKII-KTR

We were unable to validate existing stocks of ox-CaMKII antiserum^11^, and developed the novel CaMKII activity reporter, CaMKII-KTR in order to measure dynamic CaMKII activity in living, electronically stimulated skeletal myocytes. The CaMKII-KTR was constructed based on the principles previously published^31^ and described in Supplementary Fig. 9. Specifically, the sensor consists (from N-terminus to C-terminus) of a CaMKII-binding region derived from HDAC4, a linker, a nuclear localization signal (NLS), a nuclear exporting signal (NES) and a fluorescent protein. Optimized CaMKII phosphorylation sites were built into the NLS and NES while keeping the NLS and NES functional. The protein sequence of the CaMKII-KTR, excluding the enhanced green fluorescent protein, is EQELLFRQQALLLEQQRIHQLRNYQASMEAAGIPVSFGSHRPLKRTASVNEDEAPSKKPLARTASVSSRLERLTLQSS. A cDNA encoding this sequence was ordered as a codon-optimized gene block (gBlock_HDAC4-NLS-NES) from Integrated DNA Technologies (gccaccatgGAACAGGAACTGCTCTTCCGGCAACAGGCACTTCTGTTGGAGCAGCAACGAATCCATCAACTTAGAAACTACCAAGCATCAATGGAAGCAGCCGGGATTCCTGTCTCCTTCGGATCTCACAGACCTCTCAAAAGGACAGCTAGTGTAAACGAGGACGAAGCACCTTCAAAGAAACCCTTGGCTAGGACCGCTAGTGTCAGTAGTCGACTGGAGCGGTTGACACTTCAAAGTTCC). The gBlock_HDAC4-NLS-NES was cloned into Cerulean-N1 vector^70^ (Cerulean-N1 was a gift from Michael Davidson & Dave Piston, Addgene plasmid # 54742; http://n2t.net/addgene:54742; RRID:Addgene_54742) by In-fusion cloning technology (In-Fusion^®^ HD Cloning Plus CE, Takara, CA). The Cerulean encoding region was then replaced by a stretch of cDNA encoding eGFP, derived from pEGFP-C1 (Takara, CA).

To validate the response of the CaMKII-KTR to the intracellular activity of CaMKII, we transfected (FuGENE^®^ HD Transfection Reagent, Promega, WI) the CaMKII-KTR or co-transfected it with CaMKII, CaMKII^K43M^, and CaMKIIN constructs into RPE-1 cells and stimulated the cells with 50 μM histamine. Before cells were imaged, we replaced the culture medium with Live Cell Imaging Solution supplemented with 4.5 g/L glucose (ThermoFisher Scientific, A14291DJ), and stained their nuclei with Hoechst 33342 (ThermoFisher Scientific, #62249) for 20 min to facilitate identification of the nuclei. Fluorescent images were collected using an Olympus IX83 epifluorescence microscope equipped with an ORCA Flash 4.0 sCMOS camera and UPLSAPO20X NA0.75 objective lens using CellSens Imaging Software, V2.3 64 bit, Olympus Scientific Solutions Americas Corp. Waltham, MA, USA. Cells were maintained at 37 °C in an OkoLabs stage top incubator. Image analyses were carried out in CellProfiler^71^, which identified the nuclei and five-pixel-wide cytosolic rings surrounding the nuclei. The cytosolic to nuclear KTR signal ratios were calculated using the median intensities measured from the nuclei and cytosolic rings of individual cells. We have recently published further validation of CaMKII-KTR in neonatal cardiomyocytes^72^.

### Mouse treadmill exercise

Exercise capacity tests were carried out with the Exer 3/6 Rodent treadmill (Columbus Instrument, Columbus, OH). Prior to exercise capacity testing, the mice (12–15-week-old) were acclimated to the treadmill for three 10-min sessions on 3 consecutive days. The treadmill was set to 10° inclination and the speed was set to 0, 5, and 10 m/min for the first, second and third acclimation sessions, respectively. The electric shock grid at the rear end of the treadmill was turned on and set at stimulation intensity of 9 and frequency of 3 Hz. During exercise capacity testing, each mouse was placed into a lane of the treadmill. The genotype of the animals was blinded to the operator. The exercise protocol consisted of the following steps: (1) 10 m/min for 2 min for warm-up, (2) continuous acceleration from 15 m/min at a rate of 0.6 m/min^2^ until the mouse was exhausted. Exhaustion was determined when the mouse stayed on the shock grid continuously for 5 s and was determined by the same observer for all experiments. Glucose and lactate were measured from a drop of blood from the tail tip before and immediately after exercise, using a OneTouch Ultra 2 glucometer (Lifescan, Inc) and a Lactate Plus lactate meter (Nova Biomedical), respectively.

### Mouse voluntary wheel running and accompanying metabolic study

Voluntary wheel running data were collected from male mice (11 weeks of age) tested for 6 days in an open-circuit indirect calorimeter outfitted with running wheels (Comprehensive Lab Animal Monitoring System, CLAMS, Columbus Instruments) at the Center for Metabolism and Obesity Research service core. Data were collected continuously (Oxymax software, v.5.9, Columbus Instruments). Days 1–5 of acclimation to wheel running were monitored for expected daily increases in the number of wheel rotations; the analysis of day 6 is presented. The instrument also provided data for voluntary physical activity in the main cage as indexed by counts of infrared beam breaks, intakes of powdered diet (2018, Envigo), as well as rates of O_2_ consumption (VO_2_, ml/kg/hr) and CO_2_ production (VCO_2_, ml/kg/hr). Oxymax software calculated the respiratory exchange ratio (RER = VCO_2_/VO_2_) to assess the oxidized fuel mixture being oxidized, and the rates of energy expenditure (EE, kcal/kg/h; EE = VO_2_ × (3.815 + (1.232 × RER)). The standard outputs of indirect calorimetry data as per-kg/hr were also renormalized and analyzed as per-kg-lean mass/h.

### Mouse body composition

Body composition data for lean mass and fat mass were obtained using an EchoMRI-100 at the Johns Hopkins University Phenotyping service core from the same mice undergone the metabolic tests.

### Intraperitoneal glucose tolerance test and insulin sensitivity test

Male mice between 12 and 13 weeks of age were used for glucose tolerance and insulin sensitivity tests. Intraperitoneal glucose tolerance test was performed following a published protocol^73^. The mice started fasting at 5:30 PM for 16 h and then were injected with 20% (W/V in normal saline) glucose solution intraperitoneally at 2 g/kg. For the insulin sensitivity test, food was withdrawn for 6.5 h and 1 U/kg recombinant human insulin (ThermoFisher Scientific, Catalog # 12585014) was injected intraperitoneally. For both tests, blood glucose was measured from tail blood.

### Assessments muscle function in vivo

Grip strength measurements were carried out as described previously using a grip strength meter (Columbus Instruments, Columbus, OH, USA) on a cohort of 14-week-old mice^74^. Briefly, a mouse was suspended by the tail and allowed to grip the horizontal bar of the strength meter. Once a grip is established, the mouse was quickly pulled by the tail until it lost the grip, and the force exerted was recorded. Each mouse performed grip strength test until six successful attempts were accumulated, and the maximal force among the six attempts was taken as the grip strength.

In vivo quadriceps torque measurement was described previously^37^. Briefly, the 10–11-week-old mice were anesthetized under 4% isoflurane and then maintained at 1%. Then their pelvis, torso and femur were stabilized on the apparatus. Afterward, the distal leg was taped to a lever arm, which was connected with a torque cell and positioned at 45° of knee flexion for optimal muscle length. The femoral nerve was stimulated subcutaneously to induce maximal quadriceps muscle contractions and the torque produced was recorded by a connected computer for subsequent analysis. The voltage of the stimulation was optimized prior to the studies to produce the maximal torque.

### In cellulo study of skeletal muscle fibers

Electroporation of DNA into flexor digitorum brevis (FDB) skeletal muscles of 10–13-week-old mice, muscle fiber culture, imaging of action potential-induced Ca^2+^ transients and cytosol/nucleus distribution of CaMKII-KTR followed our previous reports^32,39^. Fibers were loaded with rhod2 AM (ThermoFisher, catalog # R1244) at 2 μM for 60 min at RT. Fibers were stimulated for 1 h using the protocol shown in Fig. 2g. High-speed rhod2 fluorescence confocal microscopy measurements were carried out before and after fatigue stimulation on a Zeiss LSM 5 Live system and viewed with a 63 × /1.2 NA water immersion objective. Excitation was provided by a 532-nm laser with emission detected using a long-pass 550-nm filter. Field stimulation (square pulse, 20 V × 1 ms) was produced by a custom pulse generator through a pair of platinum electrodes. Images were acquired in line scan mode at 100 μs/line for 1 s using Zeiss LSM 5 live software. The average intensity of fluorescence within selected regions of interest (ROI) was measured with Image Examiner (Carl Zeiss). Images were background corrected by subtracting an average value recorded outside the fiber. The average resting fluorescence (F0) value in each ROI before electrical stimulation was used to scale rhod2 signals in the same ROI as ΔF/F0. For N-acetyl-L-cysteine (NAC) treatment, the fibers were incubated for 20 min with 2 mM NAC (Sigma-Aldrich, St. Louis, MO; catalog # A-7250). Images using CaMKII-KTR were collected using an Olympus FluoView500 confocal system, Olympus IX71 microscope, and UPLAN 20X NA0.75 objective lens. The cytosolic to nuclear CaMKII-KTR signal ratios were calculated using the average intensities measured from two to three nuclei and cytosolic regions of interest of individual cells using Fiji ImageJ. Fibers for Ca^2+^ imaging and KTR studies were examined for structural integrity and twitch responses to field stimulation before being tested.

For the Seahorse study, FDB skeletal muscle fibers from 12- to 13-week-old mice were isolated 1 day before the experiments and plated to a laminin-pretreated Seahorse XF96 Cell Culture Microplates overnight. Cell metabolism and bioenergetic analyses of muscle fibers were performed using an Agilent XF96 Extracellular Flux Analyzer. XF Cell Mitochondrial Stress Test kit and Glycolysis Stress Test kit were used to measure mitochondria respiration capacities and cellular glycolysis capacities following the manufacturer’s protocol. In the mitochondrial stress assay, muscle fibers were incubated in the muscle fiber assay medium (120 mM NaCl, 3.5 mM KCl, 1.3 mM CaCl_2_, 0.4 mM KH_2_PO_4_, 1 mM MgCl_2_, 5 mM HEPES, and 10 mM glucose, pH 7.4) followed by port injections of the final concentration of 1 μM oligomycin, 0.5 μM FCCP, 10 mM pyruvate and 0.5 μM antimycin A/rotenone. In the glycolysis stress assay, glucose was not included in the initial muscle fiber assay medium, and then 2 mM glutamine, 10 mM glucose, 1 μM oligomycin, and 50 mM 2-DG were injected sequentially. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were analyzed using Seahorse Wave software. OCR and ECAR were normalized by the number of skeletal muscle fibers per well.

### Mouse treatment and sample collection for RNA sequencing

Male mice between 13 and 15 weeks of age were used for the RNA sequencing experiments. The mice were first acclimated to the treadmill (Exer 3/6, Columbus Instrument, Columbus, OH) for 10 min on three consecutive days. The treadmill inclined at 10° and the speed was 0, 5 m·min^−1^, and 10 m·min^−1^ for day 1, 2, and 3, respectively. To minimize the effects of training on the skeletal muscles, the mice rested for 7 days before sample collection. On the day of sample collection, food was withdrawn from the mice at 9:00 AM to minimize the effects of food intake on signaling and gene transcription in the muscles. At 12:00 PM, the mice ran on a treadmill set to 10° of inclination. The treadmill speed was set at 10 m/min for 2 min to allow the mice to warm up. The speed was then increased to 15 m/min and then continuously ramped up from 15 m/min to 23 m/min at a rate of acceleration of 0.6 m·min^−2^. When the running protocol ended, the mice had run 350 meters, which was lower than the average running capacity of VV mice tested by the same treadmill protocol. Any mice that did not finish the protocol were excluded from subsequent sample collection. After exercise, the mice were allowed to rest for 3 h with access to water but not food. Then they were euthanized by cervical dislocation after being anesthetized by isoflurane. The quadriceps muscles were quickly excised, frozen, and stored in liquid nitrogen.

### RNA extraction, quantification, and quality control

To extract high-quality total RNA, the quadriceps muscles were processed first in the Trizol reagent (ThermoFisher Scientific, Catalog # 15596018) and then purified by RNeasy mini columns (Qiagen, catalog # 74104) as follows. To avoid sampling bias, the entire quadriceps muscles were homogenized in Trizol reagent at the weight (mg) to volume (µL) ratio of 1:15. One mL of homogenate was processed following the manufacture’s protocol until the step of phase separation. Then, 0.5 mL of the aqueous phase was mixed with an equal volume of 70% ethanol for subsequent RNA purification by RNeasy mini kit (Qiagen, catalog # 74104) with on-column DNAse (RNase-Free DNase Set, Qiagen catalog # 79254) treatment. The concentration of the RNA was determined by Qubit fluorometric quantitation (Qubit RNA BR Assay Kit, ThermoFisher Scientific, catalog # Q10210). The integrity of the total RNA was determined by a Fragment Analyzer (Advanced Analytical Technologies, Inc). The average RNA quality number (RQN) was 9.04 ± 0.08 (Mean ± SEM, *n* = 24).

### RNA sequencing library preparation

In total, 1 µg of the total RNA from each sample was used for RNA sequencing library preparation with the TruSeq® Stranded mRNA Library Prep kit (Illumina, catalog # 20020594). The libraries were barcoded by TruSeq® RNA Unique Dual Indexes (Illumina, catalog # 20022371) and quantified by qPCR on a Bio-Rad CFX Connect Real-Time PCR detection system with the NEBNext Library Quant Kit for Illumina (New England Biolabs, catalog # E7630L). The libraries were normalized to 10 nM, pooled, and sequenced.

### RNA sequencing and data analyses

RNA sequencing was carried out at Johns Hopkins School of Medicine Genetic Resources Core Facility on a NovaSeq 6000 sequencing system (Illumina) with a S1 flow cell for 200 cycles, generating 100 bp paired-end reads. Sequencing data processing was carried out by the Johns Hopkins Computational Biology Consulting Core. The statistics for sequencing data analysis are presented in Tables S2–4. The RNA sequencing data were submitted to the GEO repository and were assigned record number GSE132520 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132520).

Biological interpretation of sequencing results was carried out with the Ingenuity Pathway Analysis (IPA) platform (QIAGEN Ingenuity Systems, Redwood CA, USA) at the Johns Hopkins Deep Sequencing & Microarray Core Facility. The differentially expressed genes (over 2σ) between exercised and sedentary groups within the same genotypes and between the MM and VV samples after exercise were mapped by IPA to known pathways and biological functions of a curated Knowledge Base (QIAGEN Bioinformatics IPA Winter Release 2018). IPA evaluated the statistical significance of over-representation of the differentially expressed genes in each pathway or biological function, and a *P* value < 0.05 was defined as statistically significant. In addition, IPA calculated whether a pathway or biological function can be considered activated (*z* ≥ 2.0), inactivated (*z* ≤ −2.0), or bidirectional altered (−2.0 < *z* < 2.0) based on the up- and downregulation of genes involved in the pathway or biological function.

### Mast cell preparation and treatment

To prepare bone marrow-derived mast cells, hematopoietic progenitor cells from littermate MMδ (WT) and VVδ mice were isolated from the femur and tibia of 6–8-weeks-old mice. These mice were generated and described by us^13^. Cells were cultured at a starting density of 1 × 10^6^ cells/mL in the presence of 10 ng/mL of mouse recombinant IL-3 (BioLenged, 575908) for 4 weeks as previously described^16^. Mast cell phenotype and purity were confirmed by Toluidine blue staining and flow cytometry analysis with antibodies specific for c-Kit (APC, 17-1171-81, eBioscience/ThermoFisher, 1:200) and FcεRI (FITC, 134305, Biolegend, 1:100). For mast cell degranulation, 1 × 10^6^ BMMCs were sensitized with 1 μg/mL anti-OVA IgE (clone E-C1, Chondrex Inc) overnight at 37 °C. Cells were washed, resuspended in Tyrode’s buffer, and challenged with 10 μg/ml OVA (Sigma-Aldrich, A5503) at 37 °C. Thirty minutes after the onset of challenge, aliquots of the cells were obtained for assessment of the mast cell activation marker LAMP1/CD107a (PE, 12-1071-81, eBioscience/ThermoFisher) on a BD Accuri C6 Plus flow cytometer. The remaining cells were collected and stored in QIAzol Lysing Reagent (Qiagen) for RNA extraction 4 h after OVA treatment.

### RT-qPCR

For samples from mice, we converted 1 μg of the total RNA from each sample into cDNA with the iScript™ Reverse Transcription Supermix (Bio-Rad, Hercules, CA catalog # 1708840). 2 ng of cDNA were used in each qPCR reaction on a CFX Connect Real-time PCR detection system (Bio-Rad, Hercules, CA) with SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad, Hercules, CA catalog # 1725271). The primers for *CaMK2b* (qMmuCID0021273), *CaMK2d* (qMmuCIP0030149), and *CaMK2g* (qMmuCIP0030022) were pre-validated primePCR primers from Bio-Rad. For *Camk2a*, commercial primers cannot differentiate between transcripts encoding CaMKIIα and the highly abundant transcripts encoding the non-kinase adaptor protein αKAP^75^. For this reason, the *Camk2a* primers (AGGTGTGTGAAGGTGCTGG, and TGGAGTCGGACGATATTGGG) were designed with the NCBI primer design tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and validated in house to recognize all splicing variants containing the kinase domain. qPCR data were analyzed by the software Bio-Rad CFX Manager 3.1, using *Gapdh* expression as the loading control.

For mast cells, 2.5 μg of the total RNA from each sample were converted into cDNA with the iScript™ Reverse Transcription Supermix (Bio-Rad, Hercules, CA catalog # 1708840). In all, 10 ng of cDNA were used in each qPCR reaction in custom-designed PrimePCR assay plates containing all target genes listed in Supplementary Data 1 and three additional reference genes (*Hprt*, *Rps18*, and *Ppia*) on a CFX384 Real-time PCR detection system (Bio-Rad, Hercules, CA). The primer validation data for primers on the assay plates are provided by Bio-Rad and are included in Supplementary Data 3. qPCR data were analyzed by the software Bio-Rad CFX Manager 3.1. Three target genes failed to be amplified, leaving 87 genes for analysis as shown in the Source Data for Fig. 4b.

For flies, the total RNA from adults was prepared with Direct-Zol RNA miniprep kit with on-column DNase treatment (ZYMO Research, #2050). cDNA synthesis and qPCR were carried out as described above. The primers for qPCR were obtained from the FlyPrimerBank^76^ and were further validated for efficiency and specificity. Expression of RP49 was used for normalization. The primer IDs and sequences are as follows: RP49 (PD41810: AGCATACAGGCCCAAGATCG, TGTTGTCGATACCCTTGGGC), THOR (PD43730: CAGATGCCCGAGGTGTACTC, CATGAAAGCCCGCTCGTAGA), SULFIREDOXIN/CG6762 (PD42226: GCATCGATGAGACCCACCTG, GATCCACAGCAGGTCGATGG), GADD45 (PD42384: GGCCTTTTGCTACGAGAACG, CGCAGTAGTCGACTAGCTGG), SOCS36E (PP11279: ATGGGTCATCACCTTAGCAAGT, TCCAGGCTGATCGTCTCTACT), GSTD2 (PP27238: AAACCGCGTTTGGATTTCTCG, GTGGAGACAGTGGACAGGAT), ANK2 (PD41602: TGTGGTCATGTTAGGGTGGC, TTCAAAGCCCTTGCATTGGC), KAY (PA60087: ACTCCAACGCTTCGTACAACGATA, CACTTGAAGTATCGGTCGTGTC), LK6 (PA60203: CAAACGCCCAGTAACATC, GCTGTAGGACCACACGCTTGAC), ATF3 (PP9314: AAGACGCCAGAGATCCTCAAC, GCAACTGGAATGACTGCTGTC), DREP3 (PP34108: GACGATGGTTTGGACGATGC, TGTTCCTCGTGATGTCCTTGA), HTK (PP1052: TACCTGGTACATTACACAGGCT, GTGCGAGTTTTCTGCTTGGA), SNF4Aγ (PP10614: ACCTCCGCCAAGTTGGTTG, CGCACACCGTTGTAGACGA), SRA (PP5475: CCGATGCACCTGATCCGAC, TTGTTCTTGCTTCTGCCGTTG), AXUD1 (PP35701: GAGATAATCGTACTAGGCGATGC, GCGGAGTCAAGAATGTTGTCAA).

### Statistical analysis

All statistical analyses except the RNA sequencing analyses were performed with GraphPad Prism 8.3 (GraphPad Software LLC). When applicable, we first performed normality tests (D’Agostino–Pearson). If the data passed the normality test, we applied parametrical tests without assuming equal standard deviations among groups. If the data did not pass normality tests, we performed nonparametric tests. All methods we used are detailed in figure legends, and the *P* values are also provided in the figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Reporting Summary

## Data Availability

Raw RNA sequencing data and the gene expression matrix are available in the Gene Expression Omnibus (GEO) under accession number GSE132520. All other data are available within the paper and its supplementary information files. Publicly available data used in this study were retrieved as follows: Most CaMKII orthologues listed in Supplementary Fig. 1 and Supplementary Table 1 were identified in the Interpro database (http://www.ebi.ac.uk/interpro/entry/IPR013543/taxonomy). Additional sequences were uncovered by BLAST in the NCBL nucleotide database and translated into proteins (https://blast.ncbi.nlm.nih.gov/Blast.cgi). All sequence files with accession numbers are available in Supplementary data 2. Human mast cell transcriptome profiling dataset GSE125887 was retrieved from GEO. Transcriptome changes of *Drosophila melanogaster* in response to paraquat treatment were obtained from Supplementary Table 9 of the reference^54^ (https://static-content.springer.com/esm/art%3A10.1038%2Fnature12962/MediaObjects/41586_2014_BFnature12962_MOESM304_ESM.zip). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: List of candidate genes screened by RT-qPCR in MM and VV mouse mast cells, related to Fig. 4a.

File Name: Supplementary Data 2

Description: Sequence alignments underlying Supplementary Table 1.

File Name: Supplementary Data 3

Description: Primer validation data provided by Bio-Rad for custom designed PrimePCRTM assay plates for Fig. 4a.

File Name: Supplementary Movie 1

Description: Examples of categorical cardiac performance of flies.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	angiopoietin-like 4
Gene Symbol	Angptl4
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	Arp4, Bk89, Fiaf, Hfarp, Ng27, Pgar, Pgarg, Pp1158
RefSeq Accession No.	NC_000083.6, NT_039649.8, NT_039662.3, NT_187004.1, NT_187027.1
UniGene ID	Mm.196189
Ensembl Gene ID	ENSMUSG00000002289
Entrez Gene ID	57875

Assay Information

Unique Assay ID	qMmuCID0022599
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000002360
Amplicon Context Sequence	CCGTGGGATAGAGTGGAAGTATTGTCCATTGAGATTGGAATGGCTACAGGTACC<br>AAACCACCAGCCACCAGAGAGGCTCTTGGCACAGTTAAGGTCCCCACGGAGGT<br>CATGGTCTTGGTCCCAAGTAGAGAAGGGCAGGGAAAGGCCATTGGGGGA
Amplicon Length (bp)	126
Chromosome Location	17:33775501-33777037
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	104
R ²	0.9993
cDNA Cq	21.97
cDNA Tm (Celsius)	84.5
gDNA Cq	43.84
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Angptl4, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

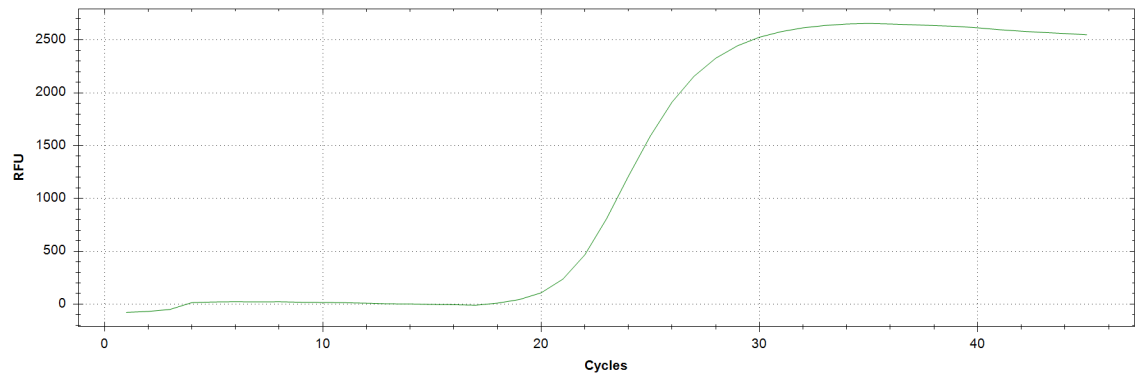

Melt Peak

Melt curve analysis of above amplification

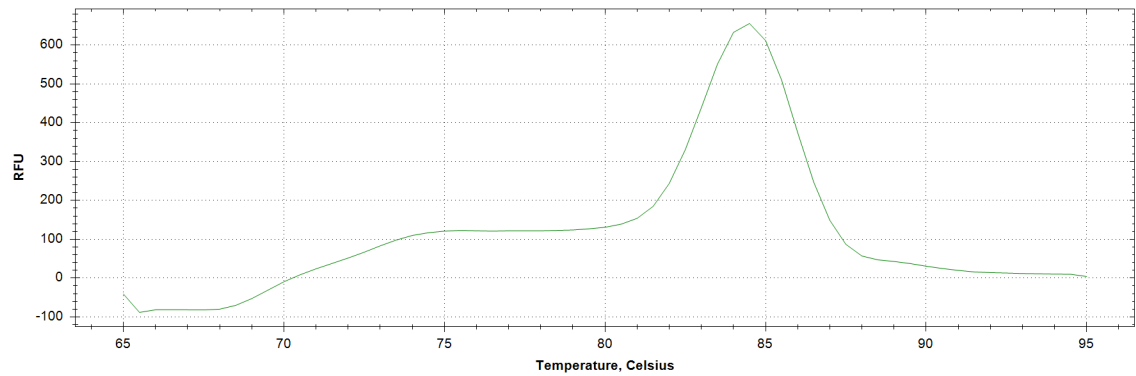

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

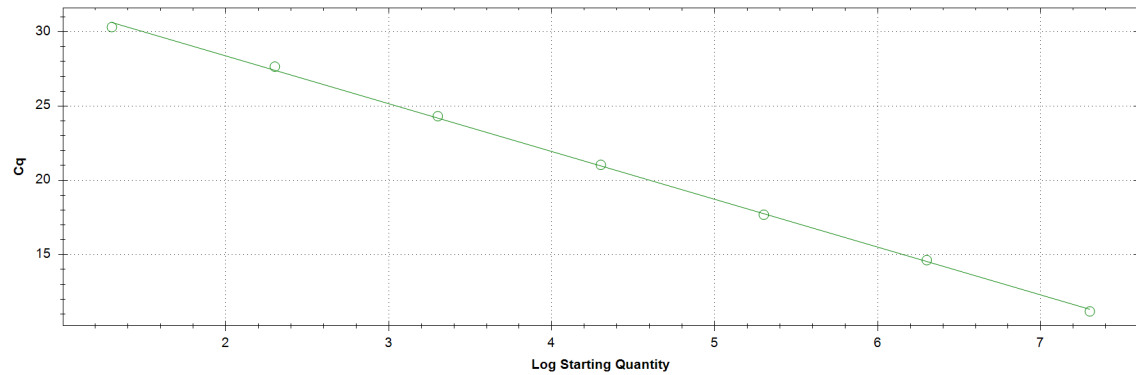

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	annexin A1
Gene Symbol	Anxa1
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	Anx-1, Anx-A1, C430014K04Rik, Lpc-1, Lpc1
RefSeq Accession No.	NC_000085.6, NT_039687.8
UniGene ID	Mm.248360
Ensembl Gene ID	ENSMUSG00000024659
Entrez Gene ID	16952

Assay Information

Unique Assay ID	qMmuCID0010241
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000025561
Amplicon Context Sequence	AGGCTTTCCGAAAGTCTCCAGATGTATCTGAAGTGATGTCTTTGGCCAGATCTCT<br>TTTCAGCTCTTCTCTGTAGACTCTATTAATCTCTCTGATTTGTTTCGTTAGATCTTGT<br>TGTCAAAATCTCAATGAG
Amplicon Length (bp)	100
Chromosome Location	19:20380357-20382116
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	99
R ²	0.9997
cDNA Cq	18.16
cDNA Tm (Celsius)	78
gDNA Cq	42.4
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Anxa1, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

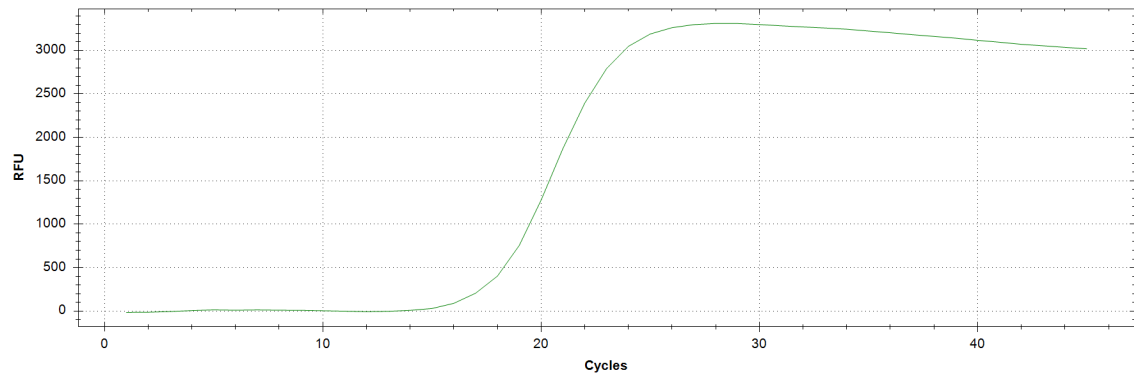

Melt Peak

Melt curve analysis of above amplification

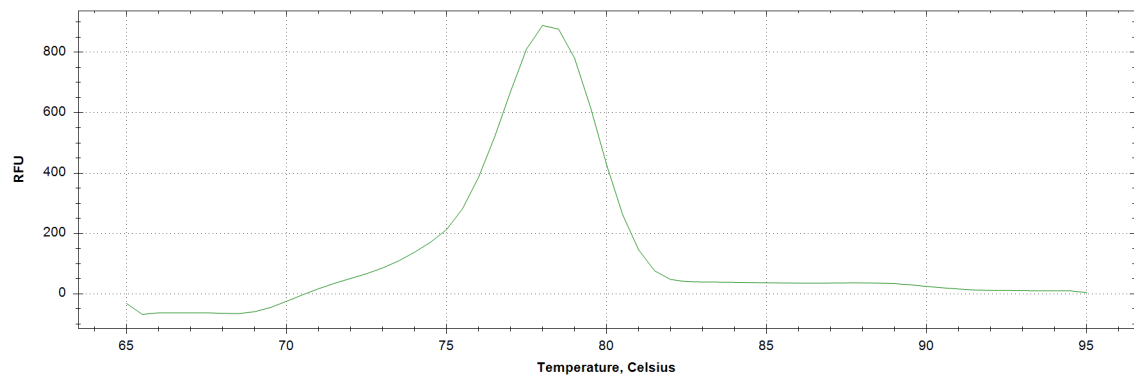

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

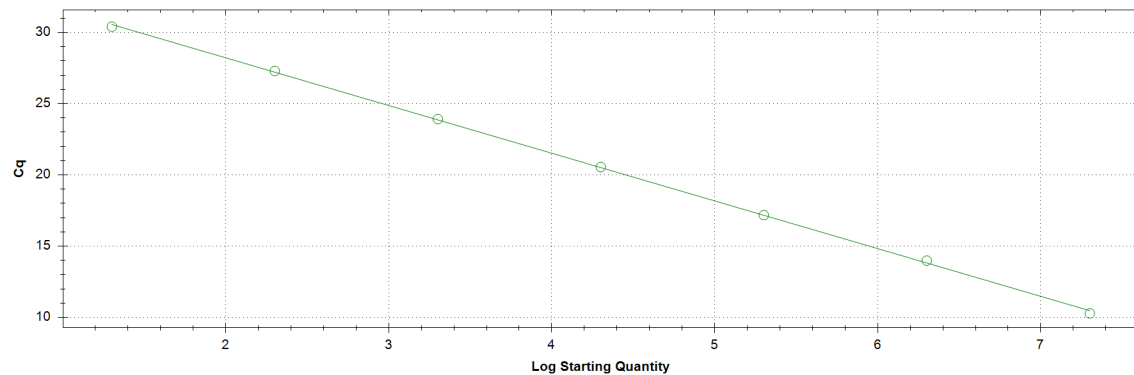

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	annexin A2
Gene Symbol	Anxa2
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	AW215814, Cal1h
RefSeq Accession No.	NC_000075.6, NT_039474.8
UniGene ID	Mm.238343
Ensembl Gene ID	ENSMUSG000000032231
Entrez Gene ID	12306

Assay Information

Unique Assay ID	qMmuCID0005752
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000034756, ENSMUST00000136282
Amplicon Context Sequence	CCTGTA ~~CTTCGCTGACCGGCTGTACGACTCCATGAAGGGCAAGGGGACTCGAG~~<br>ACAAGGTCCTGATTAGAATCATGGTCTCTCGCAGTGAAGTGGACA
Amplicon Length (bp)	68
Chromosome Location	9:69488077-69489712
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	100
R ²	0.9999
cDNA Cq	16.67
cDNA Tm (Celsius)	85
gDNA Cq	
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Anxa2, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

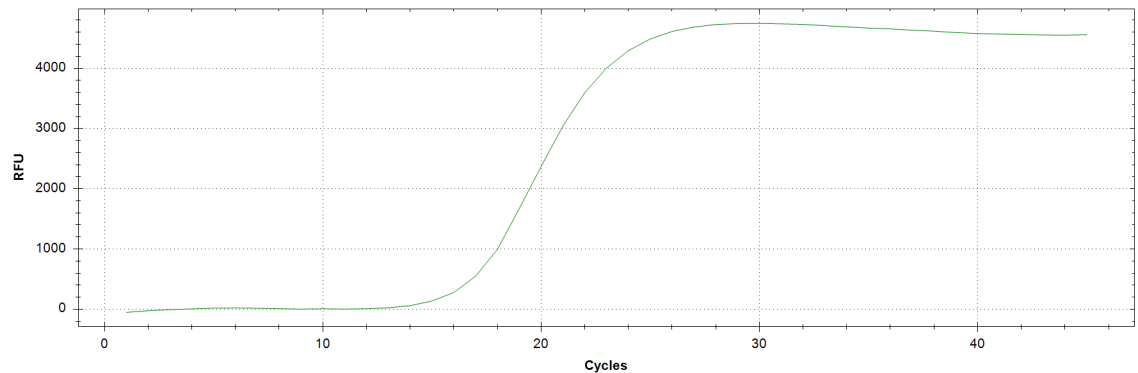

Melt Peak

Melt curve analysis of above amplification

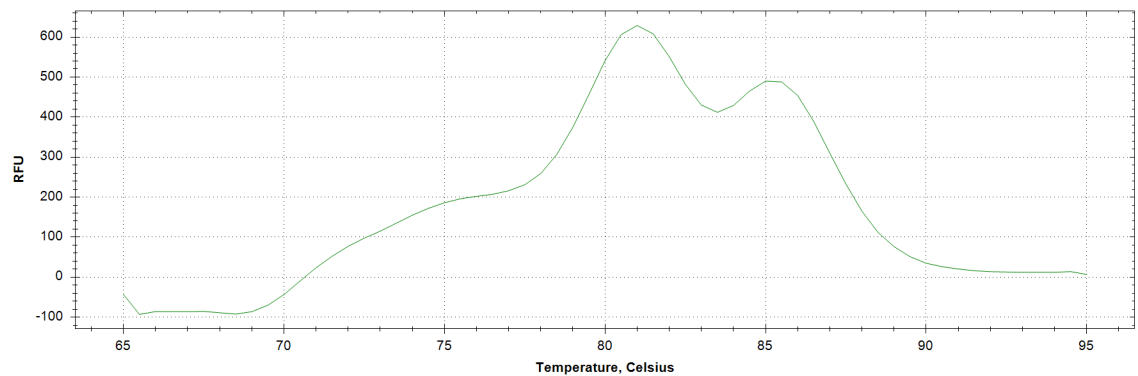

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

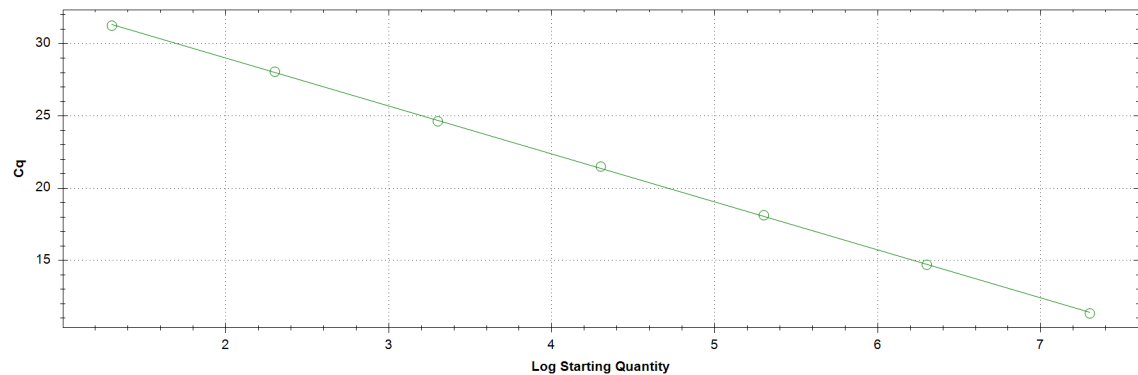

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

**Gene Name**	activity regulated cytoskeletal-associated protein
**Gene Symbol**	Arc
**Organism**	Mouse
**Gene Summary**	Description Not Available
**Gene Aliases**	Arc3.1, C86064, arg3.1
**RefSeq Accession No.**	NC_000081.6, NT_039621.8
**UniGene ID**	Mm.25405
**Ensembl Gene ID**	ENSMUSG00000022602
**Entrez Gene ID**	11838

Assay Information

**Unique Assay ID**	qMmuCED0003749
**Assay Type**	SYBR® Green
**Detected Coding Transcript(s)**	ENSMUST00000023268, ENSMUST00000110009
**Amplicon Context Sequence**	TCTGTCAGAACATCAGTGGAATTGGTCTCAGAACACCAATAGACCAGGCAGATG<br>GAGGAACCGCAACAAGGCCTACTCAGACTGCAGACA
**Amplicon Length (bp)**	60
**Chromosome Location**	15:74669339-74669428
**Assay Design**	Exonic
**Purification**	Desalted

Validation Results

**Efficiency (%)**	96
**R²**	0.9998
**cDNA Cq**	23.58
**cDNA Tm (Celsius)**	80.5
**gDNA Cq**	24.83
**Specificity (%)**	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Arc, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

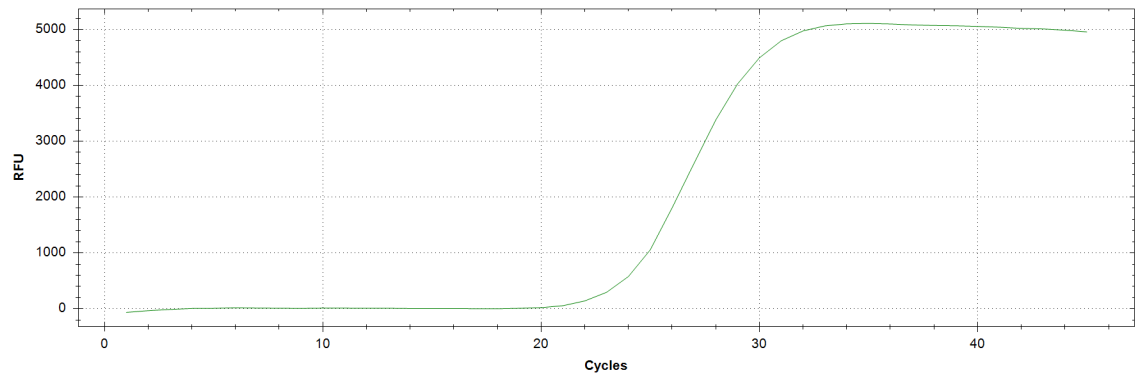

Melt Peak

Melt curve analysis of above amplification

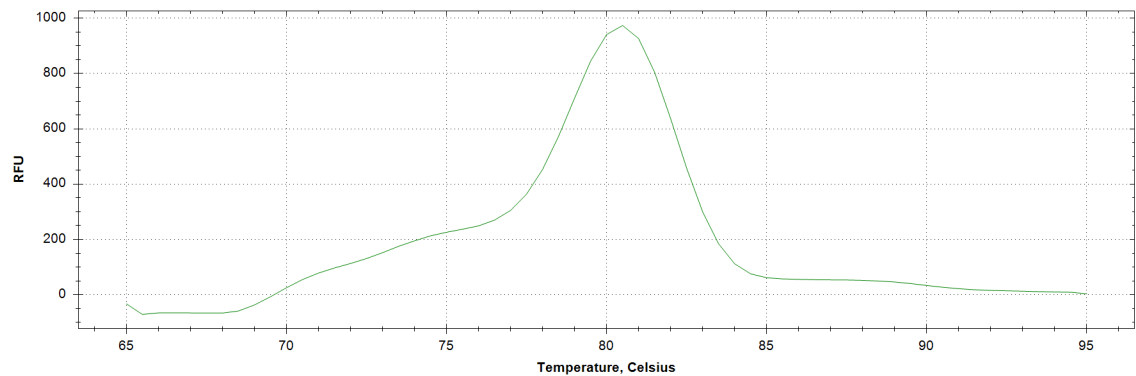

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

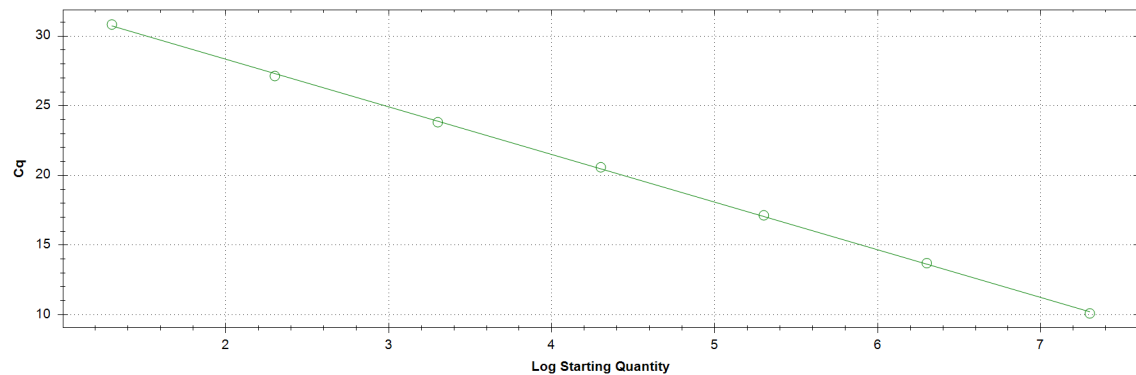

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	AT rich interactive domain 5A (MRF1-like)
Gene Symbol	Arid5a
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	D430024K22Rik, Mrf1
RefSeq Accession No.	NC_000067.6, NT_039170.8
UniGene ID	Mm.34316
Ensembl Gene ID	ENSMUSG00000037447
Entrez Gene ID	214855

Assay Information

Unique Assay ID	qMmuCID0020545
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000126413, ENSMUST00000097778, ENSMUST00000115031, ENSMUST00000115032, ENSMUST00000137906
Amplicon Context Sequence	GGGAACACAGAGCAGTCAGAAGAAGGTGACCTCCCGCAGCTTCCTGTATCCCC<br>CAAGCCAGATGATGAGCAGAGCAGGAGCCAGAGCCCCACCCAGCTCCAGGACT<br>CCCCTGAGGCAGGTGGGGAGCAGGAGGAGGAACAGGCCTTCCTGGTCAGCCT<br>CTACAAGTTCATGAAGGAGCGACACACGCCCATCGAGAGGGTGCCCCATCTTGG<br>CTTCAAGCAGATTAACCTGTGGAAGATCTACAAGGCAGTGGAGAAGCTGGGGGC<br>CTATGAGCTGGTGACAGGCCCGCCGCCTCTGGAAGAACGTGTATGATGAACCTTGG<br>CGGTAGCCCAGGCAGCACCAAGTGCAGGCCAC
Amplicon Length (bp)	146
Chromosome Location	1:36316226-36318157
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	100
R ²	0.9999
cDNA Cq	23.71
cDNA Tm (Celsius)	88.5

PrimePCR™ Assay Validation Report

**gDNA Cq**	40.22
**Specificity (%)**	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Arid5a, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

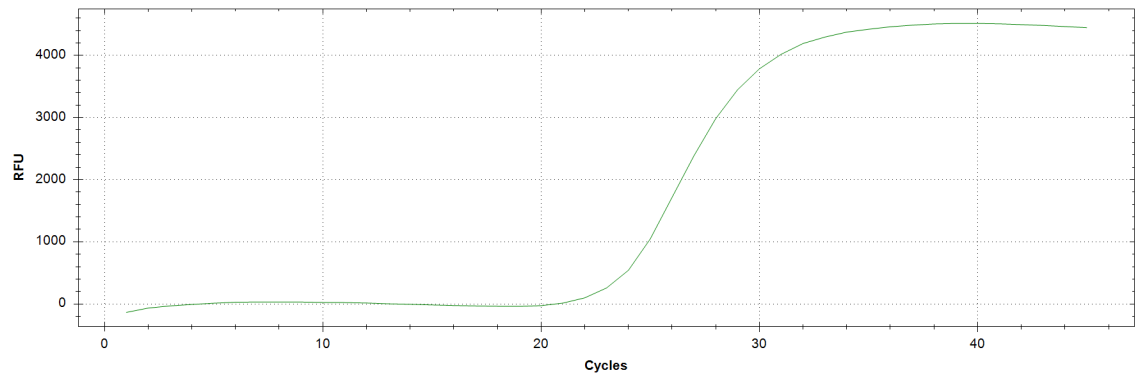

Melt Peak

Melt curve analysis of above amplification

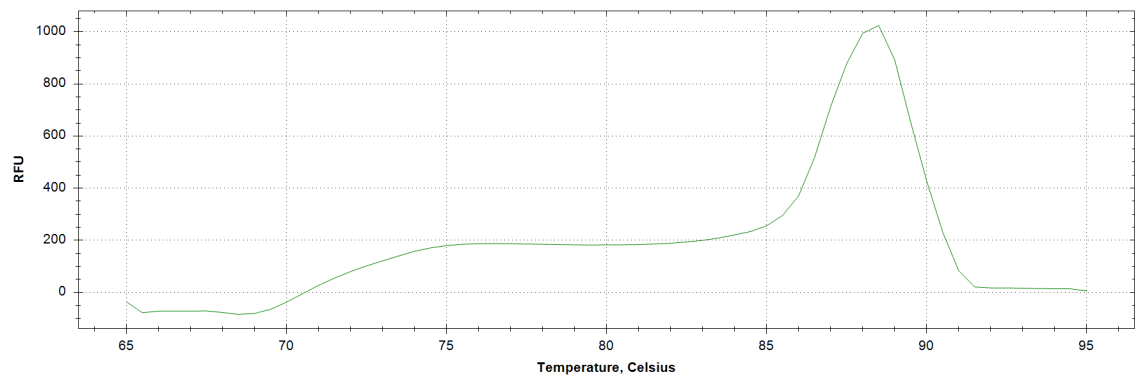

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

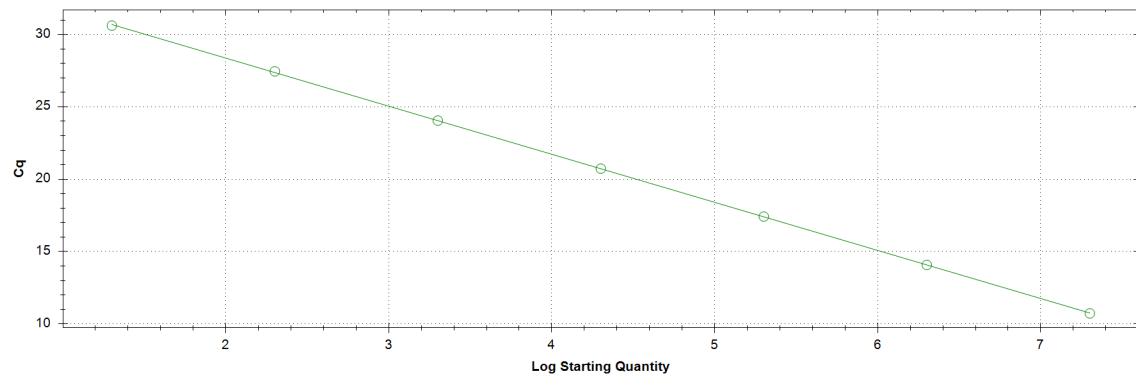

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

**Gene Name**	AT rich interactive domain 5B (MRF1-like)
**Gene Symbol**	Arid5b
**Organism**	Mouse
**Gene Summary**	Description Not Available
**Gene Aliases**	4930580B11, 5430435G07Rik, AI467247, Desrt, Mrf2, Mrf2alpha, Mrf2beta
**RefSeq Accession No.**	NC_000076.6, NT_039500.8
**UniGene ID**	Mm.490355
**Ensembl Gene ID**	ENSMUSG00000019947
**Entrez Gene ID**	71371

Assay Information

**Unique Assay ID**	qMmuCID0015580
**Assay Type**	SYBR® Green
**Detected Coding Transcript(s)**	ENSMUST00000020106
**Amplicon Context Sequence**	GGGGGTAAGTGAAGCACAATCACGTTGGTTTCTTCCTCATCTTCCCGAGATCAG<br>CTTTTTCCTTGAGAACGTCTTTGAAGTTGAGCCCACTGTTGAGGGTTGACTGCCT<br>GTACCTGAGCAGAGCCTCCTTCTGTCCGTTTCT
**Amplicon Length (bp)**	112
**Chromosome Location**	10:68186212-68243100
**Assay Design**	Intron-spanning
**Purification**	Desalted

Validation Results

**Efficiency (%)**	98
**R²**	0.9998
**cDNA Cq**	20.41
**cDNA Tm (Celsius)**	82.5
**gDNA Cq**	38.19
**Specificity (%)**	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Arid5b, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

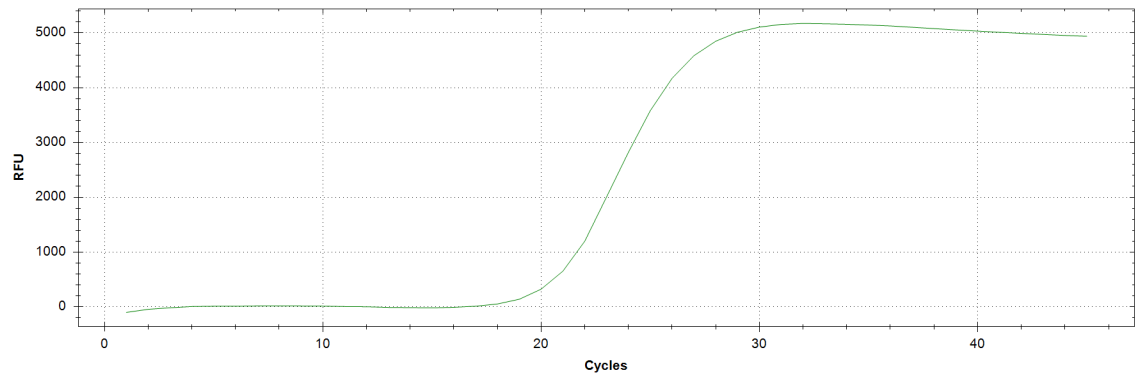

Melt Peak

Melt curve analysis of above amplification

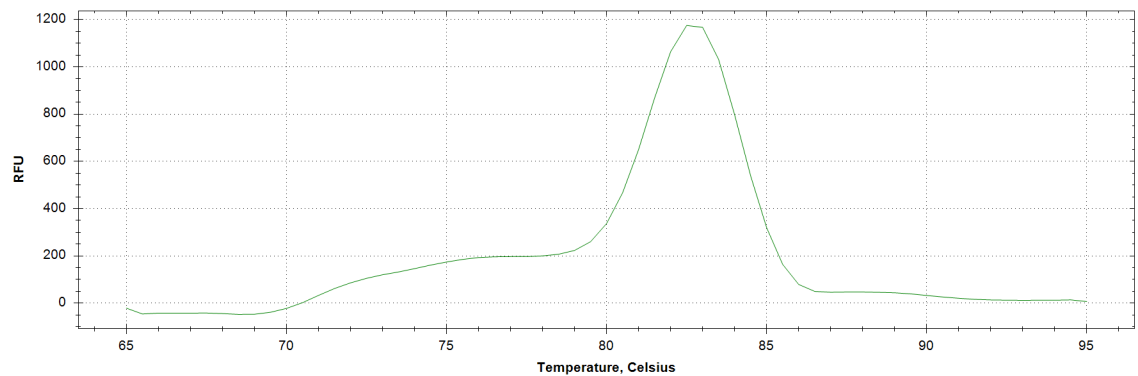

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

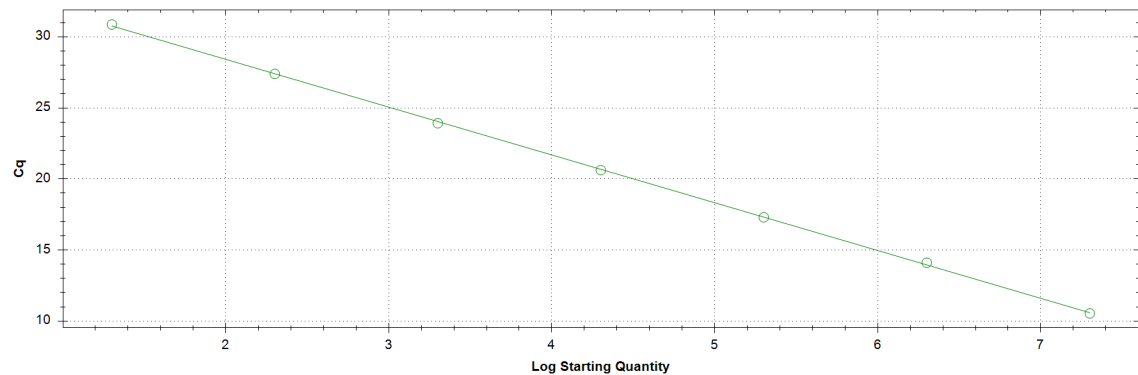

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	activating transcription factor 3
Gene Symbol	Atf3
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	LRG-21
RefSeq Accession No.	NC_000067.6, NT_039189.8
UniGene ID	Mm.2706
Ensembl Gene ID	ENSMUSG00000026628
Entrez Gene ID	11910

Assay Information

Unique Assay ID	qMmuCID0023600
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000027941
Amplicon Context Sequence	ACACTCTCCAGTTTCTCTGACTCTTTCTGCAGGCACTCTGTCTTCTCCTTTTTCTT<br>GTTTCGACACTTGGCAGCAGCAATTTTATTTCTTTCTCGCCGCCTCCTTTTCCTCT<br>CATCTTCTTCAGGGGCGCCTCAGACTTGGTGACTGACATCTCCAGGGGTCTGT<br>TGTTGACGGTAACTGACTC
Amplicon Length (bp)	155
Chromosome Location	1:191171657-191177284
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	99
R ²	0.9999
cDNA Cq	22.07
cDNA Tm (Celsius)	83.5
gDNA Cq	37.58
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Atf3, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

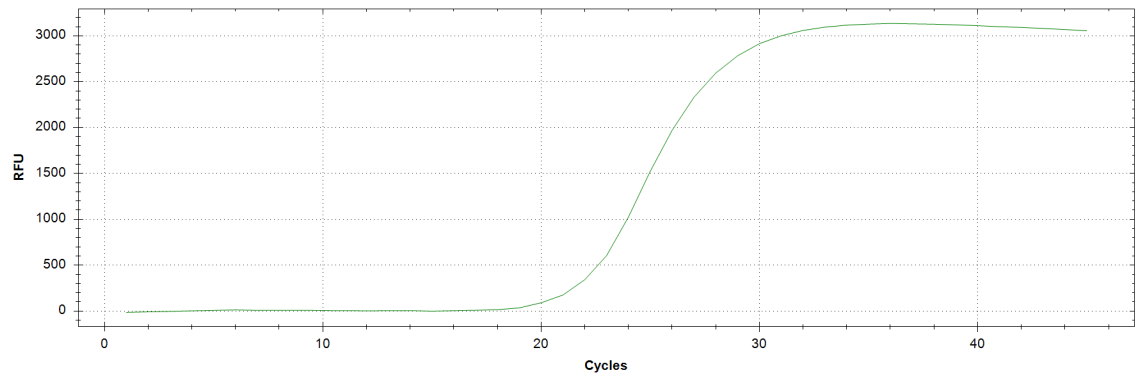

Melt Peak

Melt curve analysis of above amplification

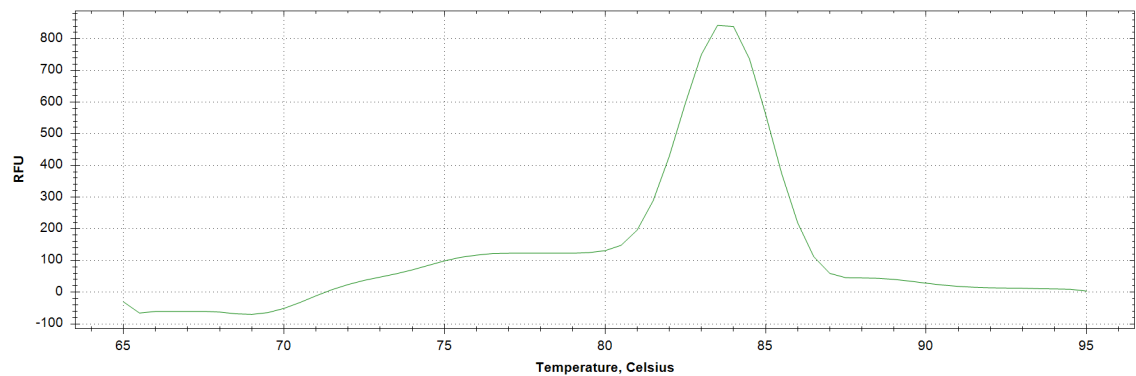

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

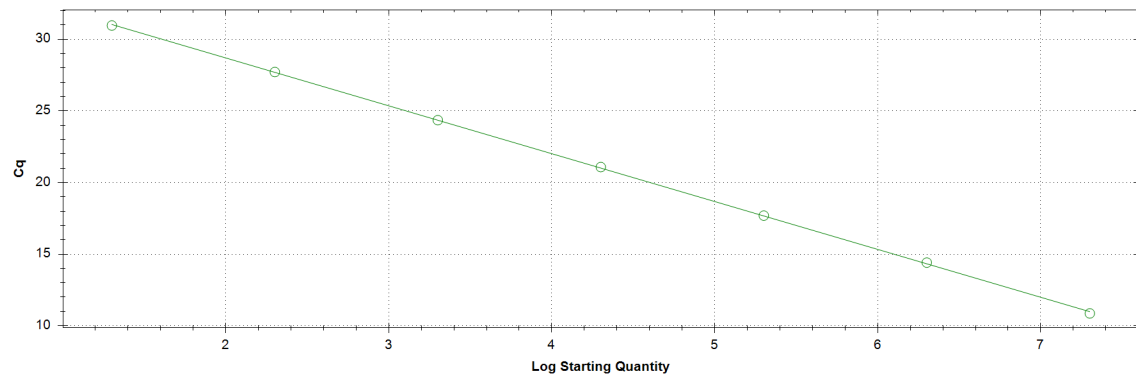

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	BCL2-like 11 (apoptosis facilitator)
Gene Symbol	Bcl2l11
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	1500006F24Rik, Bim, Bod
RefSeq Accession No.	NC_000068.7, NT_039207.8
UniGene ID	Mm.141083
Ensembl Gene ID	ENSMUSG000000027381
Entrez Gene ID	12125

Assay Information

Unique Assay ID	qMmuCID0005561
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000110341, ENSMUST00000103211, ENSMUST00000103210, ENSMUST00000019281
Amplicon Context Sequence	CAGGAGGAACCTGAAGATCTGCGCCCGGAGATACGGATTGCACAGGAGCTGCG<br>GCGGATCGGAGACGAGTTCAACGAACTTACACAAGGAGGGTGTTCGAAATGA<br>TTACCGCGAGGCTGAAGAC
Amplicon Length (bp)	96
Chromosome Location	2:128147102-128158263
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	101
R ²	0.9996
cDNA Cq	21.4
cDNA Tm (Celsius)	84
gDNA Cq	37.93
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Bcl2l11, Mouse

Amplification Plot
Amplification of cDNA generated from 25 ng of universal reference RNA

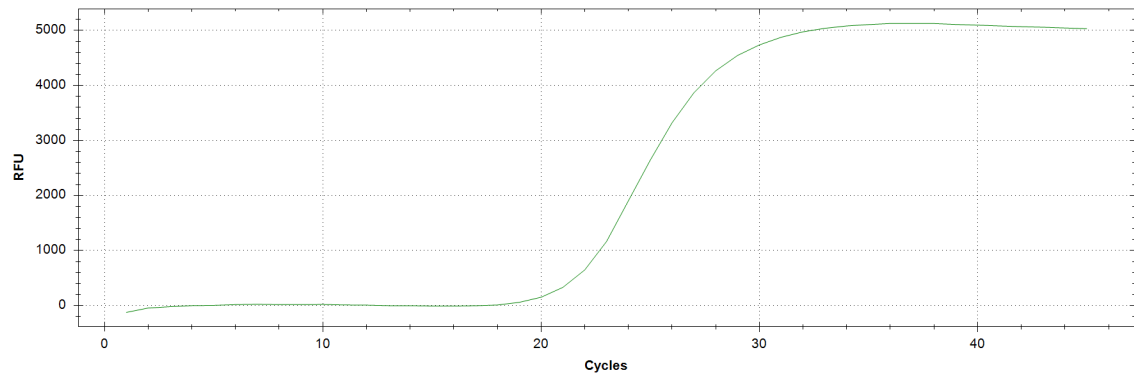

Melt Peak
Melt curve analysis of above amplification

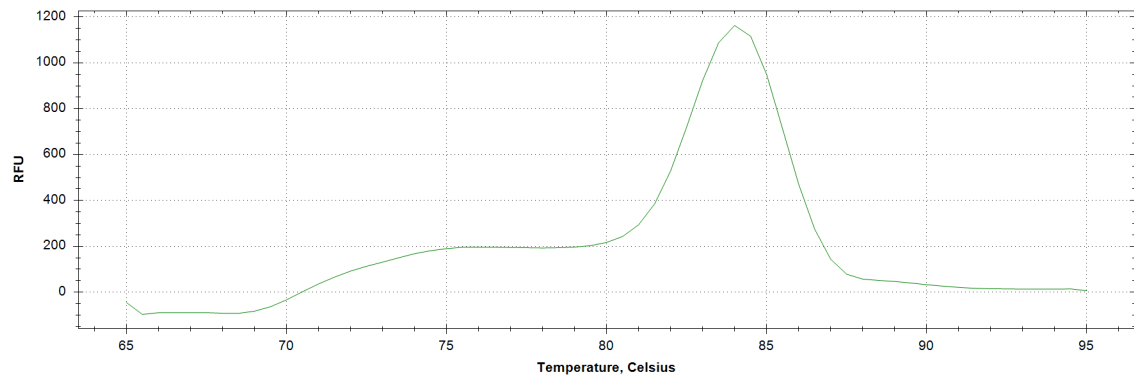

Standard Curve
Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

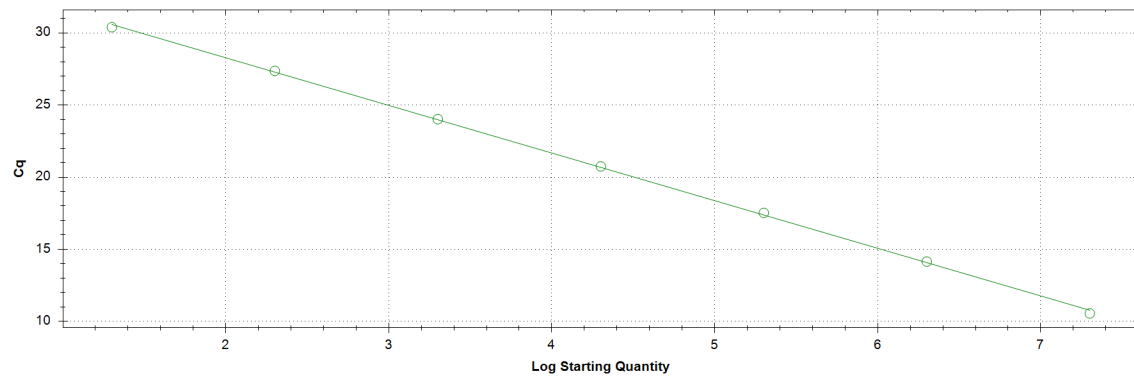

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	B cell translocation gene 2, anti-proliferative
Gene Symbol	Btg2
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	AA959598, APRO1, Pc3, TIS21
RefSeq Accession No.	NC_000067.6, NT_078297.7
UniGene ID	Mm.392646
Ensembl Gene ID	ENSMUSG00000020423
Entrez Gene ID	12227

Assay Information

Unique Assay ID	qMmuCID0006843
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000020692
Amplicon Context Sequence	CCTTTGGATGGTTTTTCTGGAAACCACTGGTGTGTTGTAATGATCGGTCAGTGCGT<br>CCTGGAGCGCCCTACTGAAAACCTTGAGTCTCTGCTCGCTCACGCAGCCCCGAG<br>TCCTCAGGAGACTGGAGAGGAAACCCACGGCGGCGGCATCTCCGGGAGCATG<br>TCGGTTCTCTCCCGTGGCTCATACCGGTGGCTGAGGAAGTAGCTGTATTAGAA<br>CGATGATGAC
Amplicon Length (bp)	196
Chromosome Location	1:134077661-134079094
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	99
R ²	0.9994
cDNA Cq	20.65
cDNA Tm (Celsius)	88.5
gDNA Cq	
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Btg2, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

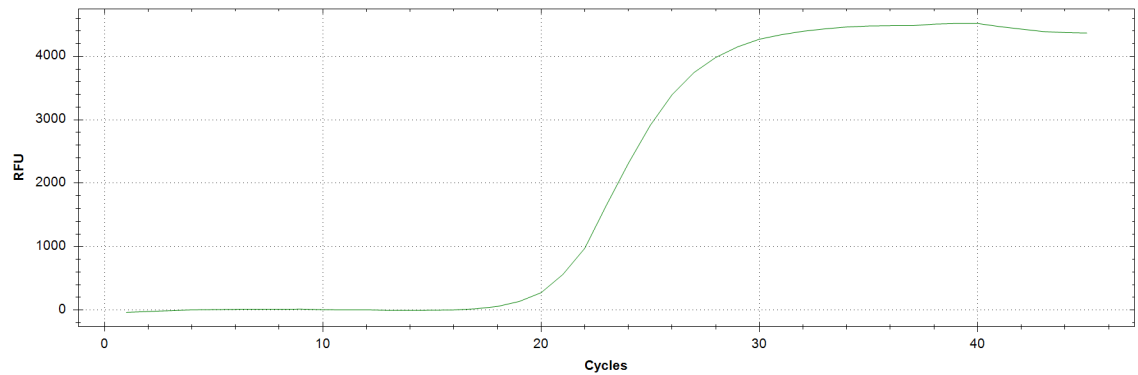

Melt Peak

Melt curve analysis of above amplification

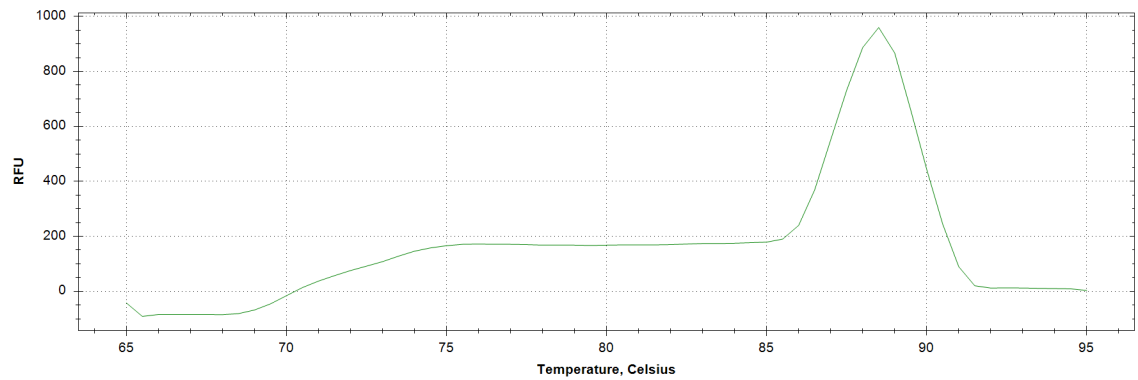

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

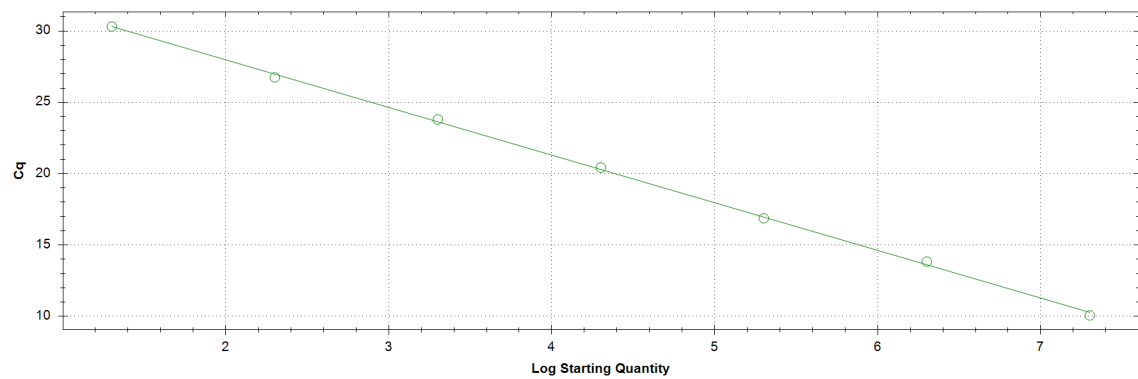

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	complement component 3
Gene Symbol	C3
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	AI255234, ASP, HSE-MSF, Plp
RefSeq Accession No.	NC_000083.6, NT_039649.8
UniGene ID	Mm.19131
Ensembl Gene ID	ENSMUSG00000024164
Entrez Gene ID	12266

Assay Information

Unique Assay ID	qMmuCID0006099
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000024988, ENSMUST00000177046
Amplicon Context Sequence	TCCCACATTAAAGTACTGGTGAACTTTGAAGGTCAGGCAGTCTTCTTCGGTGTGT<br>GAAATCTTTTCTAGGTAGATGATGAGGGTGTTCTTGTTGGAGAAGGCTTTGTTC
Amplicon Length (bp)	79
Chromosome Location	17:57206236-57207382
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	100
R ²	0.9986
cDNA Cq	19.13
cDNA Tm (Celsius)	79.5
gDNA Cq	39.5
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

C3, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

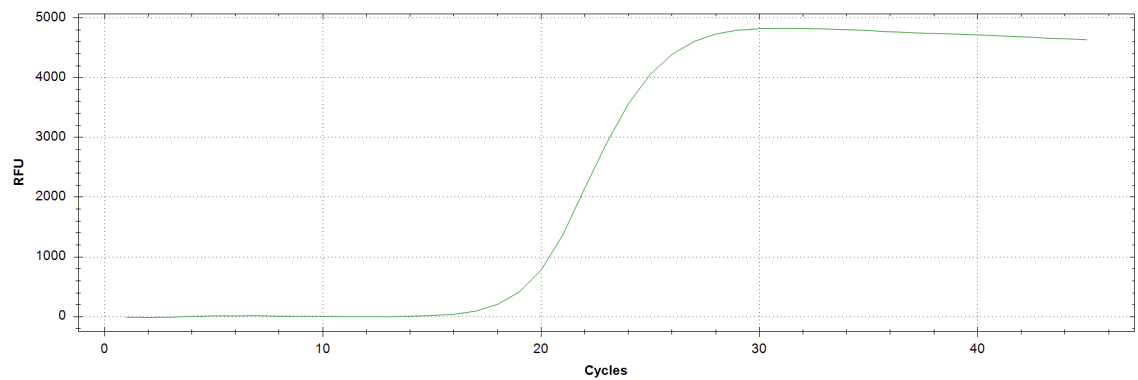

Melt Peak

Melt curve analysis of above amplification

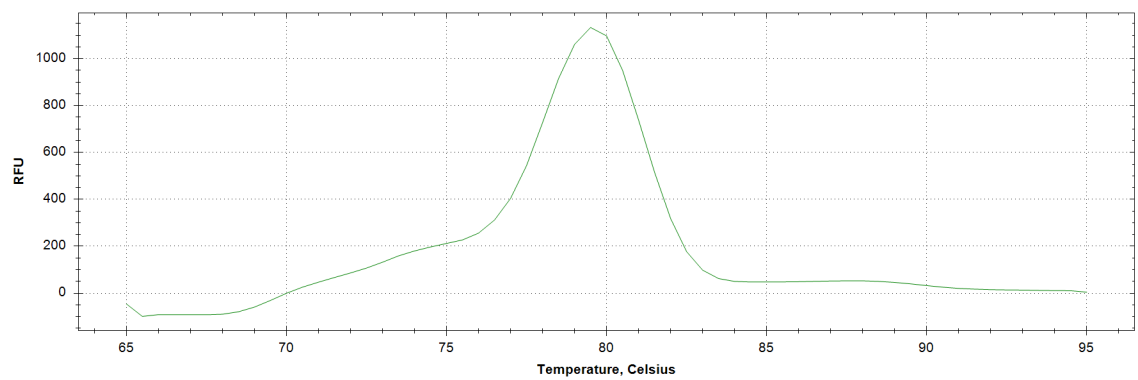

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

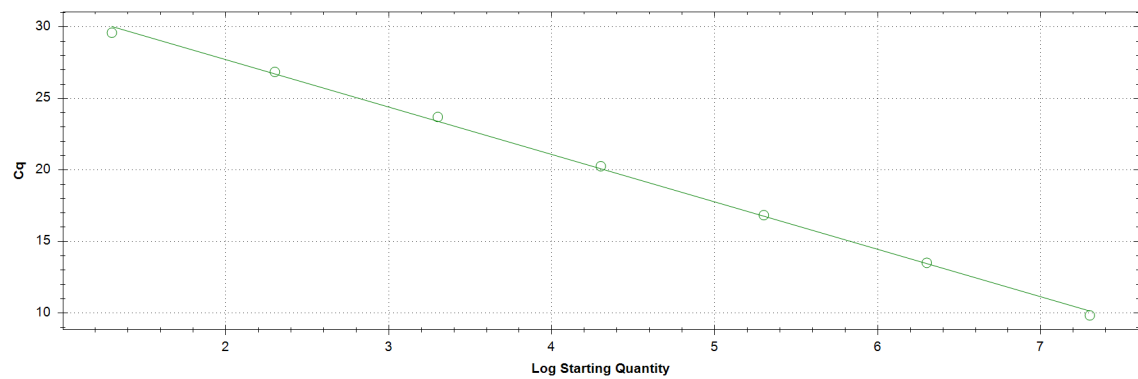

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	complement component 5a receptor 1
Gene Symbol	C5ar1
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	C5aR, C5r1, Cd88, D7Msu1
RefSeq Accession No.	NC_000073.6, NT_187034.1
UniGene ID	Mm.247623
Ensembl Gene ID	ENSMUSG00000049130
Entrez Gene ID	12273

Assay Information

Unique Assay ID	qMmuCID0006108
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000050770, ENSMUST00000168818
Amplicon Context Sequence	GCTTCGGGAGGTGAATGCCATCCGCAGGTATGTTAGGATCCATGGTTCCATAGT<br>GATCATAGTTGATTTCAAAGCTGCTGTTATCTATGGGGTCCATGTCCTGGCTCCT<br>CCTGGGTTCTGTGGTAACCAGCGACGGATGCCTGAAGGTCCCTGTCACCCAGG<br>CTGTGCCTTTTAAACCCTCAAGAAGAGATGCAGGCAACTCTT
Amplicon Length (bp)	173
Chromosome Location	7:16248997-16259517
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	96
R ²	0.9995
cDNA Cq	25.72
cDNA Tm (Celsius)	84.5
gDNA Cq	
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

C5ar1, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

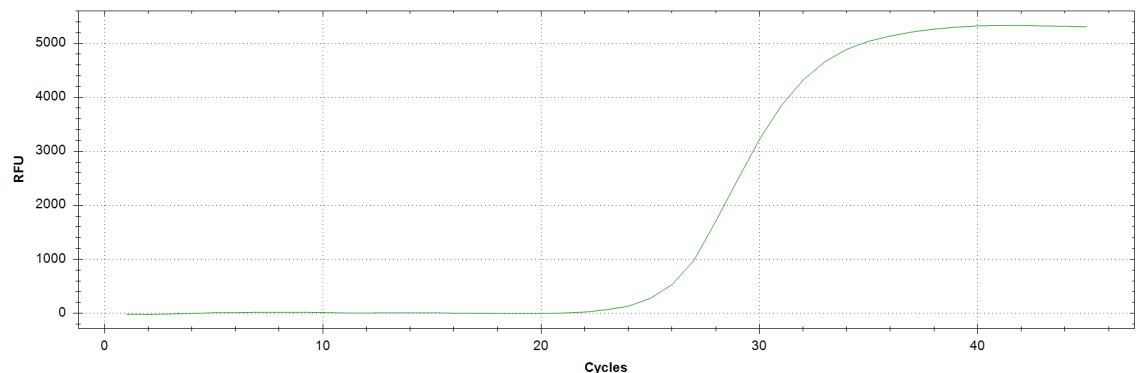

Melt Peak

Melt curve analysis of above amplification

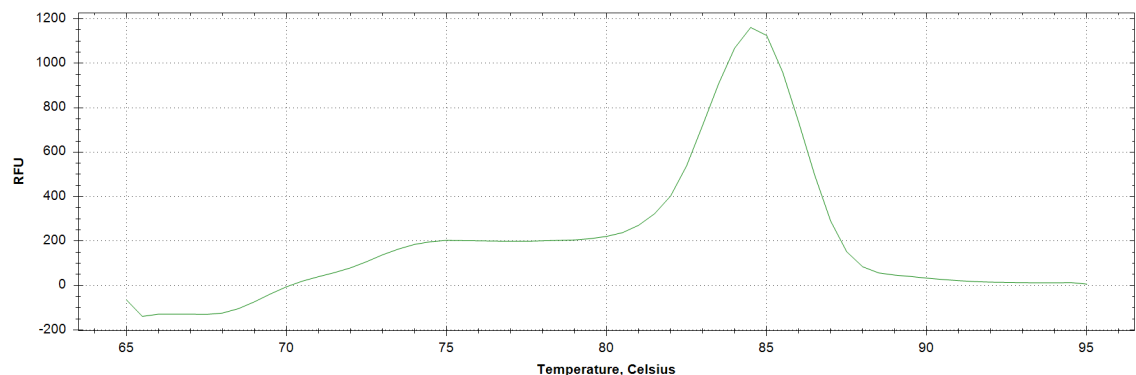

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

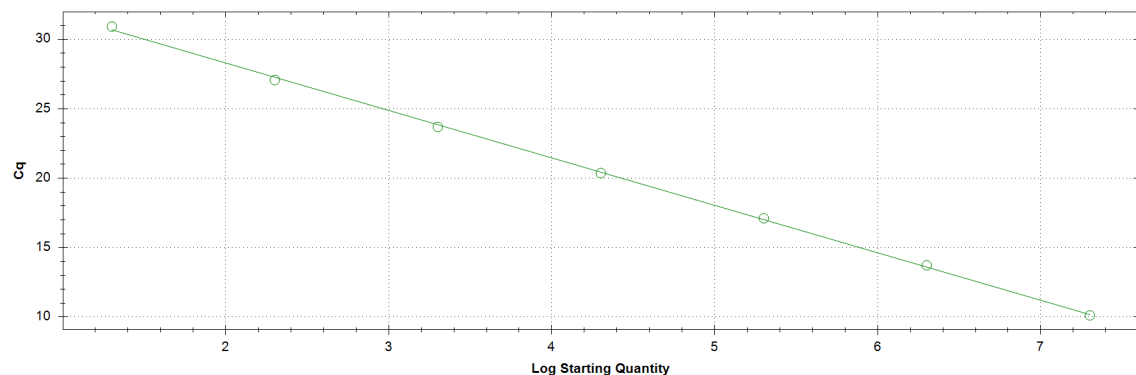

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

# PrimePCR™ Assay Validation Report

---

## Gene Information

## Assay Information

## Validation Results

Information to assist with data interpretation is provided at the end of this report.

# PrimePCR™ Assay Validation Report

Cited2, Mouse

## Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

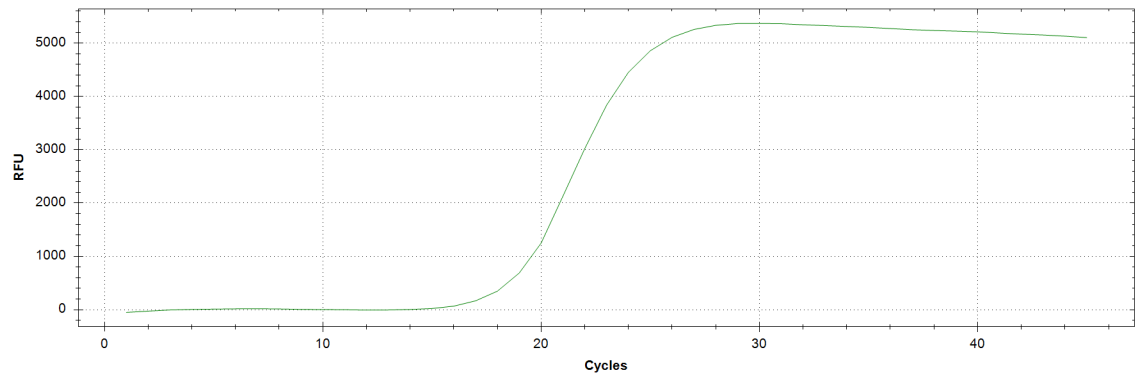

## Melt Peak

Melt curve analysis of above amplification

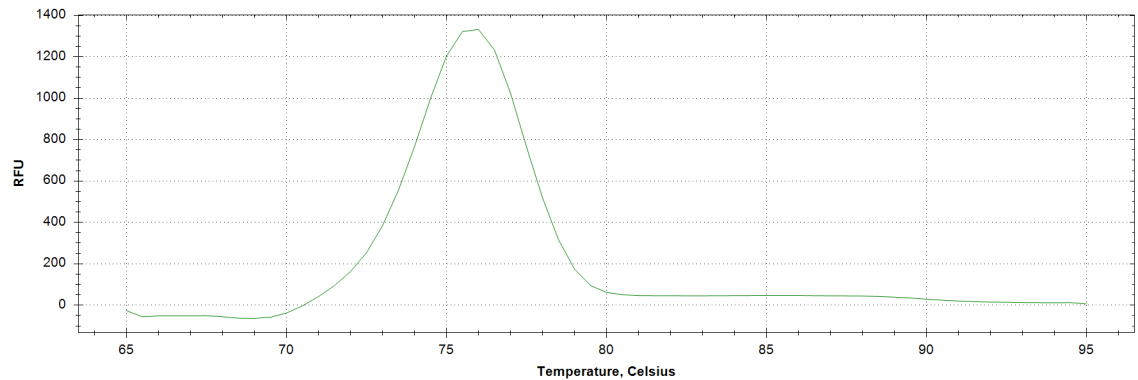

## Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

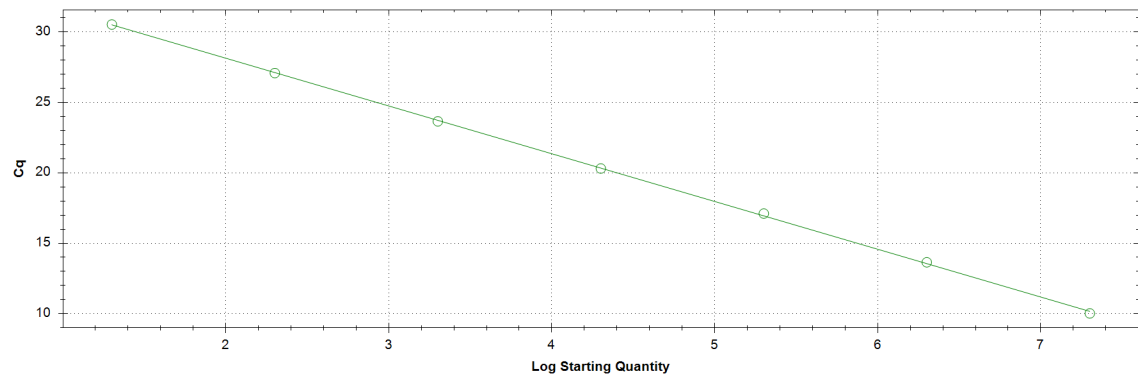

# PrimePCR™ Assay Validation Report

## Products used to generate validation data

## Data Interpretation

# PrimePCR™ Assay Validation Report

---

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	carboxypeptidase M
Gene Symbol	Cpm
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	1110060I01Rik, 5730456K23Rik, AA589379, E030045M14Rik
RefSeq Accession No.	NC_000076.6, NT_039500.8
UniGene ID	Mm.339332
Ensembl Gene ID	ENSMUSG00000020183
Entrez Gene ID	70574

Assay Information

Unique Assay ID	qMmuCID0021675
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000020399
Amplicon Context Sequence	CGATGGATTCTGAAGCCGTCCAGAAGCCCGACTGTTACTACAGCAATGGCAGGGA<br>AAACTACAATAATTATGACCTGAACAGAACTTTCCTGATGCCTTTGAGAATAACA<br>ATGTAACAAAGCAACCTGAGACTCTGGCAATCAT
Amplicon Length (bp)	114
Chromosome Location	10:117668071-117670259
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	97
R ²	0.9983
cDNA Cq	26.27
cDNA Tm (Celsius)	80
gDNA Cq	38.22
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Cpm, Mouse

Amplification Plot
Amplification of cDNA generated from 25 ng of universal reference RNA

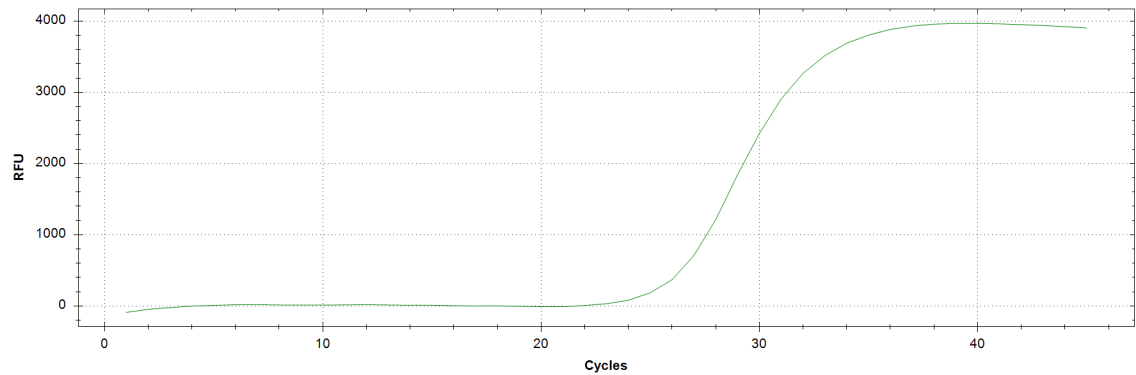

Melt Peak
Melt curve analysis of above amplification

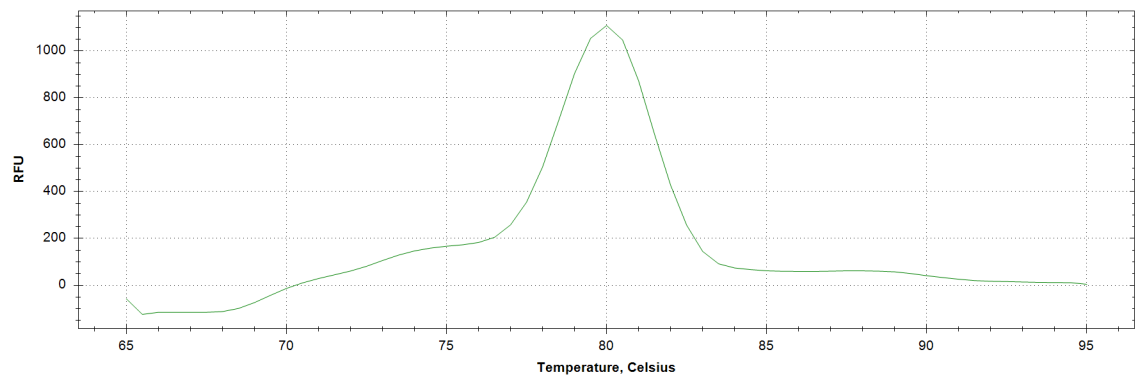

Standard Curve
Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

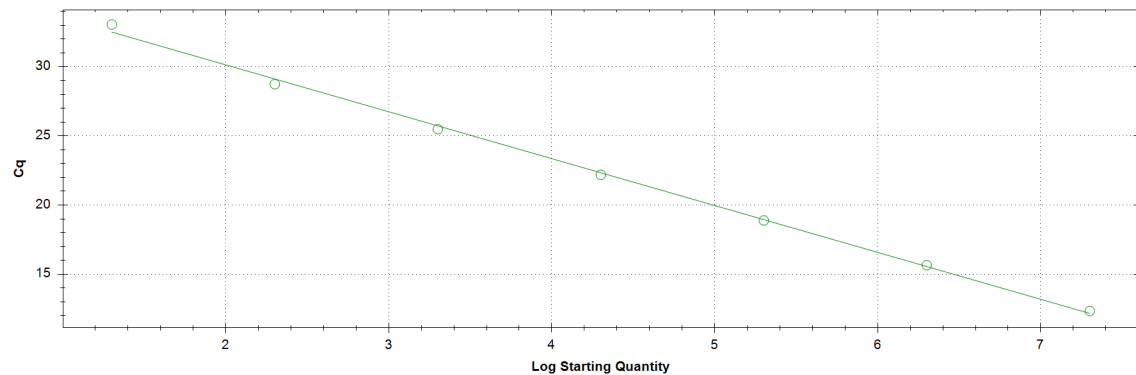

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	cysteine-serine-rich nuclear protein 1
Gene Symbol	Csrnp1
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	4931429D10Rik, Axud1, CSRNP-1, URAX1, taip-3
RefSeq Accession No.	NC_000075.6, NT_039482.8
UniGene ID	Mm.125196
Ensembl Gene ID	ENSMUSG00000032515
Entrez Gene ID	215418

Assay Information

Unique Assay ID	qMmuCID0009475
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000035101
Amplicon Context Sequence	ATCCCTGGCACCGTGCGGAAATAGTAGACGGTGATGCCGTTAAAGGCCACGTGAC<br>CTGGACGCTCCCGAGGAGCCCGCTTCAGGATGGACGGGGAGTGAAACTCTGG<br>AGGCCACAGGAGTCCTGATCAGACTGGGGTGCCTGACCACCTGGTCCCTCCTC<br>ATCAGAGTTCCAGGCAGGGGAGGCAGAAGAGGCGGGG
Amplicon Length (bp)	167
Chromosome Location	9:119974321-119977105
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	108
R ²	0.9994
cDNA Cq	23.05
cDNA Tm (Celsius)	88
gDNA Cq	
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Csrnp1, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

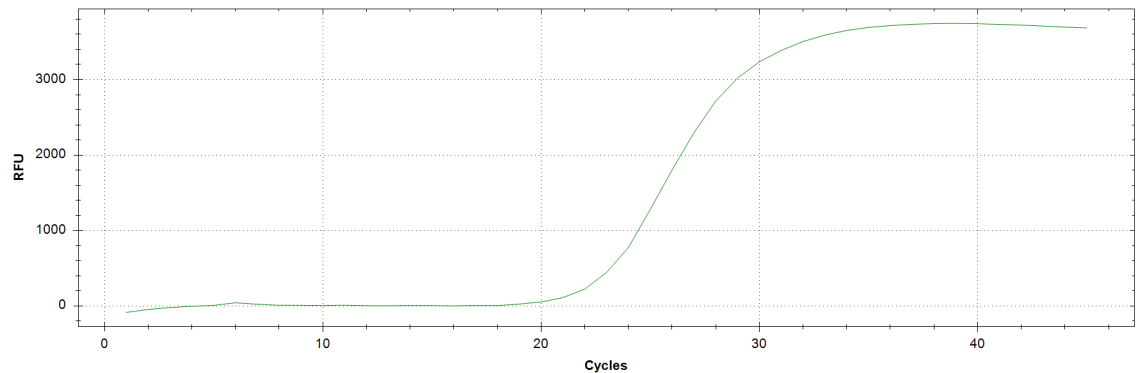

Melt Peak

Melt curve analysis of above amplification

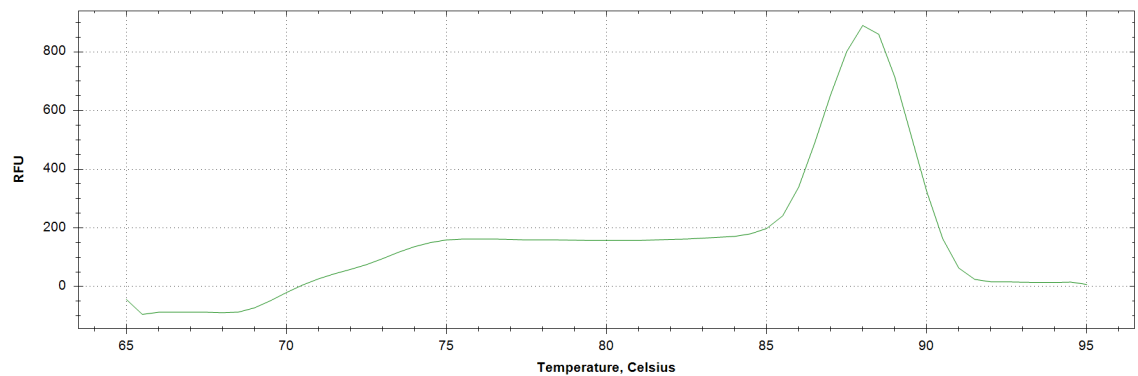

Standard Curve

Standard curve generated using 20 million copies of template diluted 10-fold to 20 copies

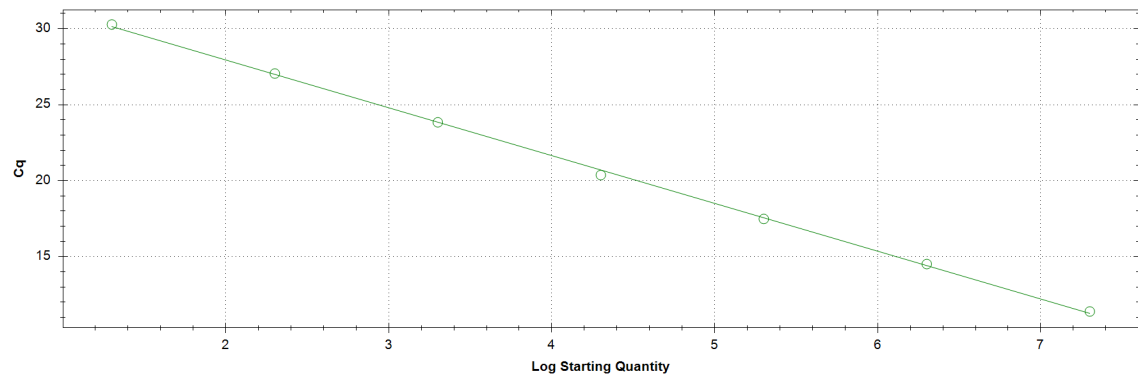

PrimePCR™ Assay Validation Report

Products used to generate validation data

**Real-Time PCR Instrument**	CFX384 Real-Time PCR Detection System
**Reverse Transcription Reagent**	iScript™ Advanced cDNA Synthesis Kit for RT-qPCR
**Real-Time PCR Supermix**	SsoAdvanced™ SYBR® Green Supermix
**Experimental Sample**	qPCR Mouse Reference Total RNA

Data Interpretation

**Unique Assay ID**	This is a unique identifier that can be used to identify the assay in the literature and online.
**Detected Coding Transcript(s)**	This is a list of the Ensembl transcript ID(s) that this assay will detect. Details for each transcript can be found on the Ensembl website at www.ensembl.org .
**Amplicon Context Sequence**	This is the amplicon sequence with additional base pairs added to the beginning and/or end of the sequence. This is in accordance with the minimum information for the publication of real-time quantitative PCR experiments (MIQE) guidelines. For details, please refer to the following publication, "Primer Sequence Disclosure: A Clarification of the MIQE Guidelines" (Bustin et al 2011).
**Chromosome Location**	This is the chromosomal location of the amplicon context sequence within the genome.
**Assay Design**	Exonic: Primers sit within the same exon in the mRNA transcript and can potentially co-amplify genomic DNA. If performing gene expression analysis, it is suggested that the samples be treated with a DNase to eliminate potential unwanted signal from contaminating genomic DNA. Exon-exon junction: One primer sits on an exon-exon junction in mRNA. When performing gene expression analysis, this design approach will prevent unwanted signal from contaminating genomic DNA. Intron-spanning: Primers sit within different exons while spanning a large intron in the mRNA (intron is greater than 750bp). When performing gene expression analysis, this design approach should limit potential unwanted signal from contaminating genomic DNA. Small intron-spanning: Primers sit within different exons with a short intron in between (intron is smaller than 750bp). Small introns may not prevent unwanted signal from contaminating genomic DNA.
**Efficiency**	Assay efficiency was determined using a seven-point standard curve from 20 copies to 20 million copies. While an efficiency of 100% represents a perfect doubling of template at every cycle and is ideal, typical ranges of good assay efficiency are between 90-110%. For difficult targets, assay efficiency outside of this range are accepted and reported accordingly.
**R²**	The R ² represents the linearity of the standard curve and how well the standard curve data points fit the linear regression line. Acceptable values are >0.98.

PrimePCR™ Assay Validation Report

**cDNA Cq**	Cq value obtained from 25ng of cDNA transcribed from universal RNA when performing wet-lab validation of the assay. Note: Not all genes will be expressed at a detectable level in the universal RNA sample.
**cDNA Tm**	Melting temperature of the amplicon when running a melt curve analysis.
**gDNA Cq**	Cq value obtained when running the assay with 2.5ng of genomic DNA. This is more than a moderate level of genomic DNA contamination. Intron-spanning and exon-exon junction assay designs can minimize or eliminate genomic DNA detection. Note: Genomic DNA contamination is often present at variable levels. If concerned about genomic DNA contamination, the genomic DNA contamination control assay is recommended to run with your sample to determine if genomic DNA levels are sufficient to negatively impact results.
**Specificity**	This value is the percent of specific amplicon reads as measured by next generation sequencing (NGS). While 100% specificity is desirable, small decreases in specificity (<1%) can be due to NGS read errors. More significant reductions are likely due to co-amplification of homologous regions. Note: Since gene expression can be cell type and condition specific, the exact level and impact of co-amplification in a given sample is impossible to predict. If co-amplification is detected, it should be taken into consideration and reported when analyzing gene expression results.

# Supplementary material for: CaMKII oxidation is a critical performance/disease trade-off acquired at the dawn of vertebrate evolution
**Source:** Nat Commun. 2021 May 26;12:3175. doi: 10.1038/s41467-021-23549-3
**Supplement:** Supplementary file 6 — Supplementary Data 3

PrimePCR™ Assay Validation Report

Gene Information

Gene Name	cytochrome P450, family 1, subfamily b, polypeptide 1
Gene Symbol	Cyp1b1
Organism	Mouse
Gene Summary	Description Not Available
Gene Aliases	CP1B, P4501b1
RefSeq Accession No.	NC_000083.6, NT_039649.8
UniGene ID	Mm.214016
Ensembl Gene ID	ENSMUSG00000024087
Entrez Gene ID	13078

Assay Information

Unique Assay ID	qMmuCID0021054
Assay Type	SYBR® Green
Detected Coding Transcript(s)	ENSMUST00000015812, ENSMUST00000024894, ENSMUST00000117588, ENSMUST00000112690
Amplicon Context Sequence	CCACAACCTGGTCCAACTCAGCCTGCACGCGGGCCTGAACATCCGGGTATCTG<br>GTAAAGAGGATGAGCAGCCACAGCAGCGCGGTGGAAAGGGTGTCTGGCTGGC<br>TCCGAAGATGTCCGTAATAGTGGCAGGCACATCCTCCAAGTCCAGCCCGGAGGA
Amplicon Length (bp)	130
Chromosome Location	17:79710632-79713378
Assay Design	Intron-spanning
Purification	Desalted

Validation Results

Efficiency (%)	94
R ²	0.9993
cDNA Cq	21.03
cDNA Tm (Celsius)	87.5
gDNA Cq	
Specificity (%)	100

Information to assist with data interpretation is provided at the end of this report.

PrimePCR™ Assay Validation Report

Cyp1b1, Mouse

Amplification Plot

Amplification of cDNA generated from 25 ng of universal reference RNA

Melt Peak

Melt curve analysis of above amplification

How the deposited data were processed for this re-analysis (not part of the article)

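Quadriceps RNA of 16 male mice was measured by RNA sequencing, 4 mice in each of sedentary MM (WT), exercised MM (WT), sedentary VV and exercised VV. Exercised mice ran 350 m and their muscles were taken 3 h later. Mice were assigned to groups from the genotype and treatment in the sample labels and from the paper, and each mouse is 1 replicate.

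The authors deposited FPKM values per gene, fragments scaled by transcript length and by the number of mapped fragments. The submitters' processing notes name the build mm10 and the tools FastQC, TopHat, StringTie, Cuffdiff 2.2.1 and SAMtools. Their versions other than Cuffdiff's, their order and the annotation are not given in the sources used here, and the paper's text names no test behind its q values. Because an FPKM value is already divided by library size and gene length, a shift in a few very high genes lowers all others; the 10 highest genes held 28.5 to 33.4% of the FPKM sum of a mouse. Of 18872 genes, 18460 were above 0 in some mouse, 1 had no values and 7 had 16 missing values in all, none of them tested. Between 15266 and 15780 genes were above 0 in a mouse. In 271 tested entries the table joins several overlapping genes into 1 name, and such entries, gene families with near-identical copies and overlapping genes are uncertain. Mitochondrially encoded genes, 0 of 13 of which matched an entry, and the fast myosins Myh1, Myh2 and Myh4 were not analysed here. Read counts were not used, so precision rests on the spread between mice and relative depth only. Relative depth was taken from genes below 0.5 FPKM as the most frequent ratio to the shallowest mouse.

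FPKM values were analysed in R 4.3.3 with limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with a mean of at least 1 FPKM over the 16 mice, 10519, were put on the scale log2(FPKM + 0.1), which understates the change of low genes. A linear model with 4 group means was fitted with lmFit and eBayes with trend and robust settings, so that all comparisons share 1 estimate of the spread. Comparisons were exercise in MM, exercise in VV, the difference of these exercise effects, VV against MM in sedentary and in exercised mice, and exercise with genotype left out. P values are two-sided and Benjamini-Hochberg adjusted, with 0.05 as the threshold, which is the paper's. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 40 lists with at least 3 tested genes, and again with an estimated correlation. A list's score in a mouse is the mean log2 value over its tested genes. Scores, principal component distances and response sizes were tested by exact permutation, over the 70 splits of 8 mice, the 12870 splits of 16 mice or the 4900 assignments of genotype within sedentary and within exercised mice. The response size was the share of genes with the larger absolute change in MM and the principal axis slope of VV on MM. Genes beyond 2 SD lie more than 2 SD of all tested log2 fold changes from their mean. The paper's pathway software was not used here and fixed gene lists took its place. Coordinates are those of RefSeq's annotation of GRCm38, the assembly that mm10 names.

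The lists fixed before the data were examined cover cytokines and chemokines, leukocyte adhesion and migration, innate receptors and NF-kB signalling, phagocyte receptors and complement (joined as inflammation, 76 of 167 genes tested), MHC class II, interferon response, muscle differentiation and growth (45 of 56), immediate early genes, MAPK feedback, PGC-1α and fatty acid metabolism, glucose uptake and glycolysis, heat shock, the unfolded protein response, NRF2, NADPH oxidase, glucocorticoid response, atrophy, clock genes, angiogenesis, sarcomere and membrane stress, calcium handling, CaMKII isoforms, collagens, nuclear-encoded OXPHOS, cholesterol synthesis and ribosomal proteins. Marker lists cover neutrophils, macrophages and monocytes, T and NK cells, B and plasma cells, mast cells, endothelium, fibro-adipogenic cells and fibroblasts, satellite cells, smooth muscle, adipocytes, Schwann cells, erythroid cells, tendon, slow fibres and fast fibres. The lists of neutrophil markers (2 tested genes), T and NK cell markers (1) and mitochondrially encoded genes (0) were too small to test.

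Genes named in the text follow a rule. It takes the 12 highest and 8 lowest log2 fold changes among genes that passed in MM with all 4 exercised mice on the same side of all 4 sedentary mice, the same for VV, and the 10 smallest p values each for the difference of effects and for VV against MM in sedentary and in exercised mice. It adds the genes the paper names for mouse muscle, the first 10 genes of Supplementary Data 1 and the 10 with its most negative difference between VV and MM, whose values had been seen, and up to 4 members of each list with the largest absolute log2 fold change. Other genes were named after their values were seen, and some genes that meet the rule are not reported here.

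Alternatives tried were pseudocounts of 1 and 0.01, no filter and a mean of at least 5 FPKM, median-ratio and quantile scaling, eBayes without trend and robust settings, sample quality weights, a fit of the groups compared alone, the title number as a random effect, each mouse left out in turn, an estimated correlation in camera, the inflammation list without leukocyte markers, the genes called in 1 genotype as the set for response size, the exercised mice of title number 2161 alone, and log2 ratios of group means. Removal of small RNA genes and a slope through the origin were added after the data were seen.

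The procedure was tested on simulated data for the 10519 genes, with 200 changed genes in each of 10 repeats. Noise was drawn independently for each gene and mouse, so these rates do not cover correlated genes or structure among the mice. For exercise in MM it called 43.4, 87 and 98.2% of genes changed by 0.5, 1 and 2 log2 units, and for the difference of effects 19.9, 68.8 and 94.4%. Unchanged genes called numbered 7.8 per repeat for MM, 0.1 for VV and 6.3 for the difference. A list of 20 genes changed by 0.5 was called in 10 of 10 repeats, and unchanged lists were called 3 times over all repeats. These lists were random, uncorrelated genes, so they do not test camera's preset correlation on the real lists. In a separate, larger set of changed genes with VV responses set to 0.8 of those in MM, the mean slope found was 0.806 (0.768 to 0.831).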

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

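The tests of depth, of linked variants, of a wrong label, of 1700112E06Rik over all 16 mice, of muscle fibre share and of connective tissue, and the sorting of assignments by title number, were chosen after the result was seen; the splits of the samples, the test of gene choice and that of the title number were set before.

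Exercise responses were smaller in VV than in MM in the genes of Supplementary Data 1, with a difference of -0.373 between the responses in the mean per mouse, but the study chose this list on these mice, so the small permutation p of the list (exact, two-sided, p = 0.0273) is no independent test. The relative depth of exercised VV over exercised MM mice, 1.08, argues against lower depth in VV as the cause, and the choice of genes in MM is argued against by genes chosen in VV, of which 86.2% responded more in MM, a share reached in 2 of 200 genotype assignments that each chose their own genes, with a highest other of 95.7%, although with the VV genes held fixed that share did not pass (exact permutation over 4900 assignments, two-sided, p = 0.112). The title number stays open, because within the exercised 2161 mice VV minus MM over the 206 rising genes was -0.0569 and over other title numbers -0.232, each from 2 mice a side, against -0.145 over all exercised mice (exact permutation, two-sided, p = 0.257). Of genotype assignments that part the exercised 2161 mice 2 and 2, as the real one does, 4 of 50 gave as large a difference in genes called (highest 132); of those that part them 3 and 1 it was 9 of 47 (highest 1490), and 4 and 0, 3 of 3 (highest 595), and the assignments with several times the real difference point to a structure of the samples, whose source is not known. An effect of genotype on the size of the response is a hypothesis that may hold beside that structure.

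The inflammation genes had a mean difference between the exercise responses of -0.381, which passed camera with the preset correlation and did not pass with an estimated one (adjusted p = 0.778) or per mouse (exact permutation, two-sided, p = 0.131; 0.585 adjusted over 40 lists). Within groups, endothelial markers did not follow macrophage markers across mice (slope 0.0123, 95% interval -0.0692 to 0.0938), so the share of muscle fibres did not account for that spread. The test leaves out the group means, so loss of muscle fibres as the cause of the difference between groups stays open. The difference between the responses was -0.111 for the endothelium score (exact permutation, two-sided, p = 0.161) and -0.822 for the macrophage score. A varying amount of connective tissue with its resident cells is a possible explanation: fibroblast and macrophage scores rose together across the 16 mice within groups (r = 0.917, permutation p = 2.0e-05; rho = 0.90, p = 2.0e-05; r = 0.90 without the 2 mice farthest from the median), the other of 2 relations computed, of inflammation and macrophage scores, being left unweighed because those lists share genes. Chance cannot be excluded for the difference of responses, where 10 of 100 genotype assignments gave a camera p as small as 1.7e-09 (smallest other 2.5e-24), nor for exercised VV against MM, where 14 of 35 splits did (9.6e-05; 4.9e-20). An inflammatory response that depends on genotype stays open and was not separated from tissue composition.

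1700112E06Rik, which the paper does not discuss, was lower in sedentary VV than in sedentary MM by -2.45 log2 units, and over all 16 mice by -2.33 (adjusted p = 0.00067 from limma), with all 8 MM above all 8 VV mice (permutation p = 0.000155, the smallest the 12870 splits allow). Its mean was 2.10 ± 1.33 FPKM in exercised MM and 0.319 ± 0.064 FPKM in exercised VV (SD, n = 4 each). The lowest MM mouse had 1.31 times the FPKM of the highest VV mouse (0.895 and 0.683), which restates that separation and does not test the genotype labels, so a wrong label stays open. Variants carried with the knock-in allele stay open too: with 1700112E06Rik and Camk2g left out, 13.3% of 45 tested genes within 5 Mb of Camk2g had an unadjusted p under 0.05 between genotypes, 6 genes of which 5 were lower in VV, against 13.1% of 10103 other genes (Fisher's exact test, two-sided, p = 1), too few to tell a local effect. Chance cannot be excluded for the sedentary number of genes, as 3 of 35 splits called at least 1 gene and the highest called 4.

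Single mice stood apart from the other 3 of their group in 13 of 272 groups over 68 measures. The number of about 13.6 that chance would give assumes the same rate for every measure. FPKM of single genes and lists that share genes need not follow it. The count therefore does not tell whether any single value arose by chance. The exercised MM mouse 2246-4 had -6.23 on principal component 3 (others 7.06 to 8.46) and a fibroblast marker score of 4.59 (others 5.31 to 5.41). Clock gene scores were 4.05 in the sedentary MM mouse 2074-1 (others 3.88 to 3.89) and 3.69 in the exercised VV mouse 2296-2 (others 3.89 to 3.93). That mouse also had a slow fibre score of 5.62 (others 6.38 to 6.48) and 1951 FPKM of Lars2, the mitochondrial leucyl-tRNA synthetase (others 66.6 to 91.3). Its value of -26.0 on principal component 3 was not counted as apart but was the lowest of all mice. Lars2 and small RNAs such as Rny1, Rmrp and Rn7sk have negative weights on that component. The same mouse had the lowest mean over the rising exercise genes among exercised mice, 3.61 log2 units. Whether these values share a cause was not tested. Lars2 was 258 FPKM in 2074-1 (others 69.8 to 83.5). The mast cell marker score of the sedentary VV mouse 2296-5 was -0.619 (others 1.33 to 1.72). The exercised VV mouse 2161-7 had an endothelium score of 3.56 (others 3.68 to 3.70), 87.3 FPKM of Nr4a3 (others 24.4 to 32.2) and 91.0 FPKM of Ppargc1a (others 39.3 to 43.1). Nr4a3 was 4.58 FPKM in the sedentary MM mouse 2032-3 (others 0.651 to 1.07), and the noncoding RNA A630019I02Rik was 97.1 FPKM in the sedentary MM mouse 2127-3 (others 10.4 to 23.1).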

How the results depend on the processing

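The removal of small RNA genes and the slope through the origin were chosen after the result was seen. Over 27 results and 34 alternative settings, 712 values were computed, of which 628 counted as kept and 84 did not. Tested results had to stay on their side of the threshold, with the direction judged only where a value passed. Counts had to stay within 1.5 times, and the share of VV genes also found in MM within its Wilson interval. None of the 84 turned a direction where a value passed. The mean of the inflammation list in VV, negative with all mice, was above 0 without 2074-5, 2126-4, 2161-7 or 2296-2, where camera ranked the list upward as before. The cause of these moves was not tested except where fewer genes or mice entered by construction.

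Genes changed by exercise in MM numbered 235 with sample quality weights and 69 to 139 with 1 mouse left out. In VV they numbered 53 with median-ratio and 48 with quantile scaling, 5 with the groups compared alone, and 16 to 43 with 1 mouse left out. The difference of effects gave 0 to 1 genes with 1 mouse left out. Sedentary VV against MM gave 0 genes with a pseudocount of 1, no filter, a mean of at least 5 FPKM, median-ratio or quantile scaling, plain eBayes or the groups compared alone, and 0 to 2 with 1 mouse left out. Exercised VV against MM gave 1 gene in the 2161 mice alone and 0 to 2 with 1 mouse left out. The share of VV genes also found in MM was 100% with the groups compared alone and 76.7 to 100% with 1 mouse left out. The share of genes larger in MM was 71.4% with quantile scaling, 98.4% over the genes called in MM and 55.2 to 79.2% with 1 mouse left out. The slope was 0.779 to 0.896 with 1 mouse left out (exact permutation p 0.0559 to 0.343) and 0.806 through the origin (p = 0.127). The distance between components, MM minus VV, was 3.46 to 10.0 with 1 mouse left out and 4.52 without small RNA genes, 22 of which had been tested; the sedentary distance was 6.21 to 18.2.

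With an estimated correlation in camera no call of the inflammation or muscle lists was kept, at adjusted p of 0.218 (inflammation in MM, 0.35), 0.778 (difference, -0.38), 0.924 (exercised, -0.29), 0.122 (muscle list in MM, 0.36) and 0.0911 (in VV, 0.17). With a mean of at least 5 FPKM the inflammation list in exercised mice had -0.26 (adjusted p = 0.0605). With 1 mouse left out the inflammation list ranged from -0.174 to 0.0542 in VV, from -0.52 to -0.28 for the difference and from -0.41 to -0.22 in exercised mice, and the muscle list from -0.25 to -0.10 for the difference. Without leukocyte markers, 67 inflammation genes, all its calls were kept.

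Genes beyond 2 SD numbered 884, 840 and 834 without the filter and 189, 145 and 135 with a mean of at least 5 FPKM, for MM, VV and exercised mice, since other numbers of genes enter. Inflammation members among them in VV were 15 without the filter, 7 with sample quality weights and 1 to 7 with 1 mouse left out, and in exercised mice 4 to 24 with 1 mouse left out. Muscle list members in exercised mice were 6 with a pseudocount of 1, 5 with a mean of at least 5 FPKM, 5 with sample quality weights and 2 to 6 with 1 mouse left out. All 47 genes of Supplementary Data 1 left at a mean of at least 5 FPKM, and 77 to 84 of the 84 or 85 tested with 1 mouse left out, were smaller in VV.

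Title numbers are shared by some mice of different groups. Deviations from the group means of 8 such pairs had a mean correlation of 0.0768, against -0.00680 over 88 pairs with different numbers; within groups it was -0.156 over 5 pairs with the same number and -0.377 over 19 with different numbers. Mice were not taken as pairs, and what the number marks stays open. In MM no number is shared by sedentary and exercised mice, and in VV only 2296 is. An effect of what the number marks can therefore not be separated from that of exercise in MM. With the title number as a random replicate block (correlation 0.231 within numbers), 72 genes changed in MM, the share larger in MM was 77.5% (p = 0.0322) and 6 inflammation genes lay beyond 2 SD in VV. Of 380 values of named genes, 16 no longer passed with this block. Depth is known only in relative terms, so no limit for single low genes can be given. Scaling moved the median log2 fold change of all genes by under 0.1; without rescaling it was -0.05 in MM, -0.08 in VV and -0.08 between exercised genotypes.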

Differences from the paper's values

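No further test was made for this part after the result was seen; the paper's values are set beside values already given. For genes changed by exercise at an adjusted value under 0.05, the paper gives 582 in MM and 216 in VV, and limma gave 129 and 29. For genes changed in both genotypes the paper gives 180 and limma 27. The paper's text names the threshold and not the test. Each of the 26 alternatives set before the data were examined also differs, with 69 to 235 genes in MM, 5 to 53 in VV and 5 to 46 in both. The paper's share of VV genes also found in MM is 83%, and the 93.1% found here does not differ from it.

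Of 170 log2 fold changes in Supplementary Data 1, 85 genes in each genotype, 2 differ in sign, both in VV and both near 0. For Plau, a plasminogen activator, the paper's value is 0.0305 and the value here -0.0448. It no longer differs with median-ratio (0.0365) or quantile scaling (0.0237) or without the mice 2074-5 (0.00787), 2126-4 (0.205), 2161-7 (0.193) or 2296-2 (0.0200), and differs under all other alternatives. For C3, the central complement component, the paper's value is 0.0124 and the value here -0.0580. It no longer differs with median-ratio scaling (0.0237), with the title number as a random effect (0.0373) or without 2126-4 (0.157), 2161-7 (0.107) or 2296-2 (0.0197), and differs under all other alternatives. A value was also counted as different if it lay further from the paper's than the SD between mice. By this rule 0 of the 170 values differ with median-ratio scaling and 23 with a pseudocount of 1. Without the exercised VV mouse 2161-5 it was 14 of 168.

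The paper states that sedentary genotypes have very similar profiles, and the single gene found between them, 1700112E06Rik, is not named there. It states that responses to exercise were diminished in VV on its components, and the difference in distance here, 5.53, had an exact permutation p of 0.211 and passed without the exercised VV mouse 2161-7 (10.0, p = 0.0110).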

Other observations

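The comparison of list scores by title number and the permutation tests of single CaMKII isoforms, Gapdh and Ncf1 were chosen after the result was seen; the lists and the splits of the samples were set before. Genes of atrophy and proteolysis had mean log2 fold changes on exercise of 0.22 in MM and 0.21 in VV, with 2 and 1 of 22 genes passing by limma (4 and 4 when adjusted over the list alone; adjusted p = 1.8e-05 and 2.0e-08 from camera, 0.069 and 0.023 with an estimated correlation). Gabarapl1, an autophagosome protein of the ATG8 family, rose by 0.94 in MM (adjusted p = 0.00094) and had 0.69 in VV (adjusted p = 0.026), a call lost without the VV mice 2074-5, 2126-4, 2161-5, 2161-7 or 2296-3 (adjusted p = 0.0609, 0.133, 0.101, 0.0990 and 0.0696), without the filter on low values (0.0604), with a plain eBayes step (0.0594) and in a fit of the VV mice alone (0.108). Glucocorticoid response genes had means of 0.37 in MM and 0.44 in VV, with 1 and 0 of 23 passing (4 and 5 when adjusted over the list alone; adjusted p = 4.4e-05 and 4.0e-11 from camera, 0.270 and 0.176 with an estimated correlation), and between exercised genotypes one of 0.15 with 19 of 23 higher in VV (adjusted p = 0.0020; 0.924 with an estimated correlation). Genes of the unfolded protein response had means of 0.20 in MM and -0.00 in VV, where camera ranked them upward (adjusted p = 0.00069 and 0.027, 0.218 and 0.61 with an estimated correlation); Ern1, the sensor IRE1, and Ppp1r15a, a phosphatase subunit that restores translation, rose in MM by 0.89 and 0.92 (adjusted p = 0.0066 and 0.0041). Of 29 genes of PGC-1α and fatty acid metabolism, 2 rose in MM and 1 in VV (4 and 1 when adjusted over the list alone), with means of 0.19 and 0.07, the VV median being -0.04 (adjusted p = 0.0026 and 0.028, 0.269 and 0.687 with an estimated correlation). Angiogenesis genes had means of 0.23 and 0.14, with 2 and 0 of 19 passing (5 and 1 when adjusted over the list alone; adjusted p = 0.00015 and 4.9e-05, 0.123 and 0.091 with an estimated correlation), and Cited2, a regulator of HIF-1, rose in MM by 0.81 (adjusted p = 0.013; 0.0524 without 2127-1). MAPK feedback genes had means of 0.22 and 0.07 (adjusted p = 0.0011 and 0.0035, 0.218 and 0.296 with an estimated correlation). Glycolysis genes had means of 0.06, with a median of -0.01, and 0.05 (adjusted p = 0.25 and 0.0084, the latter 0.432 with an estimated correlation), and hexokinase Hk2 had 1.20 and 1.04 (adjusted p = 0.083 and 0.25; the MM value passed without 2161-7, adjusted p = 0.0083).

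For lists, p values in parentheses are camera's, adjusted over 40 lists, and a second value is that with an estimated correlation. Collagens and other matrix genes were above 0 in MM in 28 of 29, with a mean of 0.35 (adjusted p = 5.8e-10, 0.223 with an estimated correlation), and in VV in 21 of 29, with a mean of 0.07 (adjusted p = 0.00045, 0.723), moving with the fibroblast markers; the difference was -0.28 (adjusted p = 0.0013, 0.778 with an estimated correlation). Satellite cell markers had means of 0.16 and 0.08, the VV median being -0.03 (adjusted p = 0.029 and 0.028, 0.142 and 0.113 with an estimated correlation). Erythroid markers had 0.50 in MM (adjusted p = 0.0079, 0.218) and 0.12 in VV (0.351), Schwann cell markers 0.17 (0.027, 0.270) and 0.01 (0.351), and ribosomal protein genes 0.07 (0.0045, 0.225) and -0.07 (0.327), with a difference of -0.14 and 0 of 25 above 0 (3.3e-05, 0.778). Interferon response genes had -0.09 in MM (0.604) and -0.34 in VV with 1 of 22 above 0 (0.0032, 0.692), and a difference of -0.25 (0.036, 0.778). Between exercised genotypes glycolysis genes had 0.03 with 17 of 26 higher in VV (0.0030, 0.924). No camera call was made in MM or VV for NADPH oxidase subunits (0.33 and -0.01, the latter against an upward rank), mast cell (0.59 and -0.02), B and plasma cell (0.46 and 0.04), endothelium (0.06 and -0.05), smooth muscle (0.06 and -0.08), adipocyte (-0.14 and -0.25) and tendon markers (0.20 and 0.03), slow (-0.11 and -0.18) and fast fibre markers (-0.01 and 0.00), calcium handling (-0.08 and -0.11), OXPHOS (-0.03 and -0.06), clock (-0.02 and -0.08) or cholesterol synthesis genes (-0.04 and -0.07), the smallest adjusted p being 0.060, for tendon markers in MM. Camera ranked upward the mast cell, endothelium, smooth muscle, clock and cholesterol lists in VV and the fast fibre list in MM, against their negative means.

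The paper measured CaMKII isoforms by RT-qPCR and compared OXPHOS complexes and fibre types in other samples. In these 16 mice Camk2a had 139 ± 7.19 FPKM in MM and 131 ± 9.60 FPKM in VV muscle, Camk2b 41.3 ± 2.16 and 39.9 ± 3.68 FPKM, and Camk2d 14.8 ± 1.63 and 13.0 ± 1.15 FPKM (SD, n = 8 mice each; two-sided permutation over 12870 splits, p = 0.106, 0.326 and 0.0266). By gene symbol the Camk2a value also covers transcripts of αKAP, an adaptor without kinase activity that the paper describes as highly abundant, so it is not a level of the kinase CaMKIIα alone. The 4 isoforms as a list had -0.11 after exercise in MM and -0.09 in VV (adjusted p = 0.098 and 0.327 from camera) and -0.13 in sedentary VV against MM (adjusted p = 0.052; exact permutation of the mean per mouse, two-sided, p = 0.0286). Gapdh, a reference gene of RT-qPCR, had 7339 ± 810 and 8371 ± 966 FPKM (log2 difference 0.19, permutation p = 0.0438), and Ncf1, a subunit of the NADPH oxidase, 0.608 ± 0.348 and 0.751 ± 0.309 FPKM (p = 0.306). The permutation p values of these single genes are not adjusted for the number of genes.

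Exercised mice of title number 2161, 2 of each genotype, had an immediate early score of 3.10 ± 0.0113 and the other 4 exercised mice one of 2.38 ± 0.284 (exact permutation over 70 splits, two-sided, p = 0.0286, the smallest they allow; 0.229 adjusted over 40 lists). Glucocorticoid response genes (0.56), satellite cell markers (0.14), ribosomal protein genes (0.10) and OXPHOS genes (-0.06) also separated them completely, with the same p values. What the number stands for is not given in the sources used here.

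Other splits of the same mice bear on each number of genes. No other split reached the real number of genes changed in MM, 1 of 35 (129; highest other 1), in VV, 1 of 35 (29; highest other 1), or with genotype left out, 1 of 100 (330; highest other 165). For the muscle list in MM no other split gave as small a camera p, 1 of 35 (6.1e-06; smallest other 5.2e-05). Its camera call is lost with an estimated correlation (adjusted p = 0.122). A share of 1 of 35 is the smallest that 35 splits allow, so it makes chance less likely and does not exclude it. Chance cannot be excluded for the difference of 100 between the numbers in MM and VV, 16 of 100 (highest other 1490). For the difference of effects and for exercised VV against MM the real number is 0, which every split reaches (100 of 100 and 35 of 35; highest others 366 and 8), so the splits say nothing about chance there. The assignments that called several times the real counts, up to 1594 against 104 genes, point to a structure of the samples. For the inflammation list chance cannot be excluded in MM, 2 of 35 (camera p 1.3e-11; smallest other 4.3e-12), or VV, 21 of 35 (0.0498; 3.0e-19). The same holds for the muscle list in VV, 3 of 35 (4.0e-06; 3.2e-07), and for the difference, 40 of 100 (0.176; 0.00043). For genes beyond 2 SD it holds for inflammation genes in MM, 2 of 35 (26; highest other 26), and in exercised mice, 11 of 35 (14; highest other 30), and for muscle genes in VV, 4 of 35 (12; highest other 14).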
